# A quantitative mass spectrometry-based approach to monitor the dynamics of endogenous chromatin-associated protein complexes

**DOI:** 10.1038/s41467-018-04619-5

**Published:** 2018-06-13

**Authors:** Evangelia K. Papachristou, Kamal Kishore, Andrew N. Holding, Kate Harvey, Theodoros I. Roumeliotis, Chandra Sekhar Reddy Chilamakuri, Soleilmane Omarjee, Kee Ming Chia, Alex Swarbrick, Elgene Lim, Florian Markowetz, Matthew Eldridge, Rasmus Siersbaek, Clive S. D’Santos, Jason S. Carroll

## Abstract

Understanding the dynamics of endogenous protein–protein interactions in complex networks is pivotal in deciphering disease mechanisms. To enable the in-depth analysis of protein interactions in chromatin-associated protein complexes, we have previously developed a method termed RIME (Rapid Immunoprecipitation Mass spectrometry of Endogenous proteins). Here, we present a quantitative multiplexed method (qPLEX-RIME), which integrates RIME with isobaric labelling and tribrid mass spectrometry for the study of protein interactome dynamics in a quantitative fashion with increased sensitivity. Using the qPLEX-RIME method, we delineate the temporal changes of the Estrogen Receptor alpha (ERα) interactome in breast cancer cells treated with 4-hydroxytamoxifen. Furthermore, we identify endogenous ERα-associated proteins in human Patient-Derived Xenograft tumours and in primary human breast cancer clinical tissue. Our results demonstrate that the combination of RIME with isobaric labelling offers a powerful tool for the in-depth and quantitative characterisation of protein interactome dynamics, which is applicable to clinical samples.

## Abstract (web summary)

Chromatin-associated protein complexes play a critical role in the regulation of gene expression in health and disease. Here, the authors describe a sensitive mass spectrometry-based method to monitor the dynamic interactions of endogenous chromatin-associated protein complexes in clinical samples.

## Introduction

Deciphering the role and the organisation of dynamically regulated protein networks is critical for the accurate molecular characterisation of biological systems^1^. Over the last decade, the advancements made in mass spectrometry-based proteomics have enabled the rapid analysis of complex protein samples obtained from co-immunoprecipitation assays, providing a powerful tool for the study of protein interactions and protein complexes^2^. In this regard, the first systematic efforts to generate human protein interactome maps using yeast two-hybrid^3–5^ have been recently complemented by studies utilising large-scale Affinity Purification followed by Mass Spectrometry analysis (AP-MS)^6,7^. Additionally, the integration of AP-MS with quantitative approaches has enabled the study of stoichiometric changes in protein complexes^8^. More recently, the use of chemical crosslinking combined with mass spectrometry has provided information about endogenous protein assemblies in a proteome-wide scale^9^.

Gene regulation relies on the coordinated action of transcription factors and co-regulator complexes that control transcriptional activation at promoters or enhancers. To gain insight into the complex interactions between such regulators, the combination of Chromatin Immunoprecipitation (ChIP) with mass spectrometry has been used to study the composition of chromatin-associated complexes^10–12^. In line with this strategy we have previously developed RIME (Rapid Immunoprecipitation Mass spectrometry of Endogenous proteins)^13^, a method which has several advantages for the analysis of protein interactomes^14^. RIME provides a sensitive and rapid approach for the identification of protein complexes from low amounts of starting material and importantly involves purification of endogenous protein, rather than the use of exogenous tagged approaches.

In the present study, we have established a modified RIME assay to monitor the dynamics of chromatin-associated complexes using a quantitative multiplexed workflow (quantitative Multiplexed Rapid Immunoprecipitation Mass spectrometry of Endogenous proteins or qPLEX-RIME). Specifically, we combine RIME with isobaric labelling using Tandem Mass Tags (TMT-10plex)^15,16^, peptide fractionation and MultiNotch MS3 analysis^17^. This combination allows the simultaneous analysis of multiple conditions and biological replicates with high sensitivity in a single experiment. Additionally, we have developed a data analysis workflow termed quantitative Multiplexed analyzer (qPLEXanalyzer) that permits statistical analysis of the quantitative interactome data and the identification of differential interactions.

As a proof-of-concept, we apply the qPLEX-RIME method to discover the temporal changes of Estrogen Receptor alpha (ERα) interactors in breast cancer cells treated with 4-hydroxytamoxifen (OHT) and to identify the ERα interactome in human patient-derived xenograft (PDX) tumours and in human breast cancer tissues. Our data demonstrate that the qPLEX-RIME method combines multiplexity with quantitative accuracy and increased sensitivity, to enable the in-depth characterisation of dynamic changes in chromatin-associated protein complexes in vitro and in vivo.

## Results

### The qPLEX-RIME workflow

The qPLEX-RIME approach combines the RIME method^13,14^ with multiplex TMT chemical isobaric labelling^15,16^ to study the dynamics of chromatin-associated protein complexes. The workflow starts with a two-step fixation procedure using disuccinimidyl glutarate (DSG) and formaldehyde (FA) that has been previously applied in combination with ChIP assays to capture transient interactions more efficiently^12,18^. A specific antibody against the target protein is used for immunoprecipitation, followed by proteolysis, TMT-10plex peptide labelling and fractionation. The main steps of the qPLEX-RIME method are shown in Fig. 1. The main utility of the qPLEX-RIME method is the quantification of changes in the composition of protein complexes in response to cell perturbation and/or in variable genomic backgrounds (e.g. different cell lines or mutated conditions) using multiple biological replicates in a single experiment. Also proteins that are significantly and specifically associated with the bait protein can be discovered in the same analysis using appropriate negative controls, such as IgG pull-downs. For the downstream data analysis, we have developed a comprehensive bioinformatics workflow (qPLEXanalyzer) that includes data processing, visualisation, normalisation and differential statistics. In addition to the qPLEXanalyzer R package, the complete qPLEX-RIME and full proteome data sets of this work are included in the qPLEXdata R package. Both packages can be found at (10.5281/zenodo.1237825) and a detailed description of the pipeline and the applications is provided in Supplementary Notes 1 and 2.

**Fig. 1:**
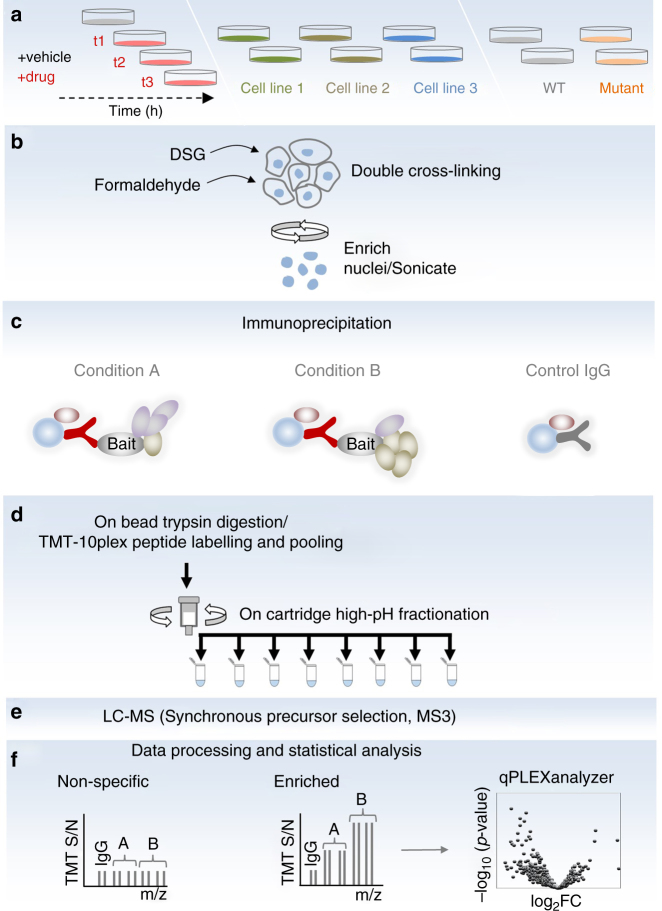
The qPLEX-RIME workflow. Proteins in treated and un-treated cell cultures at different time points or in variable genomic backgrounds (e.g. different cell lines or mutated conditions) are double-crosslinked and cell nuclei are isolated and sonicated (**a**, **b**). Target protein complexes are immunoprecipitated and subjected to on-bead trypsin digestion (**c**, **d**). The generated peptides are labelled using different TMT reagents and pooled in a single mixture, which is fractionated using Reversed-Phase cartridges (**d**). Peptide fractions are analysed with the MultiNotch MS3 method (**e**) followed by data processing and statistical analysis using novel analytic suite (qPLEXanalyzer) (**f**)

### Characterisation of the ERα interactome in MCF7 cells

We first applied qPLEX-RIME to assess whether we could successfully identify the ERα interactome in asynchronous MCF7 breast cancer cells. To this end, we performed ERα qPLEX-RIME pull-downs in five independent biological replicates. An equal number of matched IgG control samples were prepared. In this experiment we used single crosslinking with FA, to permit a comparison with previously published approaches^13^. In addition to the qPLEX-RIME, we included a standard non-quantitative ERα RIME experiment with matched IgG controls (Supplementary Data 1).

The qPLEX-RIME raw data processing quantified 2955 proteins across the multiplexed set of all positive and negative samples at peptide false discovery rate (FDR) <1% (Supplementary Data 2). To test the efficiency of the method in capturing and quantifying previously described ERα-associated proteins, we compiled a list of known ERα interactors from BioGRID^19^ and STRING^20^ resources. For BioGRID, we used only a subset of 386 proteins identified by high-throughput assays that are similar to the approach used here and for STRING we used only experimental associations (383 proteins, score > 200). Noteworthy, only 37 proteins were common between the two reference subsets. The qPLEX-RIME method identified 295 (76%) and 171 (45%) of the known ERα-associated proteins from BioGRID and STRING, respectively, of which 225 (58%) and 154 (40%) showed positive enrichment at adj. *p*-value < 0.1 (Limma moderated *t*-test) (Fig. 2a). Specifically, we found known co-regulators (e.g. EP300, NCOA3, CBP, NRIP1, TRIM24, GREB1, RARα, NCOR2 and HDACs^13,21–25^), ERα-associated pioneer factors (e.g. FOXA1^26^ and AP-2γ^27^), and putative pioneer factors (e.g. GATA-3^28^) with significant enrichment in the ERα samples (Fig. 2b).

**Fig. 2:**
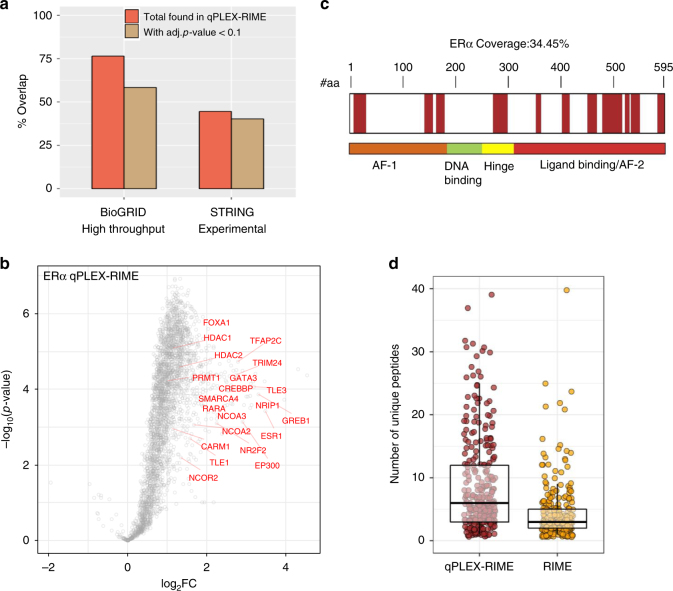
Application of qPLEX-RIME for the identification of ERα-specific interactors in breast cancer cell lines. **a** Bar plots illustrating the overlap of the qPLEX-RIME data with known ERα-associated proteins from BioGRID and STRING databases. **b** Volcano plot summarising the quantitative results of the ERα qPLEX-RIME. ERα and several of its known significantly enriched interactors are labelled. **c** Sequence coverage of the ERα protein in the qPLEX-RIME analysis. **d** Boxplots of the number of unique peptides for the overlapping ERα-associated proteins between the non-quantitative RIME and the qPLEX-RIME method. Centre line shows the median, bounds of box correspond to the first and third quartiles and the upper and lower whiskers extend to the largest or the smallest value no further than 1.5 × IQR (inter-quartile range)

ERα was one of the most significantly enriched proteins identified with 19 unique peptides (Fig. 2c), which is consistent with previously published ERα RIME experiments^14^. A comparison between the non-quantitative RIME and the qPLEX-RIME data showed that 302 of the 323 (93%) proteins identified as ERα-specific in the non-quantitative ERα-RIME pull-down analysis were also identified by qPLEX-RIME with significant enrichment over the IgG controls (mean fold-change of 2.5). Notably, the application of qPLEX-RIME achieved overall better peptide coverage for the overlapping ERα-associated proteins compared to the non-quantitative RIME method (Fig. 2d). Additionally, qPLEX-RIME identified 124 more known BioGRID and STRING interactors compared to the non-quantitative RIME analysis (175 proteins > 2-fold and adj. *p*-value < 0.01 (Limma moderated *t*-test) in qPLEX-RIME versus 51 proteins in non-quantitative RIME). Importantly, using the qPLEX-RIME we identified a number of novel ERα-associated candidate proteins. We validated the interactions of CBX3 (HP1γ), NIPBL and FOXK1 with ERα, using Proximity Ligation Assay (PLA)^29^ (Supplementary Fig. 1a). A GFP negative control was used to moninor for non-specific interactions (Supplementary Fig. 1b). Treatment of the MCF7 cells with the Selective ERα Degrader (SERD) Fulvestrant^30^ (Supplementary Fig. 2) disrupted the above interactions demonstrating the specificity of the PLA assay and validating the interactors discovered by qPLEX-RIME (Supplementary Fig. 1a and c).

To test whether our quantitative pipeline can be widely used to study interactors of different bait proteins, we performed qPLEX-RIME experiments on three additional factors following the same experimental design as above. For these and all subsequent experiments described in this study, we adopted the double crosslinking approach as a comparison between single and double crosslinking for ERα qPLEX-RIME data showed that the latter increases the pull-down efficiency of known and previously validated ERα interactors, including FOXA1, NR2F2 and NCOR2 (Supplementary Fig. 3a and Supplementary Data 3).

Firstly, the qPLEX-RIME method was applied to explore the interactome of CBP (CREB-binding protein) and NCOA3 (SRC-3); two well-characterised co-activators of nuclear receptors^31^. We identified 1437 and 1135 proteins for CBP and NCOA3, respectively, in the two multiplexed sets of bait and IgG pull-downs at peptide FDR < 1% (Supplementary Data 4 and 5). Both bait proteins were highly enriched in the target pull-downs compared to the IgG controls (CBP:log_2_fold-change = 3.2 and NCOA3:log_2_fold-change = 3.39) with a high number of unique peptides (44 unique peptides for CBP and 36 unique peptides for NCOA3) (Fig. 3a, b). Known interactors of CBP and NCOA3 were identified including EP300, p160 co-activators, arginine methyltransferases and the ERα complex^31^ (Fig. 3a, b). We also identified several members of the SWI/SNF chromatin remodelling complex, such as SMARCA4 (BRG1), SMARCE1 (BAF57), SMARCB1 (BAF47) and SMARCC2 (BAF170). Additionally, in the CBP qPLEX-RIME experiment we captured the association of CBP with the transcription factor JunB^32^, as well as with subunits of the mediator complex^33^, which are known to associate with enhancer regions as well. Interestingly, in addition to other co-activators, we also found a strong enrichment of co-repressors such NCORs and HDACs in both data sets. This suggests that both co-activators and co-repressors are part of the same complex, which is consistent with previous findings demonstrating extensive co-localisation of co-repressors and co-activators by ChIP-seq^34^.

**Fig. 3:**
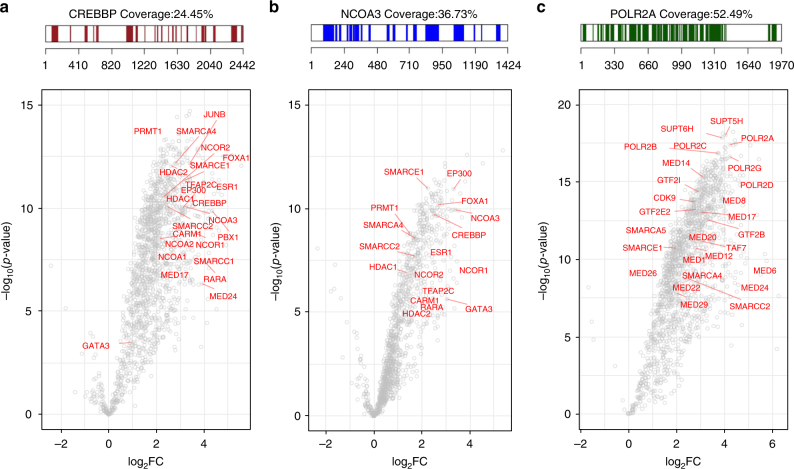
Application of qPLEX-RIME in CREBBP, NCOA3 and POLR2A. **a** Peptide sequence coverage of the CREBBP (CBP) protein in the qPLEX-RIME analysis (top panel). The volcano plot summarises the quantitative results of the CBP qPLEX-RIME and several of its known interactors are highlighted in red font (bottom panel). **b** Peptide sequence coverage of the NCOA3 protein in the qPLEX-RIME analysis (top panel). The volcano plot summarises the quantitative results of the NCOA3 qPLEX-RIME and several of its known interactors are highlighted in red font (bottom panel). **c** Peptide sequence coverage of the phospho-polymerase II (POLR2A) protein in the qPLEX-RIME analysis (top panel). The volcano plot summarises the quantitative results of the POLR2A qPLEX-RIME and several of its known interactors are highlighted in red font (bottom panel)

Secondly, we studied the interactome of phospho-RNA polymerase II (POLR2A) using an antibody that recognises the phosphorylated serine-5, which serves as a platform for assembly of factors that regulate transcription initiation, elongation, termination and mRNA processing^35^. We identified 1442 proteins across all multiplexed samples (Supplementary Data 6) and the bait protein was one of the top enriched proteins (log_2_fold-change = 4.2), identified with 96 unique peptides (Fig. 3c). A list of known polymerase II-associated factors were also observed, such as subunits of the SWI/SNF complex, proteins of the mediator complex, initiation and elongation factors^36,37^ that are highlighted in Fig. 3c. A comparison of the interactomes of the four bait proteins (ERα, CBP, NCOA3 and POLR2A) showed significant numbers of uniquely identified interactors as well as partial overlap (Supplementary Fig. 3b). To examine whether the overlapping proteins are more likely due to the common underlying biology of the four baits rather than technical bias, we made a venn diagram using a random selection of proteins identified in the four qPLEX-RIME experiments, without considering enrichment relative to the IgG pull-downs (Supplementary Fig. 3c). This analysis showed a smaller number of proteins in the intersection of the four bait proteins indicating small contribution of technical factors to the observed overlap.

Taken together, our data demonstrate a gain in sensitivity using the qPLEX-RIME method that can lead to the identification of interacting proteins with statistical robustness and can be widely used for the characterisation of different interactomes.

### Study of ERα complex dynamics upon OHT treatment

To investigate the dynamics of the ERα complex assembly upon treatment with the Selective Estrogen Receptor Modulator (SERM) 4-hydroxytamoxifen (OHT), we performed three qPLEX-RIME experiments (3 × 10plex) using independently prepared biological replicates. MCF7 cells were crosslinked after treatment with 100 nM OHT for 2 h, 6 h and 24 h or after 24 h of vehicle (ethanol) treatment. Two biological replicates of each condition were included in each experiment, resulting in a total of six replicates per time point. Additionally, MCF7 cells were treated with OHT or ethanol and crosslinked after 24 h treatment in each experiment to be used for control IgG pull-downs, to enable discrimination of non-specific binding.

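RNA was sequenced from MCF7 cells, an ERα-positive human breast cancer cell line, after 2 h, 6 h or 24 h in 100 nM OHT, the active metabolite of tamoxifen, and after 24 h in the ethanol vehicle. Each of the 4 groups held 6 samples. No vehicle sample belonged to 2 h or 6 h, so each time point was compared with the vehicle at 24 h. The authors aligned single-end reads to GRCh37 with TopHat2 2.1.0, counted reads per gene with featureCounts of Subread 1.5.2, and normalized and tested the counts with DESeq2. The strand setting of the counting is not given in the sources used here. For 27520 genes the authors' deposited table gives the mean normalized count of each group and, for each time point, a log2 fold change, its standard error, the Wald statistic, the p-value and the adjusted p. It holds no value per sample, so the number of reads in each sample is unknown, the spread between samples enters only through the authors' standard errors, and no sample could be left out or paired with another.

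Luminal genes were abundant in these cells, with GATA3 at 49647 and FOXA1 at 13970 normalized counts in the vehicle (the authors' means). None of 2 fibroblast and 3 immune marker genes tested differed from the vehicle at any time at an adjusted p under 0.05 in the authors' deposited table, and 1 of them, an immune marker at 6 h, had an unadjusted p under 0.05. The 13 mitochondrially encoded genes made up 9.29% of the summed group means in the vehicle, 8.56% at 2 h, 9.57% at 6 h and 7.76% at 24 h, and none of them passed that threshold or had an unadjusted p under 0.05 at any time. Group means summed to 24100085 normalized counts in the vehicle, 24261261 at 2 h, 24083108 at 6 h and 23255834 at 24 h. The median log2 ratio of OHT over vehicle, across the 11854 genes with a base mean of at least 100, was −0.0064 at 2 h, −0.0142 at 6 h and −0.0121 at 24 h, which normalization by size factors sets near 0.

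For each gene the log2 ratio of the group means of OHT and vehicle was computed without a pseudocount, with a 95% interval from the standard error that the ratio and the authors' Wald statistic imply. No interval is given where that statistic is at most 0.5 in size. The authors' log2 fold changes are shrunken towards 0: among genes with a log2 ratio over 0.5 in size, the deposited value was a median 0.629 of the ratio at 2 h, 0.656 at 6 h and 0.684 at 24 h. Genes were called at the paper's thresholds, a deposited log2 fold change over 0.5 in size and an adjusted p under 0.05. Lists of genes were fixed before the data were examined, except that part of the paper's table of these results (Supplementary Data 7) had been seen and that some lists, such as that of ERα targets, hold genes the study itself chose on these or matched samples. They were tested with cameraPR of limma 3.58.1 on the authors' Wald statistics of 16919 genes with a base mean of at least 10, at a preset inter-gene correlation of 0.01. That correlation could not be estimated without values per sample, and calls of a list that end at a preset correlation of 0.05 are named with their adjusted p.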

To confirm that the drug treatment was successful, we performed RNA-seq analysis of six biological replicates using matched OHT treated samples. The mRNA data revealed transcriptional repression of a number of known ERα target genes at 6 h and 24 h, confirming the response to the drug treatment. Specifically, at 24 h treatment the expression of *PGR*, *PDZK1*, *TFF1*, *AREG*, *PKIB*, *SIAH2*, *MYB*, *HEY2*, *FOS*, *GREB1* and *TFF3*^38–43^ was significantly inhibited compared to the vehicle treatment (log_2_Fold-Change < −0.5, adj. *p*-value < 0.05, Limma moderated *t*-test) (Supplementary Fig. 4a and Supplementary Data 7).

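As sets, genes that estrogen induces through ERα were lower than the vehicle at 6 h and 24 h in OHT, and genes that estrogen represses were higher at 24 h. Of 39 estrogen-induced genes other than those the paper names, 20 were lower and 2 were higher than the vehicle at 6 h at an adjusted p under 0.05 in the authors' deposited table (26 and 4 when adjusted over the list alone). At 24 h, 26 were lower and 3 were higher (26 and 5 when adjusted over the list alone), and at 2 h, 8 were lower and 1 was higher (10 and 2 when adjusted over the list alone). The list moved down as a set at 6 h (adjusted p = 1.2e-17 from limma's cameraPR) and at 24 h (adjusted p = 5.5e-14). At 2 h the adjusted p was 0.032, and 0.20 at a correlation of 0.05. The set was lower at 6 h than at 2 h (adjusted p = 5.5e-12 from limma's cameraPR), and no difference between 24 h and 6 h passed the threshold (adjusted p = 0.83).

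The chemokine gene CXCL12 was 4.91-fold lower at 6 h, a log2 ratio of −2.29 (95% interval −2.67 to −1.91), and 5.49-fold lower at 24 h. NPY1R, a receptor for neuropeptide Y, had log2 ratios of −1.59 (95% interval −2.03 to −1.15) at 6 h and −2.11 (95% interval −2.56 to −1.66) at 24 h. For SGK3, a kinase, the log2 ratio was −1.43 (95% interval −1.79 to −1.07) at 6 h and −1.72 at 24 h. IGFBP4 and RET were lower at 6 h, at −0.92 and −0.67. At 24 h RET was at −0.26 (95% interval −0.41 to −0.11), higher than at 6 h (adjusted p = 0.0057, z test of the authors' DESeq2 estimates). SLC39A6, a zinc transporter, and BCL2 passed the adjusted p threshold at 24 h, with log2 ratios of −0.91 (95% interval −1.20 to −0.62) and −1.01 (95% interval −1.34 to −0.68). CCND1, which encodes cyclin D1, fell less, with a log2 ratio of −0.24 (95% interval −0.36 to −0.12) at 6 h. KRT13 went the other way, with a log2 ratio of 0.73 (95% interval 0.46 to 1.01) at 6 h and 2.26 (95% interval 1.99 to 2.53) at 24 h.

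Of 7 genes that estrogen represses, 2 were higher at 6 h and 6 at 24 h, and none was lower at either time (3 and 7 higher when adjusted over the list alone). As a set these genes were higher at 24 h (adjusted p = 7.4e-09 from limma's cameraPR). At 6 h the adjusted p was 0.031, and 0.067 at a correlation of 0.05. TP53INP1 had a log2 ratio of 0.94 (95% interval 0.76 to 1.12) at 24 h, BIK 0.76 (95% interval 0.52 to 0.99), HES1 0.54 (95% interval 0.37 to 0.71) and ERBB2 0.39 (95% interval 0.28 to 0.49). From the repression of known ERα target genes at 6 h and 24 h, the paper concludes that the cells responded to the drug.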

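All 11 genes were lower than the vehicle at 24 h at an adjusted p under 0.05 in the authors' deposited table, 8 were lower at 6 h and 4 at 2 h, and none was higher (the same counts when adjusted over the list alone, which is not independent evidence for genes the study chose on these samples). GREB1, a cofactor of ERα, and PGR, which encodes the progesterone receptor, fell the most at 24 h among the 11. HEY2 and MYB, which encode transcription factors, were lower already at 2 h, whereas TFF1 and TFF3, which encode secreted trefoil factors, passed that threshold at 24 h alone. As a set the 11 genes were lower at each time (adjusted p = 0.0041 at 2 h, 2.5e-17 at 6 h and 8.1e-30 at 24 h, limma's cameraPR), with 0.13 at 2 h from its test on ranks.

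PGR (ENSG00000082175) lies on chromosome 11 (− strand, 100900355 to 101000544) of GRCh37. Its mean normalized count was 2732 in the vehicle and 598 at 24 h (the authors' means), a log2 ratio of −2.19 (95% interval −2.51 to −1.88), after −1.61 (95% interval −1.92 to −1.30) at 6 h and −0.47 (95% interval −0.78 to −0.17) at 2 h. The adjusted p at 24 h was 1.9e-39 in the authors' deposited table. TFF1 (ENSG00000160182) lies on chromosome 21 (− strand, 43782391 to 43786644). It had 18750 normalized counts in the vehicle and 5751 at 24 h (the authors' means). The log2 ratio was −0.25 (95% interval −0.60 to 0.10) at 6 h and −1.71 (95% interval −2.06 to −1.35) at 24 h, and the difference between these times passed the threshold (adjusted p = 3.8e-06, z test of the authors' DESeq2 estimates). TFF3 (ENSG00000160180), near it on chromosome 21 (− strand, 43731777 to 43735519), had a log2 ratio of −0.62 (95% interval −0.81 to −0.44) at 24 h. PKIB (ENSG00000135549), an inhibitor of protein kinase A on chromosome 6 (+ strand, 122793062 to 123047518), fell from −0.54 (95% interval −0.80 to −0.28) at 6 h to −1.25 (95% interval −1.51 to −0.99) at 24 h. Both TFF3 and PKIB were lower at 24 h than at 6 h (adjusted p = 7.6e-04 and 0.0057, z test of the authors' DESeq2 estimates).

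HEY2 (ENSG00000135547; chromosome 6, + strand, 126068810 to 126082415) had log2 ratios of −1.04 (95% interval −1.31 to −0.77) at 2 h, −1.30 (95% interval −1.58 to −1.03) at 6 h and −0.95 (95% interval −1.22 to −0.68) at 24 h. MYB (ENSG00000118513; chromosome 6, + strand, 135502446 to 135540311) had −0.59 (95% interval −0.78 to −0.40), −1.06 (95% interval −1.25 to −0.86) and −0.96 (95% interval −1.16 to −0.77) at the same times. The ubiquitin ligase gene SIAH2 (ENSG00000181788; chromosome 3, − strand, 150458912 to 150481264) went from −0.31 (95% interval −0.44 to −0.18) at 2 h to −0.96 (95% interval −1.09 to −0.83) at 24 h, with the lowest adjusted p of the 11 at 24 h, 1.2e-44 in the authors' deposited table. FOS (ENSG00000170345; chromosome 14, + strand, 75745529 to 75748933), with 159 normalized counts in the vehicle (the authors' mean), was at −1.14 (95% interval −1.61 to −0.68) at 24 h. PDZK1 (ENSG00000174827; chromosome 1, + strand, 145726918 to 145764207) was at −1.03 (95% interval −1.49 to −0.58). AREG (ENSG00000109321; chromosome 4, + strand, 75310853 to 75320722), which encodes amphiregulin, was at 0.59 (95% interval −0.03 to 1.21) at 2 h and −1.32 (95% interval −2.07 to −0.56) at 24 h, with the highest adjusted p of the 11 at 24 h, 0.0063 in the authors' deposited table. AREG and PDZK1 have close copies in GRCh37, AREGB and PDZK1P1, that may share their reads.

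**Figure D1:**
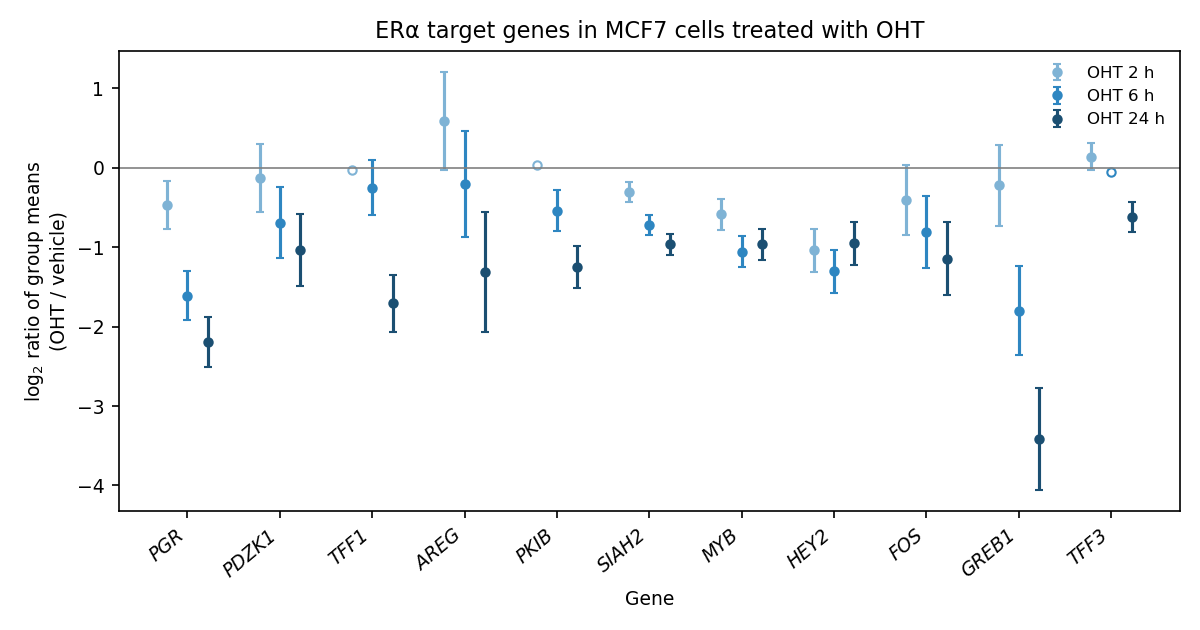
Log2 ratio of the group means of OHT and vehicle (y axis) for the 11 ERα target genes (x axis) at 2 h, 6 h and 24 h (colours), with 95% intervals as error bars. Open circles have no interval. GREB1 and PGR reach the lowest log2 ratios at 24 h, and TFF1 and TFF3 lie near 0 at 2 h.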

MultiNotch MS3 analysis of the qPLEX-RIME samples quantified 1105 proteins (FDR < 1%) across all three replicate experiments. Of these, 412 proteins were significantly enriched in ERα pull-downs compared to IgG samples (log_2_Fold-Change > 1, adj. *p*-value < 0.01, Limma moderated *t*-test) (Supplementary Data 8). Total ERα levels changed upon OHT treatment (Supplementary Fig. 4b), indicating that altered levels of antigen may influence the amount of purified proteins. Our data showed that this resulted in a significant dependency of the quantified proteins on the amount of ERα pulled down (Supplementary Fig. 5a). To correct for this effect, we applied a linear regression approach^15,44^ using the ERα profile as the independent variable and the profile of any other protein as the dependent variable. The advantage of this approach is that proteins with strong dependency on the target protein are subjected to significant correction, whereas proteins with small dependency on the target protein are only slightly corrected. Two such examples, of known ERα interactors before and after correction are shown in Supplementary Fig. 5b. Finally, using the quantification values corrected for the abundance of ERα, we found 249 specific proteins with altered profile in the interactome in at least one time point (|log_2_Fold-Change| > 0.5, adj. *p*-value < 0.05, Limma moderated *t*-test) allowing for a comprehensive mapping of the dynamic organisation of the ERα complex in response to OHT treatment.

### Dissociation and recruitment of co-factors upon OHT treatment

We next interrogated the significant changes observed in the ERα interactome at each time point during OHT-mediated growth inhibition. After 2 h treatment with OHT, a significant loss of 12 proteins was observed including known ERα co-activators, such as NCOA3 (AIB1/SRC-3) and CREBBP (CBP) (Fig. 4a). These proteins have been associated with histone acetylation and activation of gene transcription^23,45^ and their loss in the ERα interactome upon OHT treatment is consistent with previous studies showing that OHT binding blocks access of co-activators^46^. We also observed a significant loss of the interaction between ERα and NRIP1 (RIP140) protein. NRIP1 can act as a corepressor or as a coactivator^47^ with previous evidence suggesting that NRIP1 is required for ERα-complex formation and ERα-mediated gene expression^47^. The quantification profile of these key ERα co-activator proteins across all biological replicates is shown in Fig. 4b. Furthermore, OHT treatment resulted in the loss of GREB1 and its paralog gene product GREB1L. Loss of GREB1 upon OHT treatment has been previously described^13^, but here we report the loss of both proteins simultaneously.

**Fig. 4:**
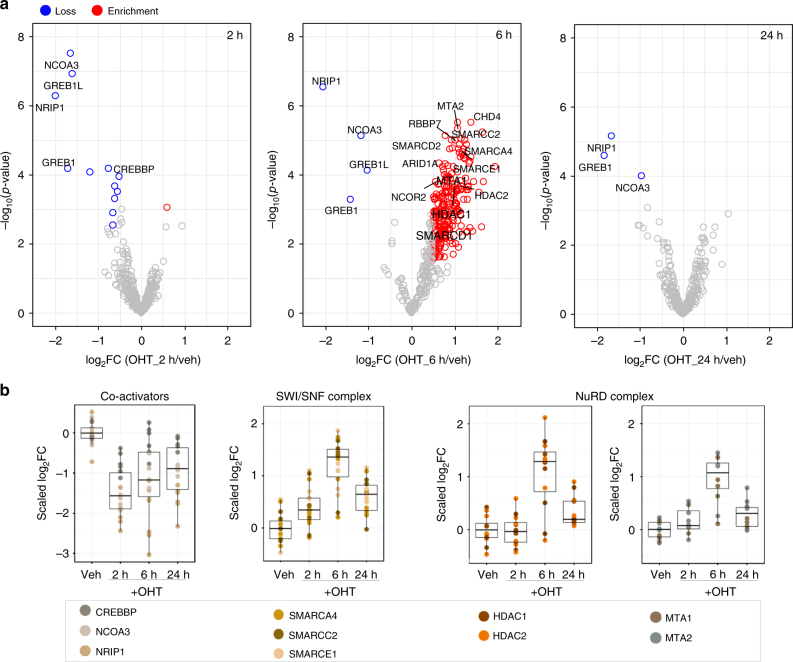
Temporal profiling of the ERα interactome following treatment of MCF7 cells with OHT. **a** Volcano plots highlighting enriched or lost proteins in the ERα interactome upon OHT treatment for 2 h, 6 h and 24 h. **b** Boxplots illustrating the loss of ERα co-activator proteins CREBBP, NCOA3 and NRIP1 at 2 h and the enrichment of several subunits of the SWI/SNF and NuRD complexes at 6 h (left to right). Quantitative values are normalised so that the median of the vehicle treated samples is zero (centered around the median of vehicle). Centre line shows the median, bounds of box correspond to the first and third quartiles and the upper and lower whiskers extend to the largest or the smallest value no further than 1.5 × IQR (inter-quartile range)

After 6 h treatment with OHT, 237 specific interactors showed significant enrichment (log_2_Fold-Change > 0.5, adj. *p*-value < 0.05, Limma moderated *t*-test) compared to the vehicle treatment, whilst NCOA3, NRIP1, GREB1 and GREB1L remained at decreased levels in the interactome (log_2_Fold-Change < -0.5, adj. *p*-value < 0.05, Limma moderated *t*-test) (Fig. 4a). Notably, there was an enrichment in the recruitment of several components of the NuRD (Nucleosome Remodelling and Deacetylase) complex, e.g. HDAC1/2^24,48^ and the signature components MTA1/2^24,48^, as well as an enrichment of the co-repressor NCOR2 (SMRT)^25,49^ (Fig. 4b). Consistently, NURD complex and NCOR2 has been previously shown by ChIP to be recruited to promoter regions of ERα target genes following OHT treatment^23,24^. Additionally, we found enriched subunits of the ATP-dependent chromatin remodelling complex SWI/SNF, which is known to regulate both gene activation and gene repression^50,51^. Detected components included SMARCC2 (BAF170), SMARCE1 (BAF57) and SMARCA4 (BRG1) (Fig. 4b). SMARCA4 protein, which was previously shown to be required for repression of ER-mediated transcription^50^, was one of the top enriched SWI/SNF proteins. The loss of NCOA3 and CBP at 2 h and the enrichment of SMARCC2 (BAF170) and HDAC1 at 6 h was validated with PLA assays (Supplementary Fig. 6a and b).

At 24 h we observed an almost complete restoration of the ERα complex, with the exception of the NCOA3, NRIP1 and GREB1 proteins, which were still decreased (log_2_Fold-Change < −0.5, adj. *p*-value < 0.05, Limma moderated *t*-test) (Fig. 4a). Taken together, our results indicate that the inhibitory effect of OHT peaks at 6 h, where ATP-dependent remodelling and corepressor complexes may coordinate to create a transcriptionally inactive chromatin environment.

### Identification of net changes in the ERα complex

Our data suggest that treatment of MCF7 cells with OHT triggers significant changes in the composition of ERα interactome. To assess whether the changes identified by the qPLEX-RIME analysis are specific changes in interactions or result from changes in total protein levels, we performed timecourse whole proteome quantification in matched samples under the same conditions (vehicle, 2 h, 6 h and 24 h, four biological replicates each) (Supplementary Data 9). We confirmed the OHT up-regulation of ERα protein levels (log_2_Fold-Change: 2 h 0.21, 6 h 0.5 and 24 h 1), which was not due to an increase in gene transcription. This is consistent with previous reports demonstrating increased ERα stability in the presence of OHT^52^. 

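ESR1, the gene of ERα, did not differ detectably from the vehicle in its mRNA at any time in OHT. ESR1 (ENSG00000091831) lies on chromosome 6 (+ strand, 151977826 to 152450754) of GRCh37. The mean normalized count was 8916 in the vehicle, 8422 at 2 h, 8191 at 6 h and 9841 at 24 h (the authors' means). The log2 ratio of OHT over vehicle was −0.08 (95% interval −0.26 to 0.10) at 2 h, −0.12 (95% interval −0.30 to 0.05) at 6 h and 0.14 (95% interval −0.03 to 0.32) at 24 h, so an increase at 24 h above 0.32 lies outside the interval. None passed the threshold (adjusted p = 0.74, 0.46 and 0.31 in the authors' deposited table). The difference between 24 h and 6 h did not pass it either (adjusted p = 0.23, z test of the authors' DESeq2 estimates). That z test leaves out the covariance from the shared vehicle and is therefore conservative. With an assumed size of that covariance the difference passed an adjusted p under 0.05, with ESR1 higher at 24 h than at 6 h. Without a vehicle at 6 h, this cannot be told apart from an effect of time in culture or handling.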

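Few ERα interactors changed in their own mRNA by more than the paper's fold threshold. Supplementary Data 8 lists 412 proteins that ERα qPLEX-RIME enriched over IgG, and 409 of them had a gene of the same name in the RNA-seq data. Of these genes, 2 were called at 2 h, 6 at 6 h and 5 at 24 h, or 8 at one or more times. Among the 248 whose protein the paper reports as changed in the ERα complex, 1 was called at 2 h, 4 at 6 h and 2 at 24 h. The cytoskeletal gene CSRP1 was higher at 2 h, with a log2 ratio of 0.68 (95% interval 0.53 to 0.82), and at 6 h, with 0.83 (95% interval 0.69 to 0.98). RBM14, which shares exons with the read-through gene RBM14-RBM4, was higher at 6 h (0.55, 95% interval 0.39 to 0.71) and lower at 24 h (−0.30, 95% interval −0.46 to −0.13). Among genes of subunits of NuRD (13 tested) and SWI/SNF (19 tested), none passed the fold threshold at any time, and by adjusted p alone in the authors' deposited table 2 and 6 of them were lower at 6 h. SMARCC2, for example, was at −0.27 (95% interval −0.39 to −0.15) at 6 h, while SMARCE1, SMARCA4 and HDAC1, at 0.07, −0.12 and 0.01, did not pass (adjusted p = 0.61, 0.16 and 0.86 in the authors' deposited table). At 24 h, 2 NuRD genes were higher and 1 was lower, and 2 SWI/SNF genes were lower. At 2 h, 1 NuRD and 2 SWI/SNF genes were lower. When adjusted over the list alone, 5 NuRD genes were lower at 6 h and 3 higher at 24 h, 1 SWI/SNF gene was higher at 6 h, and the other counts were the same. As sets they were lower at 6 h (adjusted p = 0.040 and 0.031 from limma's cameraPR, and 0.12 each at a correlation of 0.05), and did not pass at 2 h or 24 h.

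Of 21 genes of co-regulators and pioneer factors, 8 were lower and 1 was higher at 6 h, and 5 were lower and 5 higher at 24 h (adjusted p under 0.05 in the authors' deposited table), after 4 lower and 1 higher at 2 h (3 higher at 2 h and otherwise the same counts when adjusted over the list alone). The set was lower at 6 h (adjusted p = 0.0016 from limma's cameraPR), not at 2 h or 24 h (0.84 and 0.96). NCOA3, which encodes SRC-3, was at 0.41 (95% interval 0.31 to 0.51) at 24 h and FOXA1 at 0.17 (95% interval 0.08 to 0.27). GATA3 was at −0.23 (95% interval −0.37 to −0.08). CREBBP, which encodes CBP, was at 0.08 at 2 h, 0.06 at 6 h and 0.05 at 24 h and did not pass that threshold (adjusted p = 0.67, 0.67 and 0.69 in the authors' deposited table).

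Among 18074 other genes at least as abundant as the lowest interactor, 1.96% were called at 2 h, 2.55% at 6 h and 3.59% at 24 h, against 0.489%, 1.47% and 1.22% of the interactors (Fisher's exact test, two-sided, p = 0.027, 0.20 and 0.0063). Interactor genes were more abundant, with a median base mean of 3659 against 261. The number called in 10000 random lists matched on base mean was an alternative chosen after the values were seen. Its median was 5 at 2 h, 6 at 6 h and 8 at 24 h. The numbers of interactors called lay within the central 95% of these lists at every time (2 to 10, 2 to 11 and 3 to 14). With no fold threshold the direction turned: 53 interactors (13.0%) at 2 h, 70 (17.1%) at 6 h and 93 (22.7%) at 24 h passed the adjusted p alone, against 8.25%, 11.4% and 17.9% of the other genes (Fisher's exact test, two-sided, p = 0.0015, 7.0e-04 and 0.016), while the matched lists had medians of 38, 61 and 102 (central 95% 28 to 50, 49 to 75 and 86 to 118), so that the number at 2 h lay above this range and those at 6 h and 24 h within it. The median size of the interactors' deposited log2 fold change was 0.051 at 2 h, 0.073 at 6 h and 0.077 at 24 h. In a planned comparison it lay at the percentile 7.46, 64.1 and 0.525 of the matched lists.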

A comparison between the qPLEX-RIME results and the total proteome data confirmed that the changes detected in the ERα complex upon OHT treatment represent changes in protein recruitment as the respective total protein and mRNA levels remained unchanged (Fig. 5a). GREB1 was the only ERα interactor with decreased mRNA and total protein levels at 24 h treatment. This is consistent with GREB1 being an ERα target gene^13,43^ and explains the decreased association between ERα and GREB1 at this late time point.

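GREB1, an ERα target gene and a cofactor of ERα, had the lowest mRNA of the interactors at 24 h relative to the vehicle. GREB1 (ENSG00000196208) lies on chromosome 2 (+ strand, 11622467 to 11782914) of GRCh37. Its mean normalized count was 21537 in the vehicle, 18514 at 2 h, 6184 at 6 h and 2017 at 24 h (the authors' means). The log2 ratio was −0.22 (95% interval −0.73 to 0.29) at 2 h, −1.80 (95% interval −2.36 to −1.24) at 6 h and −3.42 (95% interval −4.06 to −2.77) at 24 h, the last a 10.7-fold decrease. The adjusted p was 0.77, 3.2e-08 and 1.0e-22 at these times in the authors' deposited table. The decrease from 2 h to 6 h passed the threshold (adjusted p = 0.0095, z test of the authors' DESeq2 estimates), and that from 6 h to 24 h did not (adjusted p = 0.051). That z test uses the shrunken values and leaves out the covariance from the shared vehicle, so it is conservative. With an assumed size of that covariance, the decrease from 6 h to 24 h passed too. The 95% intervals of the log2 ratios at 6 h and 24 h do not overlap.

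The mRNA of 3 other interactors was called lower at 24 h. TET2, which encodes a DNA demethylase, had a log2 ratio of −1.40 (95% interval −1.60 to −1.20), ZNF703 −0.62 (95% interval −0.72 to −0.51) and the transcription factor gene TFAP2C −0.77 (95% interval −0.90 to −0.64). In the paper's qPLEX-RIME table the log2 fold change of their proteins in the ERα complex at 24 h was −0.60, −0.07 and −0.18 with no adjusted p under 0.05 (the paper's adjusted p = 0.13, 0.94 and 0.8 from limma), and that of GREB1 was −1.83 (0.002). NRIP1 was called lower at 6 h, at −0.60 (95% interval −0.78 to −0.42), and at 24 h it was at −0.49 (95% interval −0.67 to −0.32), under the fold threshold in the deposited value (−0.46 in the authors' deposited table). GREB1L, a paralog of GREB1, was called higher at 24 h, at 0.70 (95% interval 0.55 to 0.85), while the paper's log2 fold change of its protein in the ERα complex was −0.82 at 24 h, with an adjusted p of 0.067 in its limma analysis. The total protein of these other interactors was not compared here, since the table of total protein at hand is partial.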

**Fig. 5:**
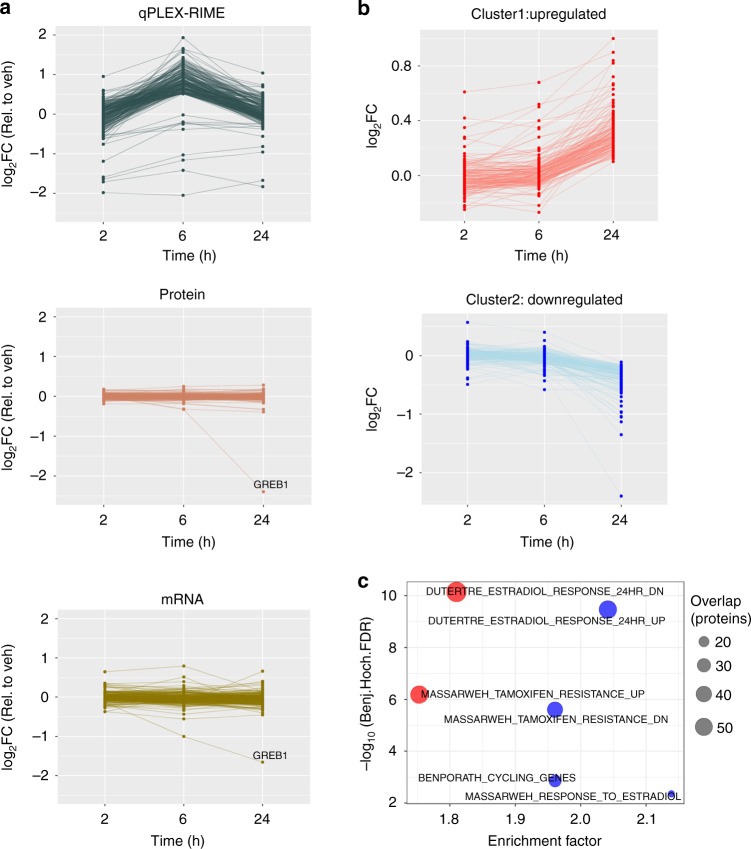
Comparison of qPLEX-RIME data with total proteome analysis and RNA-seq data. **a** Line plots of the significantly enriched or lost proteins in the qPLEX-RIME data (top panel), their respective profiles in the total proteome analysis (middle panel) and in the RNA-seq analysis (bottom panel). **b** Line plots representing two k-means clusters of down- and upregulated proteins identified in total proteome analysis (top 10% most variable proteins with at least one significant change, adj. *p*-value < 0.05). **c** Gene set enrichment analysis for the down- and upregulated protein clusters

Downstream k-means clustering of the most variable proteins (adj. *p*-value < 0.05, Limma moderated *t*-test) across the three time points in the total proteome, identified clusters of up- and downregulated proteins (Fig. 5b). Gene Set Enrichment Analysis of the clusters, performed in Perseus software^53^, displayed an overrepresentation of genes related to estrogen response and tamoxifen resistance (Fig. 5c). Our findings also revealed the downregulation of proteins involved in cell cycle^54^ (Supplementary Fig. 7a), in line with the antiproliferative effects of OHT^24^. Overall, significant changes in gene expression were observed already at 6 h coinciding with pronounced changes in the ERα interactome. 

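At 6 h, 472 genes were called, 310 higher and 162 lower than the vehicle (1127 and 1022 without a fold threshold). As sets, targets of the aryl hydrocarbon receptor were higher and DNA replication genes were lower. Few of the immediate-early and cholesterol synthesis genes that had risen at 2 h were higher. Among the lower genes NR5A2, which encodes a nuclear receptor, was at a log2 ratio of −1.80 (95% interval −2.25 to −1.36), and it was lower than at 2 h (adjusted p = 2.8e-07, z test of the authors' DESeq2 estimates). SYNDIG1 was at −2.47 and MYBL1 at −1.38. The highest by the deposited, shrunken log2 fold change were RNF224 (4.27-fold) and SLC34A3 (5.24-fold), neighbours on chromosome 9 of GRCh37. IER3 was 3.38-fold higher, VIL1 5.54-fold, PRUNE2 5.07-fold, ITGAM 4.76-fold and GBP2 3.98-fold. PRUNE2 was lower at 24 h than at 6 h (adjusted p = 6.9e-08, z test of the authors' DESeq2 estimates).

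Of 20 immediate-early genes, 14 were higher and none was lower at 2 h (15 and 0 when adjusted over the list alone), against 4 higher and 3 lower at 6 h (6 and 3) and 1 higher and 4 lower at 24 h (2 and 4), at an adjusted p under 0.05 in the authors' deposited table. The list was higher as a set at 2 h (adjusted p = 1.5e-32 from limma's cameraPR) and not at 6 h or 24 h (0.12 and 0.42). EGR1 was at 1.96 (95% interval 1.50 to 2.43) at 2 h and 0.23 (95% interval −0.28 to 0.74) at 6 h, NR4A1 at 1.80 (95% interval 1.47 to 2.13) and 0.15 (95% interval −0.20 to 0.49), and JUN at 0.81 (95% interval 0.56 to 1.06) and 0.35 (95% interval 0.10 to 0.60). EGR3 fell instead, to −1.92 (95% interval −2.50 to −1.34) at 6 h, and was 7.62-fold lower at 24 h. KLF4 was lower at both times, at −0.44 and −0.76.

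Of 6 targets of the aryl hydrocarbon receptor, 3 were higher at 2 h, 5 at 6 h and 2 at 24 h, where 1 was lower (4, 5 and 2 higher, and 1 lower at 6 h and at 24 h, when adjusted over the list alone). The set was higher at 2 h and 6 h (adjusted p = 1.4e-06 and 5.7e-08 from limma's cameraPR) and not at 24 h (0.53, and 0.025 when ranked on the unshrunken ratio; 0.025 to 0.73 over the alternatives). CYP1A1 had 15.4 normalized counts in the vehicle, 2258 at 2 h and 2485 at 6 h (the authors' means). The log2 ratio was 7.19 (95% interval 5.05 to 9.34) at 2 h and 7.33 (95% interval 5.27 to 9.40) at 6 h, while the deposited values were 0.91 and 0.97 in the authors' deposited table. CYP1B1 was at 2.61 (95% interval 2.10 to 3.12) at 2 h and −0.41 (95% interval −1.03 to 0.22) at 24 h. AHRR, which encodes a repressor of the receptor, rose to 2.03 (95% interval 1.54 to 2.52) at 6 h, and TIPARP was at 0.98 (95% interval 0.51 to 1.44) at 2 h.

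Of 35 DNA replication genes, 1 was lower at 2 h, 14 at 6 h and 7 at 24 h, and none was higher (1, 24 and 8 lower when adjusted over the list alone). The set was lower at 6 h and 24 h (adjusted p = 1.7e-10 and 1.9e-04 from limma's cameraPR) and not at 2 h (0.17). Ranked on the unshrunken ratio, the call at 24 h ended (adjusted p = 0.056; 7.8e-07 to 0.056 over the alternatives). The changes were small, such as −0.31 (95% interval −0.46 to −0.16) for MCM10, −0.31 (95% interval −0.44 to −0.17) for CDC6 and −0.38 (95% interval −0.50 to −0.26) for TYMS at 6 h. Of 24 genes of cholesterol synthesis and uptake, 11 were higher and none was lower at 2 h, 1 was higher and 3 were lower at 6 h, and 6 were higher at 24 h (18 and 0, 1 and 3, and 6 and 0 when adjusted over the list alone). The adjusted p of the set was 5.9e-12 at 2 h, 0.30 at 6 h and 0.0034 at 24 h (limma's cameraPR), and the call at 24 h ended when ranked on the unshrunken ratio (adjusted p = 0.20; 3.8e-04 to 0.20 over the alternatives). LDLR was at 0.52 (95% interval 0.35 to 0.70) at 2 h and −0.21 (95% interval −0.39 to −0.04) at 6 h, and INSIG1 at 0.40 (95% interval 0.26 to 0.53) and −0.26 (95% interval −0.40 to −0.13). Of 14 interferon-stimulated genes, 2 were higher at 6 h, OAS1 (0.91, 95% interval 0.40 to 1.41) and OAS3 (0.33, 95% interval 0.20 to 0.46), and none passed at 2 h or 24 h (3 at 6 h when adjusted over the list alone, and 2 at 2 h and 1 at 24 h had an unadjusted p under 0.05). The adjusted p of that set at 6 h was 0.011 from limma's cameraPR, and 0.052 at a correlation of 0.05.

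Between 2 h and 6 h, the change from the vehicle differed in 395 genes (155 higher and 240 lower at 6 h). Between 6 h and 24 h it differed in 1172 genes (673 higher and 499 lower at 24 h). Without a vehicle at 2 h and 6 h, these differences cannot be told apart from effects of time in culture or handling. Both counts come from a z test of the difference adjusted over 16919 genes. This test leaves out the covariance from the shared vehicle; with it 1630 genes (786 higher and 844 lower) and 3537 genes (1888 and 1649) differed.

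**Figure D2:**
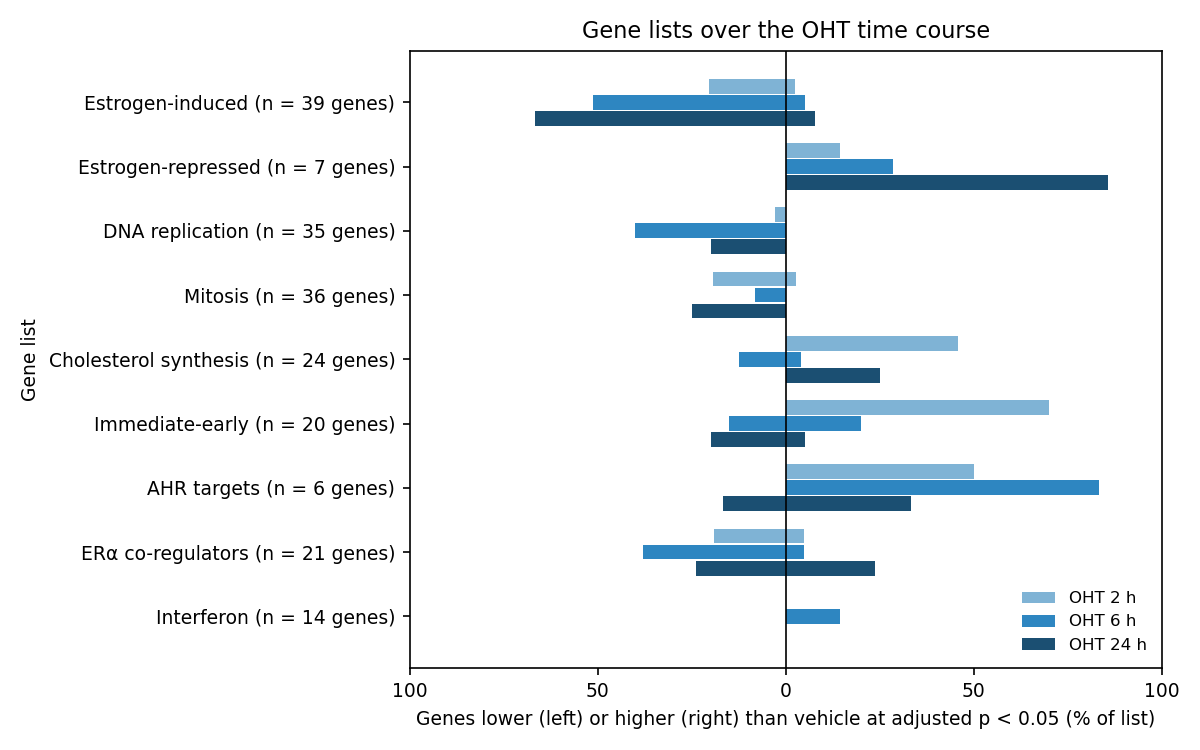
Percent of the genes of each list that were lower (left of 0) or higher (right of 0) than the vehicle at an adjusted p under 0.05 in the authors' deposited table, with a bar for each of 2 h, 6 h and 24 h. Immediate-early genes are higher at 2 h (14 of 20), and DNA replication genes are lower at 6 h (14 of 35).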

As expected, the most significant changes in the total proteome were observed at the later time point (24 h). These results confirm that shuffling of ERα-associated proteins is not typically due to global changes in protein levels. The low mRNA-to-protein correlation at 2 h and 6 h and the respective strong correlation at 24 h are shown in Supplementary Fig. 7b and c. 

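Across genes, the mRNA change at 24 h in OHT went with the change in total protein, and at 2 h and 6 h the correlation was near 0. The correlation was computed between the deposited mRNA log2 fold change and the paper's log2 fold change of total protein for 1470 genes, those with a gene of the same name among the 1491 most intense of the paper's 7943 proteins. Pearson's r was −0.041 at 2 h, 0.032 at 6 h and 0.762 at 24 h. Spearman's rho was 0.035, 0.033 and 0.703. The SD of r over 2000 bootstrap draws of genes was 0.046, 0.040 and 0.017, and genes are not independent replicates, so no p-value is given. Among genes with an adjusted p under 0.05 in the authors' deposited table, r was −0.281 at 2 h (87 genes), 0.048 at 6 h (195 genes) and 0.883 at 24 h (337 genes). The SD of the total protein log2 fold changes across the 1470 genes was 0.047 at 2 h, 0.041 at 6 h and 0.068 at 24 h, and that of the deposited mRNA log2 fold changes 0.105, 0.130 and 0.150.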

We conclude that our qPLEX-RIME data in combination with the total proteome measurements delineate both the local molecular events in the ER interactome and the associated downstream global effects.

### Application of qPLEX-RIME in clinical tumour material

To test whether qPLEX-RIME can be used to capture chromatin-associated protein–protein interactions in cancer specimens, we conducted an ERα qPLEX-RIME experiment using three independent ER positive human PDX tumours (HCI-003, HCI-005, HCI-006) that have been previously described^55^. Cryosections (30 µm) of each tumour were double-crosslinked and each tumour was split into ERα and matched IgG pull-downs (Fig. 6a). The MultiNotch MS3 analysis identified 2319 proteins (FDR < 1%) across all multiplexed samples with highly reproducible profiles (Supplementary Fig. 8a and Supplementary Data 10). This analysis successfully recovered and quantified ERα (log_2_Fold-Change = 1.72, adj. *p*-value = 0.026, Limma moderated *t*-test, unique peptides = 3) using an unbiased mass spectrometry approach in tissue. In addition, many validated and known ERα interactors were discovered from the qPLEX-RIME conducted in PDX material, including CBP^23,56^, NCOA2^56^, HDAC1^24^, GREB1^13^, SMARCE1 (BAF57)^51^, SMARCA4 (BRG1)^45^ and NCOA5 (CIA)^57^ (Supplementary Fig. 8b). Sequence analysis of the qPLEX-RIME data showed that 60% of the significant interactors were identified with at least one unique human peptide (i.e. a peptide that does not align to the mouse proteome), indicating that the proteins identified above were primarily from the human cancer cells. Consistently, the tumour samples showed high cellularity and positive staining for human ERα exclusively in the cancer cells and not in the stroma (Supplementary Fig. 8c).

**Fig. 6:**
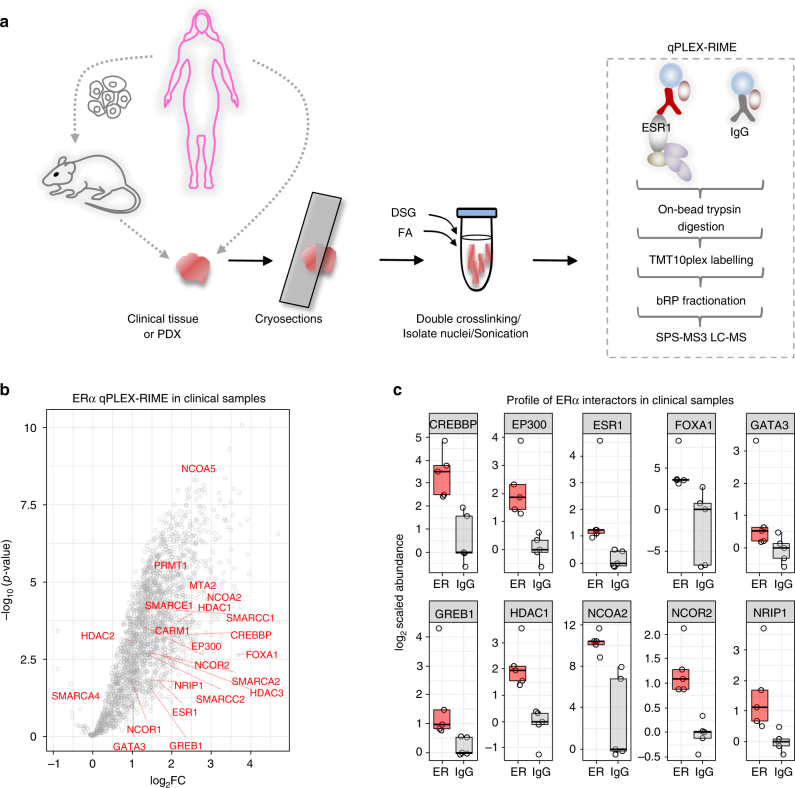
Characterisation of ERα interactors from in vivo samples. **a** Schematic representation of the ERα qPLEX-RIME workflow in human xenograft tissues or in human breast cancer tumours. **b** Volcano plot summarising the quantitative results of the ERα interactome in human breast cancer tumours. Several well-known ERα interactors are labelled. **c** Boxplots illustrating the enrichment of selected known ERα interactors in the ERα samples compared to IgG controls in human breast cancer tissues. The log_2_ values are normalised so that the median of IgGs is zero. Centre line shows the median, bounds of box correspond to the first and third quartiles and the upper and lower whiskers extend to the largest or the smallest value no further than 1.5 × IQR (inter-quartile range)

Prompted by the successful application of qPLEX-RIME in PDX tumours we sought to test the sensitivity of our method in human cancer clinical tissues, collected from surgery. To this end, we performed an ERα qPLEX-RIME experiment in five independent human breast cancer tumours (ERα positive, PR positive, Her2 negative and Grade2/Grade3). Approximately 60 sections (30 µm) were obtained per sample, which were double-crosslinked and split for ERα and matched IgG pull-downs (Fig. 6a). The analysis successfully recovered ERα with excellent coverage (17 unique peptides), as well as 2191 proteins (FDR < 1%) that were quantified in all samples combined (Supplementary Data 11). These included well-described ERα interactors such as FOXA1, GATA3, GREB1, EP300, CBP, HDACs, NCORs and NCOA2 and subunits of the SWI/SNF complex (Fig. 6b). The enrichment of several ERα interactors in the bait samples compared to IgG control samples is illustrated in Fig. 6c.

Our data highlights the method’s sensitivity and ability to identify endogenous protein networks from heterogeneous human tumour samples. Importantly, we report the identification of interactors from human tumour tissue material in an unbiased manner.

## Discussion

Here, we describe qPLEX-RIME, a proteomic method which enables comprehensive mapping of endogenous protein interactomes with high sensitivity and statistical robustness. The qPLEX-RIME approach integrates the well-established RIME immunoprecipitation method with advanced high-resolution quantitative multiplexed mass spectrometry analysis. The method can be utilised to discriminate enriched bona fide binding partners from contaminant proteins and to delineate the dynamics of chromatin-associated protein complexes with in-depth protein detection, reproducible quantification and increased sample throughput. The filtering criteria for the prioritisation of the best candidates depend on the type of experiment and the biological question. For bait proteins where very little is known about their interactome, we recommend the use of more stringent specificity criteria in terms of enrichment fold-change, *p*-value and number of unique peptides in combination with additional filtering based on functional annotations. When the focus is on the dynamic changes of interactomes, the prioritisation of the candidates mostly relies on their robust quantitative profiling across different conditions.

The multiplexed analysis of our pipeline eliminates the need to compare multiple data obtained by individual LC-MS runs, thereby increasing the quantification coverage in very low abundant protein interactors that are stochastically captured between independent replicate runs^58^. The ability to combine the labelled peptides derived from multiple samples increased the sensitivity of the method and enabled the characterisation of the ERα interactome in clinical tumours. Whilst interactors have previously been detected from clinical material, this required targeted mass spectrometry-based approaches and has not been done in an unbiased manner before^13^. Additionally, the use of isobaric labelling resolves the difficulties encountered with cell lines that are not compatible with stable-isotope labelled culture media and provides a means for quantitative analysis for clinical samples that are not amenable to in vivo isotopic labelling techniques. Importantly, our isobaric-labelling data demonstrated high reproducibility with previously published SILAC data^13^ (Supplementary Fig. 7d), confirming the accurate quantification obtained by the MultiNotch MS3 level mass spectrometry analysis.

Here, we focused on ERα, the major driving transcription factor in luminal breast cancer^56^, which can be targeted by tamoxifen, a drug used for the treatment of ER^+^ breast cancer^59^. Although many ERα interactors involved in ER-mediated gene expression have been discovered^23,45^ our knowledge about their relevance at the tissue level and the impact of tamoxifen on their global association with ERα remains limited. The quantitative data obtained by the qPLEX-RIME experiments has provided us with a list of ERα-associated proteins with significant enrichment over the IgG samples. These include transient, indirect or weak interactions, as it is known that ERα associates with a number of different co-activators rapidly in a cyclic fashion^23,45^. As such the final readout of the crosslinking-based qPLEX-RIME method represents the sum of these interactions. Among these, we validated the interactions between ERα and three proteins; namely CBX3, NIPBL and FOXK1. CBX3 protein is a member of the HP1 protein family, a group of proteins that have been implicated in gene regulation, DNA replication and nuclear architecture^60^, whereas NIPBL is a core subunit of the highly conserved protein complex cohesin that has an important role in chromatin structure, gene expression, and DNA repair^61^. The transcription factor FOXK1 belongs to the forkhead family and has an important role in tumorogenesis^62,63^. These findings demonstrate that the gain in sensitivity obtained by qPLEX-RIME can reveal novel ERα interactors. Collectively, we identified a compendium of 253 proteins with consistent presence in all MCF7 data sets (Fig. 7). Importantly, our data show that the vast majority of these ERα-associated proteins (83%) can now be studied either in PDX or in human clinical tissues validating the relevance of these factors in vivo. Additionally, our qPLEX-RIME data on three additional factors, the CREBBP, NCOA3 and the phosphorylated form of POLR2A, highlight the wide applicability of our pipeline.

**Fig. 7:**
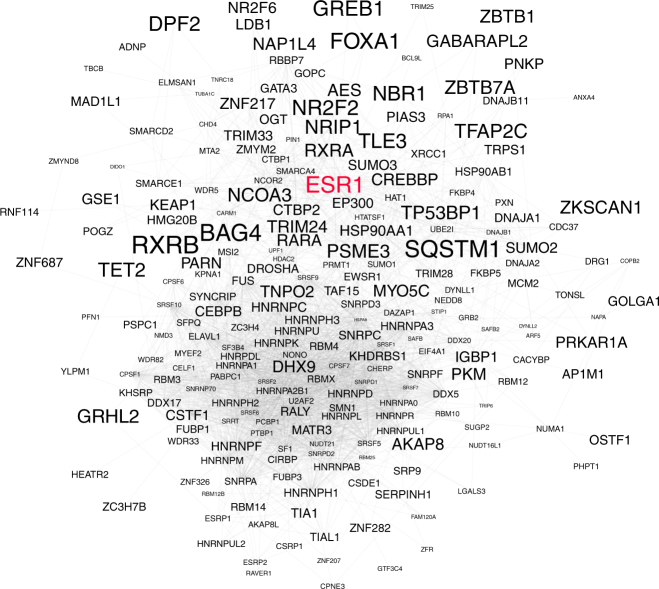
Most frequently enriched ERα interactors. STRING network of 253 ERα interactors identified consistently across all the qPLEX-RIME analyses performed in MCF7 cells. The font size increases proportionally to the average fold-change enrichment of these proteins across all the ERα samples compare to IgG controls

The application of qPLEX-RIME targeting ERα at multiple time points after OHT treatment, revealed a dynamic change in ERα co-regulators following drug treatment recapitulating and expanding the existing knowledge of OHT mechanism. After 2 h OHT treatment, we observed a loss of important transcriptional co-activators, such as NCOA3 and CBP, whereas at 6 h we observed enrichment on the recruitment of two well-conserved chromatin remodelling complexes, namely the NuRD and the SWI/SNF complex. This coincided with the enrichment of the basal corepressor NCOR2, which assists in the recruitment of HDAC proteins^64^. At the latest time point of 24 h, we observed a restoration of the ERα complex, which may be linked to the half-life of OHT. The exceptions were NRIP1, GREB1 and NCOA3. Interestingly, NCOA3 is amplified in breast cancer^22^ and its expression levels have been associated with the effectiveness of tamoxifen treatment^65^. Further, ChIP-seq analysis has revealed that a number of binding sites of NCOA3 are associated with genes with a predictive value for breast cancer patient outcome^56^, supporting an important role of this co-regulator in tamoxifen response.

Our timecourse data indicate a switch between activation and repression of transcription in response to OHT treatment. This transition engages a two-step process with the immediate loss of co-activators, followed by the recruitment of co-repressors and ATP-chromatin remodelling complexes that may act cooperatively or in a sequential manner to accomplish transcriptional repression. The integration of qPLEX-RIME data with global protein and mRNA analysis provides a comprehensive view of the activity of a transcription-associated complex over time. A proposed model of OHT mechanism is depicted in Supplementary Fig. 9.

The qPLEX-RIME method can be used to monitor any dynamic changes of interest and importantly can be applied to clinical samples to study tumour evolution, treatment response or numerous other biological and clinical questions. It provides a robust tool for the quantitative analysis of complexes that can be applied to generate comprehensive endogenous protein–protein interaction maps.

## Methods

### Cell lines and cell treatments

ERα-expressing MCF7 breast cancer cells were cultured in Dulbecco’s Modified Eagle Medium DMEM (Gibco, Thermo Scientific, Leicestershire, UK, ref. 41965-239). Media was supplemented with 10% foetal bovine serum (FBS), 50 U/ml penicillin, 50 μg/ml streptomycin and 2 mM L-glutamine. MCF7 cells were obtained from ATCC and they were tested for mycoplasma contamination. Also, the MCF7 cells were genotyped by short-tandem repeat genetic profiling using the PowerPlex_16HS_Cell Line panel and analysed using Applied Biosystems Gene Mapper ID v3.2.1 software by the external provider Genetica DNA Laboratories (LabCorp Specialty Testing Group). For the cell treatments, 4-Hydroxytamoxifen (Sigma-Aldrich, #HG278) or Fulvestrant (Selleckchem, #S1191) were used at final concentration 100 nM.

### Whole cell lysate preparation and western blot analysis

Cell pellets were reconstituted in 100 μl RIPA buffer (Thermo Scientific, #89901) that was supplemented with protease inhibitors (Roche). 25 μg protein from each sample was loaded on the gel (Invitrogen 4–12%) and the Precision Plus, Protein^TM^ dual colour Standards Protein molecular weight marker (Bio-Rad, #161-0974) was used for the determination of protein sizes. The proteins were transferred onto a nitrocellulose membrane using the iBlot® 2 Dry Blotting System (Invitrogen) followed by one hour blocking using Odyssey® Blocking Buffer (Li-Cor, 927-40000). The membrane was immunoblotted with ERα antibody (Novocastra #6045332, 1:100) and beta-actin (Cell signalling #4970, 1:1000). Detection of the ER was achieved using the IRDye® 800 CW Goat anti-Mouse (926-32210, Li-Cor Biosciences) diluted to 1:5000, while the loading control was detected using the IRDye 680LT Goat anti-Rabbit (926-68071, Li-Cor Biosciences) diluted to 1:15000. All antibodies were diluted in Odyssey Buffer contained 0.1% Tween. Supplementary Fig. 10 shows the uncropped scan of the blot.

### RNA-seq analysis

Cells were washed twice with cold Phosphate buffered saline (PBS) and harvested using 350 μl of lysis buffer (RLT). Total RNA was extracted using the RNeasy® kit (Qiagen, #74106) according to the manufacturer’s instructions. The extracted RNA was quantified using a NanoDrop® ND-1000 Spectrophotometer (Thermo Scientific). For the library preparation, the Illumina TruSeq Stranded mRNA Library Prep Kit High Throughput was used according to the manufacturer’s instructions and two lanes of 50 bp single-end reads were run on HiSeq 4000. Reads were aligned to the human genome version GRCh37.75 using TopHat v2.1.0^66^. Read counts were obtained using feature Counts function in Subread v1.5.2^67^ and read counts were normalised and tested for differential gene expression using the DESeq2 workflow^68^. Multiple testing correction was applied using the Benjamini–Hochberg method.

### RIME analysis

MCF7 cells (2 × 10^6^) were grown in complete media. The media was replaced with PBS containing 1% FA (Thermo #28908) and crosslinked for 10 min. For the double crosslinking cells were incubated in PBS containing 2 mM DSG (disuccinimidyl glutarate- Santa Cruz Biotechnology, #sc-285455A) for 20 min followed by incubation in 1% FA for 10 min. Crosslinking was quenched by adding glycine to a final concentration of 0.1 M. For the performance of RIME experiments, 50 μl of Dynabeads® Protein A (Invitrogen) and 5 μg of specific antibody were used for each sample. The antibodies used were: Rabbit polyclonal ERα antibody (Santa Cruz, sc-543), rabbit polyclonal SRC3 antibody (Bethyl laboratories, A300-347A), rabbit polyclonal CBP antibody (Diagenode, C15410224), rabbit polyclonal RNA polymerase II (phospho S5) antibody (Abcam, ab5131) and rabbit IgG antibody (Santa Cruz, sc-2027 or Abcam, ab171870). For nuclear extraction the cell pellet was resuspended in LB1 buffer (50 mM HEPES-KOH (pH 7.5), 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40 and 0.25% Triton X-100) followed by rotation mixing for 10 min at 4 °C. Then, nuclei were pelleted and resuspended in LB2 buffer (10 mM Tris-HCL (pH 8.0), 200 mM NaCl, 1 mM EDTA and 0.5 mM EGTA) and rotated at 4 °C for 5 min. The samples were resuspended in LB3 buffer (10 mM Tris-HCl (pH 8), 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-deoxycholate and 0.5% N-lauroylsarcosine). Chromatin was sheared by sonication (Diagenode) to produce DNA fragments of 100–1,000 bp. The bead-bound antibody and chromatin were incubated overnight at 4 ^o^C. The next day the beads were washed 10 times with 1 ml ice-cold RIPA buffer and twice with 500 μl 100 mM AMBIC (ammonium bicarbonate).

### Proximity ligation assay

Cells were fixed and permeabilised by the addition of ice-cold methanol (−20 °C) for 3 min followed by three washing steps with cold PBS. PLA was carried out according to manufacturer’s instructions (Sigma Aldrich, #DUO92007). The following primary antibodies were used for the PLA assay: ERα (Santa Cruz, sc-543 or sc-8002, 1:250) HP1γ (Santa Cruz, sc-365085, 1:400), NIPBL (Santa Cruz, sc-374625, 1:200), FOXK1 (Santa Cruz, sc-373810, 1:200), GFP (Abcam, ab1218, 1:200), NCOA3 (Bethyl Laboratories, A300-347A, 1:200), CBP (Bethyl Laboratories, A300-363A, 1:200), BAF170 (Santa Cruz, sc-17838, 1:200), HDAC1 (Santa Cruz, sc-81598, 1:200) and the incubation on the coverslips was performed for 1 h at 37 °C. For the single PLA recognition experiment two ERα antibodies (Santa Cruz, sc-543, 1:800 and Invitrogen, MA5-13191, 1:1200) were used in combination. The secondary proximity probes (Sigma Aldrich, Rabbit-PLUS, #DUO92002 and Mouse-MINUS, #DUO92004) were incubated for 1 h at 37 °C. The Leica DFC340FX microscope was used and images were captured with Leica Imaging software. DAPI and PLA fluorescence were captured at high resolution for a total of 8 separate observation fields. Cell numeration and PLA labelling were carried out using Image J software. Cells and red PLA dots were counted using the ‘Analyze Particles’ function. For each condition at least 200 cells were imaged and analysed. Then, the average value of number of spots per nucleus was calculated. All statistical analyses were carried out by performing Student’s *t*-test.

### Immunofluorescence

Cells were fixed and permeabilised with ice-cold (−20 °C) methanol for 3 min and after fixation cells were blocked in PBS-5 % (w/v) Bovine Serum Albumin (BSA) (Sigma-Aldrich) for 30 min at room temperature. The primary ERα antibody (Santa Cruz, sc-543, 1:250) was diluted in blocking solution (PBS-5 % (w/v) BSA) and incubated on coverslips for 1 h at 37 °C. Afterwards, the coverslips were washed four times in washing buffer (PBS-0.5% Tween). Secondary antibody conjugated to Alexa Fluor 488 (Invitrogen, #A-21206, 1:500) was diluted in blocking solution and incubated on coverslips for 1 h at 37 °C in the dark. Coverslips were then washed again three times in washing buffer and once in PBS.

### PDX propagation and tissue collection

Viably frozen PDX tumour tissue was propagated in immune-compromised mice. Briefly, 1 mm^3^ tumour pieces were implanted into the 4^th^ mammary pad of NSG mice. All mice were supplemented with estrogen, using silastic E2 pellets (made in-house) inserted into the dorsal scruff. Twice weekly standard monitoring and tumour measurement was conducted. Once tumours reached appropriate size, ~1000 mm^3^, mice were sacrificed by cervical dislocation under deep, isoflurane-induced anaesthesia. The tumours were resected, diced and processed by either snap freezing in liquid nitrogen, fixing in 10% neutral buffered formalin solution for subsequent paraffin embedding, embedding in OCT, or viably freezing in FCS supplemented with 5% DMSO.

### Sample preparation of clinical tumour material

Clinical samples were cryosectioned in 30 µm slices using the Leica CM 3050 S cryostat. Tissue sections were fixed in a two-step procedure by adding 2 mM DSG for 25 min. In the same suspension of tissue sections, 1% FA was added for another 20 min without removal of the DSG. Crosslinking was quenched by the addition of glycine to a final concentration of 0.25 M. Samples were centrifuged for 3 min at 2500 g and the supernatant was discarded. Tissue pellets were washed twice with cold PBS and resuspended in 6 ml LB3 buffer (10 mM Tris-HCl (pH 8), 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% Na-deoxycholate, and 0.5% N-lauroylsarcosine), followed by tip sonication for 12–20 cycles (30 s on, 1 min off) depending on the tumour size. The downstream processing was performed as described above (see RIME method section) and the tissue samples were separated in two parts for the performance of ERα and IgG RIME pull-down assays. Patient and patient-derived tissues used in this work were collected under protocol X13-0133, HREC/13/RPAH/187. HREC approval was obtained through the SLHD (Sydney Local Health District) Ethics Committee ((Royal Prince Alfred Hospital) zone), and site-specific approvals were obtained for all additional sites. Written consent was obtained from all patients prior to collection of tissue and clinical data stored in a de-identified manner, following pre-approved protocols. All animal procedures were carried out in accordance to relevant national and international guidelines and animal protocols approved by the Garvan/St Vincent’s Animal Ethics Committee (Animal ethics number 15/10).

### Immunohistochemistry

FFPE blocks from PDX tumours were sectioned at 4 µm onto Superfrost Plus slides. Immunohistochemistry was carried out using the Leica Bond Autostainer. Sections underwent dewaxing, heat induced antigen retrieval (Leica reagent ER2, 30 mins), and primary and secondary antibody incubations, using ERα antibody (ab108398, Abcam, 1:500) and the EnVision + Rabbit secondary system, respectively. Sections were counterstained with haematoxylin.

### Trypsin digestion and TMT labelling

A volume of 10 μL trypsin solution (15 ng/μl) (Pierce) in 100 mM AMBIC was added to the beads followed by overnight incubation at 37 °C. A second digestion step was performed the next day for 4 h. After proteolysis the tubes were placed on a magnet and the supernatant solution was collected after acidification by the addition of 2 μl 5% formic acid. The resultant peptides were cleaned with the Ultra-Micro C18 Spin Columns (Harvard Apparatus) according to manufacturer’s instructions. The peptide samples were dried with speedvac, reconstituted in 100 μl 0.1 M TEAB (triethylammonium bicarbonate) and labelled using the TMT-10plex reagents (Thermo Fisher) with a randomised design. The peptide mixture was fractionated with Reversed-Phase cartridges at high pH (Pierce #84868). Nine fractions were collected using different elution solutions in the range of 5–50% ACN.

For the total proteome analysis 200 μl of 0.1 M TEAB, 0.1% SDS buffer was added to each cell pellet followed by probe sonication and boiling at 95 °C. Protein concentration was estimated with Bradford assay (BIO-RAD-Quick start) according to manufacturer’s instructions. For each sample, 90 μg of total protein were reduced for 1 h at 60 °C by the addition of 2 μL 50 mM tris-2-carboxyethyl phosphine (TCEP, Sigma). Cysteines were blocked for 10 min on the bench with the addition of 1 μL 200 mM methyl methanethiosulfonate (MMTS, Sigma). For peptide generation, trypsin (Pierce #90058) solution was added at ratio protein/trypsin ~30:1 for overnight digestion at 37 °C. The next day peptides were allowed to react with the TMT-10plex reagents (Thermo Scientific) for one hour. The reaction was quenched with 8 μL of 5% hydroxylamine (Thermo Scientific) and the labelled samples were mixed and dried with speedvac concentrator. The TMT mix was reconstituted and fractionated on a Dionex Ultimate 3000 system at high pH using the X-Bridge C18 column (3.5 μm 2.1 × 150 mm, Waters) with 1% gradient. UV signal was recorded at 280 and 215 nm and fractions were collected in a peak dependent manner.

### LC-MS analysis

Peptide fractions were analysed on a Dionex Ultimate 3000 UHPLC system coupled with the nano-ESI Fusion Lumos (Thermo Scientific). Samples were loaded on the Acclaim PepMap 100, 100 μm × 2 cm C18, 5 μm, 100 Ȧ trapping column with the ulPickUp injection method using the loading pump at 5 μL/min flow rate for 10 min. For the peptide separation the EASY-Spray analytical column 75 μm × 25 cm, C18, 2 μm, 100 Ȧ column was used for multi-step gradient elution. Mobile phase (A) was composed of 2% acetonitrile, 0.1% formic acid and mobile phase (B) was composed of 80% acetonitrile, 0.1% formic acid. The elution method at flow rate 300 nL/min included the following: for 95 min gradient up to 45% (B), for 5 min gradient up to 95% (B), for 8 min isocratic 95% (B), for 2 min down to 5% (B), for 10 min isocratic equilibration 5% (B) at 40 °C. For the clinical sample analysis, a longer gradient separation was used as follows: for 160 min gradient up to 40% (B), for 10 min gradient up to 95% (B), for 8 min isocratic 95% (B), for 2 min down to 5% (B), and for 10 min isocratic equilibration 5% (B). The Lumos was operated in a data-dependent mode for both MS2 and SPS-MS3 methods. The full scans were performed in the Orbitrap in the range of 380–1500 *m*/*z* at 120 K resolution. The MS2 scans were performed in the ion trap with collision energy 35%. Peptides were isolated in the quadrupole with isolation window 0.7 Th. The 10 most intense fragments were selected for Synchronous Precursor Selection (SPS) HCD-MS3 analysis with MS2 isolation window 2.0 Th. The HCD collision energy was set at 55% and the detection was performed with Orbitrap resolution 60k and in scan range 110–400 *m*/*z*.

### Data processing and interpretation

The collected CID tandem mass spectra were processed with the SequestHT search engine on the Proteome Discoverer 2.1 software for peptide and protein identifications. The node for SequestHT included the following parameters: Precursor Mass Tolerance 20 ppm, Fragment Mass Tolerance 0.5 Da, Dynamic Modifications were Oxidation of M (+15.995 Da), Deamidation of N, Q (+0.984 Da) and Static Modifications were TMT6plex at any N-Terminus, K (+229.163 Da) for the quantitative data. Methylthio at C (+45.988) was included for the total proteome data. The Reporter Ion Quantifier node included a TMT 6plex (Thermo Scientific Instruments) Quantification Method, for MS3 scan events, HCD activation type, integration window tolerance 20 ppm and integration method Most Confident Centroid. The consensus workflow included S/N calculation for TMT intensities and the level of confidence for peptide identifications was estimated using the Percolator node with decoy database search. Strict FDR was set at *q*-value < 0.01.

### Bioinformatics Analysis

We developed an R package (qPLEXanalyzer) to perform downstream data analysis. All analyses were performed using only unique peptides identified with high confidence (peptide FDR < 1%) across all experiments. Peptide-level signal-to-noise (S/N) TMT values were corrected for equal loading across samples using different normalisation approaches based upon the experiment type. For the regression-based correction, unique peptides were aggregated and proteins identified in all the experiments were kept for further analysis. The normalisation on the bait protein level was carried out at protein level using log_2_ row-mean scaled values. To filter-out non-specific proteins, a limma-based differential analysis was performed comparing ER and IgG control samples. In the regression analysis, the ERα profile was used as the independent variable (*x*) and the profile of any other protein as the dependent variable (*y*) excluding the IgG controls. The residuals of the *y* *=* *ax* *+* *b* linear model represent the protein quantification profiles that are not driven by ERα amount in the pull-down. More details on the normalisation methods used can be found in Supplementary Note 2. The identification of differentially bound proteins was carried out using the limma-based analysis. A multiple testing correction was applied on *p*-value using the Benjamini–Hochberg method to control the FDR.

### Code availability

The qPLEXanalyzer and qPLEXdata R packages are available at (10.5281/zenodo.1237825). Both pipelines are described in detail in Supplementary Notes 1 and 2.

### Data availability

RNA-seq data have been deposited in NCBI’s Gene Expression Omnibus^69^ and are accessible through GEO Series accession number GSE104872. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE^70^ partner repository with the data set identifier PXD007968. All other data supporting the findings of this study are available from the corresponding authors on reasonable request.

## Electronic supplementary material

Peer Review File

Supplementary Information

Supplementary Data Set 1

Supplementary Data Set 2

Supplementary Data Set 3

Supplementary Data Set 4

Supplementary Data Set 5

Supplementary Data Set 6

Supplementary Data Set 7

Supplementary Data Set 8

Supplementary Data Set 9

Supplementary Data Set 10

Supplementary Data Set 11

Description of Additional Supplementary files

# Supplementary material for: A quantitative mass spectrometry-based approach to monitor the dynamics of endogenous chromatin-associated protein complexes
**Source:** Nat Commun. 2018 Jun 13;9:2311. doi: 10.1038/s41467-018-04619-5
**Supplement:** Supplementary file 2 — Supplementary Information

Supplementary Information for:

**A quantitative mass spectrometry-based approach to
monitor the dynamics of endogenous chromatin-associated
protein complexes**

Papachristou et al.

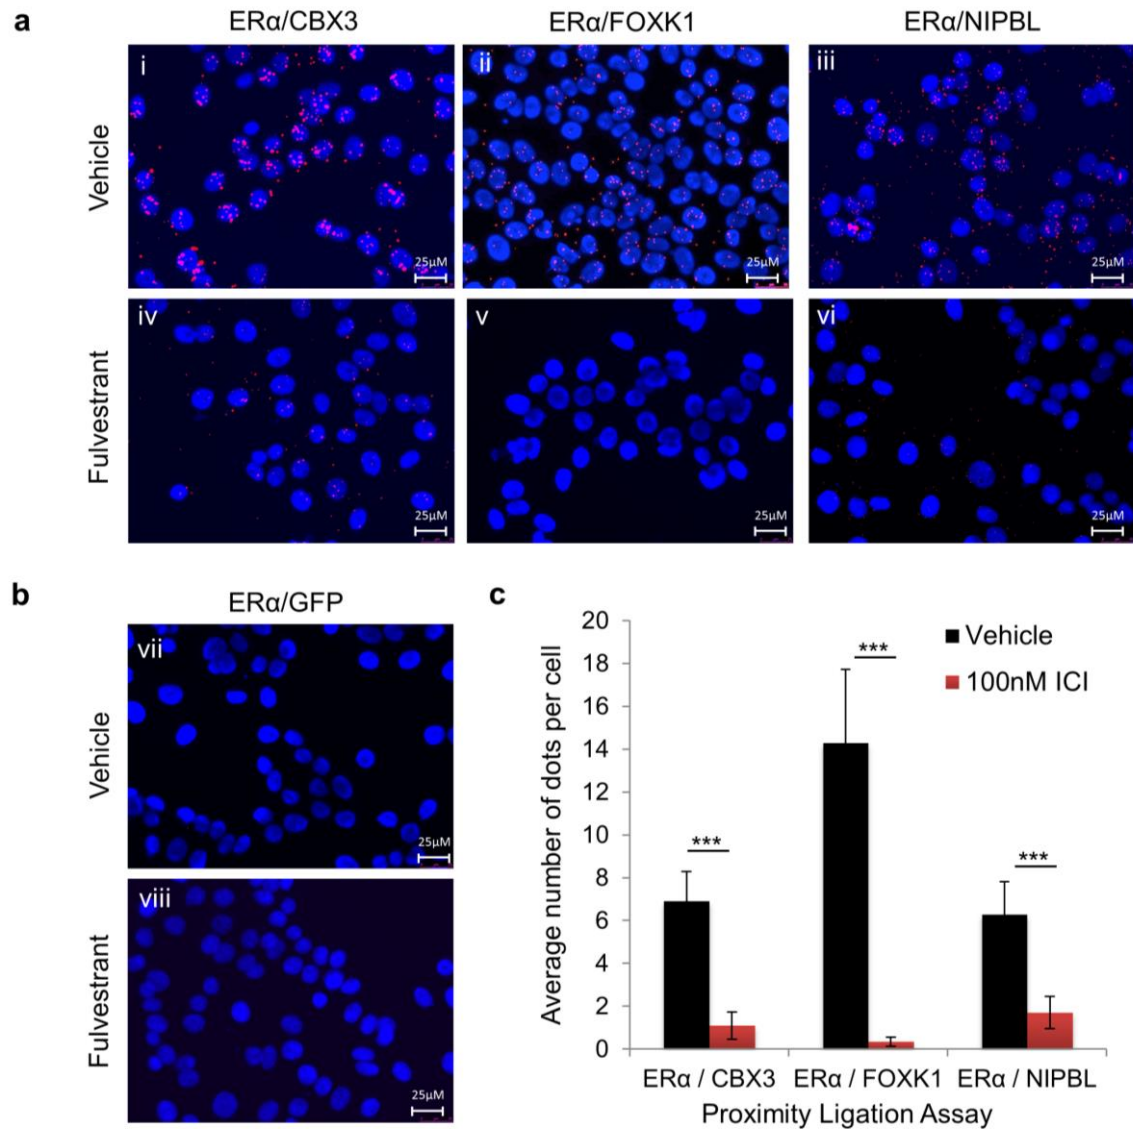

Supplementary Figure 1. Validation of novel ERα-associated cofactors using Proximity Ligation Assay (PLA). **a)** MCF7 cells were treated for three hours with vehicle (ethanol) (panels i–iii) or with 100nM Fulvestrant (ICI) (panels iv–vi) and were analysed by PLA to validate protein interactions between ERα and CBX3 (panels i and iv), FOXK1 (panels ii and v) and NIPBL (panels iii and vi). Images were acquired at 400x magnification. The experiment was performed in duplicate and the graphs are representative of one of the experiments. **b)** PLA assay using antibodies against ERα and GFP was used as a negative control (panels vii and viii). **c)** Quantification of the number of red PLA dots per cell was performed using Image J software (*** Student's t-test p-value < 0.001). The error bars indicate standard deviation (SD).

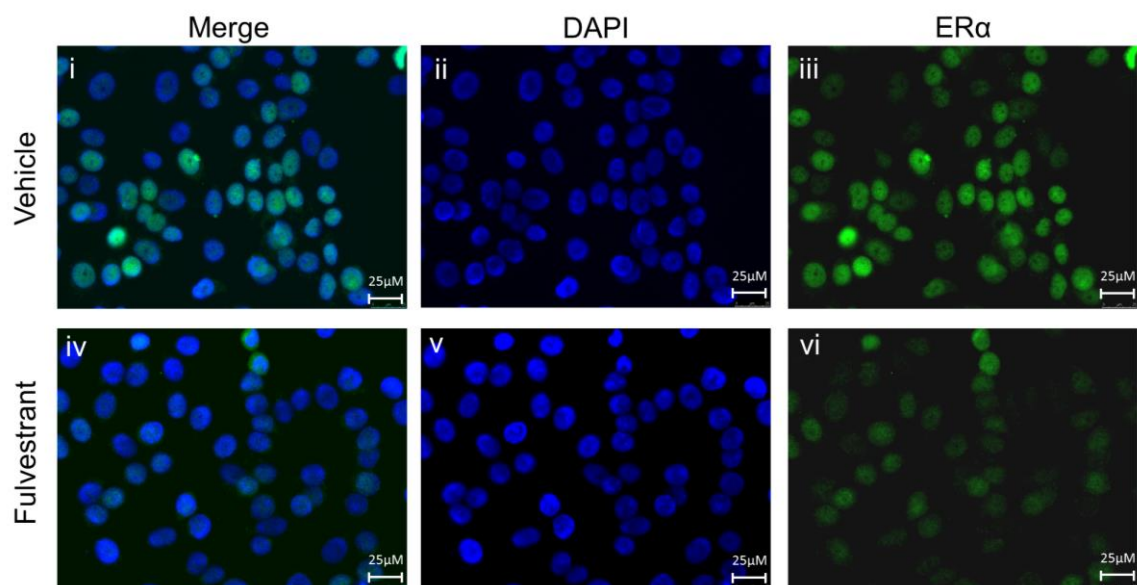

Supplementary Figure 2. Decrease in ERα protein levels upon Fulvestrant treatment.

Immunofluorescence staining for ERα in MCF7 cells treated with vehicle (ethanol) (panels i–iii) or with 100nM Fulvestrant (panels iv–vi) for three hours.

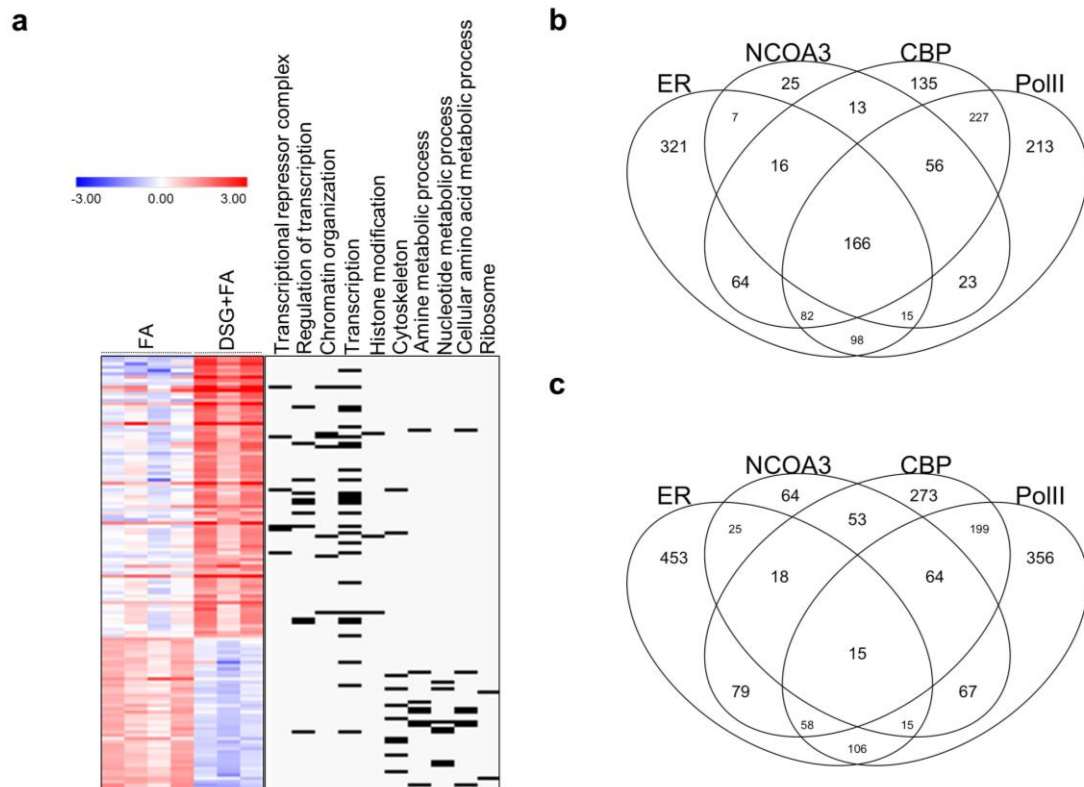

Supplementary Figure 3. Efficiency of double crosslinking and comparison of the four bait proteins. **a)** Comparison of double versus single crosslinking using qPLEX-RIME analysis showed an enrichment of proteins related to transcription regulation and chromatin organization. The scale bar represents log₂-scaled protein abundance values. **b)** The venn diagram illustrates the comparison of the enriched interactors (log₂Fold-Change > 1, adj.p-value < 0.05, > 1 unique peptide) of the four bait proteins (ER α , CBP, NCOA3, POLR2A). **c)** The venn diagram highlights the overlap of the four bait proteins using random selection of proteins identified in the four qPLEX-RIME experiments.

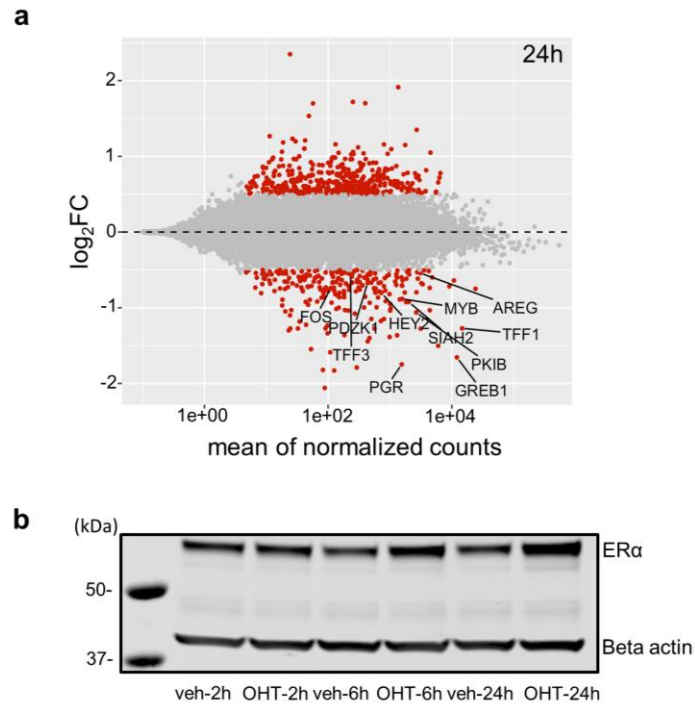

Supplementary Figure 4. RNA-seq analysis and profile of ER α total protein levels. a) Scatter plot summarizing the RNA-seq quantification results. Regulated genes are highlighted in red ($|\log_2\text{Fold-Change}| > 0.5$, adj. p-value < 0.05) and known ER α target genes are labelled. **b)** Western blot showing the temporal changes of ER α upon OHT treatment in whole cell lysate (MCF7).

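At 24 h in OHT, 661 genes were called, 427 higher and 234 lower than the vehicle; at a fold threshold of 1 the balance turned, with 28 higher and 39 lower, and without a fold threshold 1751 were higher and 1599 lower. The lower genes included CYP26B1, which encodes a retinoic acid hydroxylase, RAMP3, a receptor activity-modifying protein, and the transcription factor gene SOX3. The higher ones included PDE5A, a phosphodiesterase, ARHGAP26 and GDNF, a growth factor. CYP26B1 was 6.90-fold lower (log2 ratio −2.79, 95% interval −3.24 to −2.33), SOX3 5.01-fold (−2.32, 95% interval −2.64 to −2.01) and RAMP3 7.49-fold (−2.91, 95% interval −3.47 to −2.35). PRSS23, a protease, was 3.51-fold lower and lay below its level at 6 h (adjusted p = 1.5e-06, z test of the authors' DESeq2 estimates). TMPRSS3 was at −2.55. PDE5A was 3.63-fold higher (1.86, 95% interval 1.68 to 2.05), ARHGAP26 3.74-fold and GDNF 3.54-fold. The highest deposited log2 fold change was that of PGLYRP2, at 2.35 in the authors' deposited table. PGLYRP2 and AMHR2 started from 4.34 and 3.49 normalized counts in the vehicle (the authors' means), and were 16.4-fold and 8.90-fold higher. SYNPO2L (3.16-fold), ANKRD22 (3.61-fold) and AC009014.3 (5.69-fold) were also among the highest.

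Of 12 genes of the BCL2 family, 5 were higher and 1 was lower at 24 h, 2 higher and 1 lower at 6 h, and 1 higher at 2 h at an adjusted p under 0.05 in the authors' deposited table (5 and 1, 5 and 2, and 2 and 1 when adjusted over the list alone). BMF was at 0.85 (95% interval 0.30 to 1.40) at 24 h, BAD at 0.29 (95% interval 0.15 to 0.42) and BCL2L1 at 0.30 (95% interval 0.19 to 0.40), while MCL1 was higher at 2 h, at 0.41 (95% interval 0.31 to 0.51). Of 15 p53 target genes, 4 were higher at 2 h, 2 higher and 2 lower at 6 h, and 4 higher at 24 h (4 higher and 1 lower, 2 and 2, and 5 and 2 when adjusted over the list alone). BTG2 was at 0.72 (95% interval 0.54 to 0.90) at 24 h. The adjusted p of these sets at 24 h was 0.040 and 0.011 (limma's cameraPR), and 0.12 and 0.055 at a correlation of 0.05. At 2 h and 6 h neither set passed (0.25 and 0.52, and 0.53 and 0.68).

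Of 13 luminal markers, 3 were higher and 4 lower at 24 h, 1 higher and 1 lower at 6 h, and 1 lower at 2 h (the same counts when adjusted over the list alone). ELF3 was at 0.95 (95% interval 0.66 to 1.23) at 24 h and AR at 0.65 (95% interval 0.33 to 0.98), whereas KRT18 was at −0.32 (95% interval −0.46 to −0.18). Of 76 ribosomal protein genes, 8 were lower at 24 h, 1 was lower at 6 h and 1 was higher at 2 h (5, 0 and 1 when adjusted over the list alone). This set moved up at 2 h (adjusted p = 0.035 from limma's cameraPR) and down at 24 h (3.6e-04), and 0.29 and 0.054 at a correlation of 0.05. Of 27 histone genes, 5 were higher at 24 h and none passed earlier (the same counts when adjusted over the list alone; 3 at 2 h and 2 at 6 h had an unadjusted p under 0.05). The adjusted p of the histone set at 24 h was 0.037, and 0.18 at a correlation of 0.05. Of 4 endothelial markers, CDH5 was higher at 6 h, and CDH5 and KDR at 24 h (1 and 3 higher when adjusted over the list alone; set adjusted p = 0.011 from limma's cameraPR), from 2.31 and 19.8 normalized counts in the vehicle (the authors' means). Of 11 hypoxia genes, 2 were higher and 4 lower at 24 h, 1 was lower at 6 h and 1 higher at 2 h (3 and 5, 1 higher and 3 lower, and 2 higher when adjusted over the list alone). Of 12 glycolysis genes, 1 was higher and 3 lower at 24 h and none passed earlier (the same counts when adjusted over the list alone; 0 at 2 h and 2 at 6 h had an unadjusted p under 0.05), with HK2 at 0.70 (95% interval 0.44 to 0.95). Neither of these sets passed at any time.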

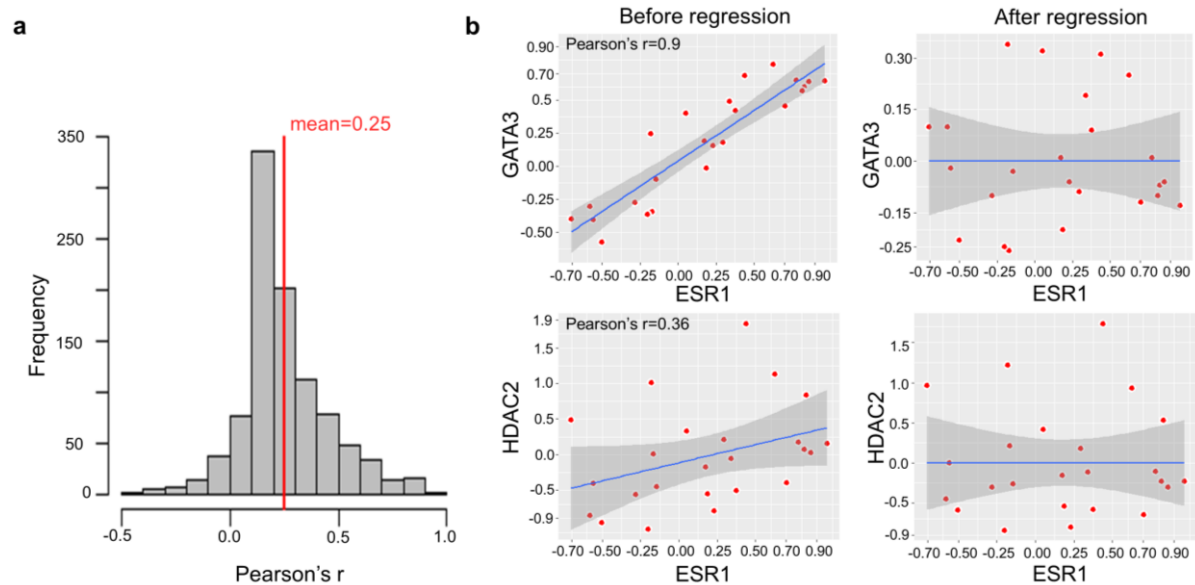

Supplementary Figure 5. Correction of quantitative results for the dependency on ER α target protein by linear regression. **a)** Histogram of Pearson's correlation coefficients between ER α protein profile and all ER α -enriched proteins. **b)** Scatter plots of ER α profile versus the raw (left panel) and corrected (right panel) quantitative values of GATA3 (with strong dependency on ER α) and HDAC2 (with low dependency on ER α).

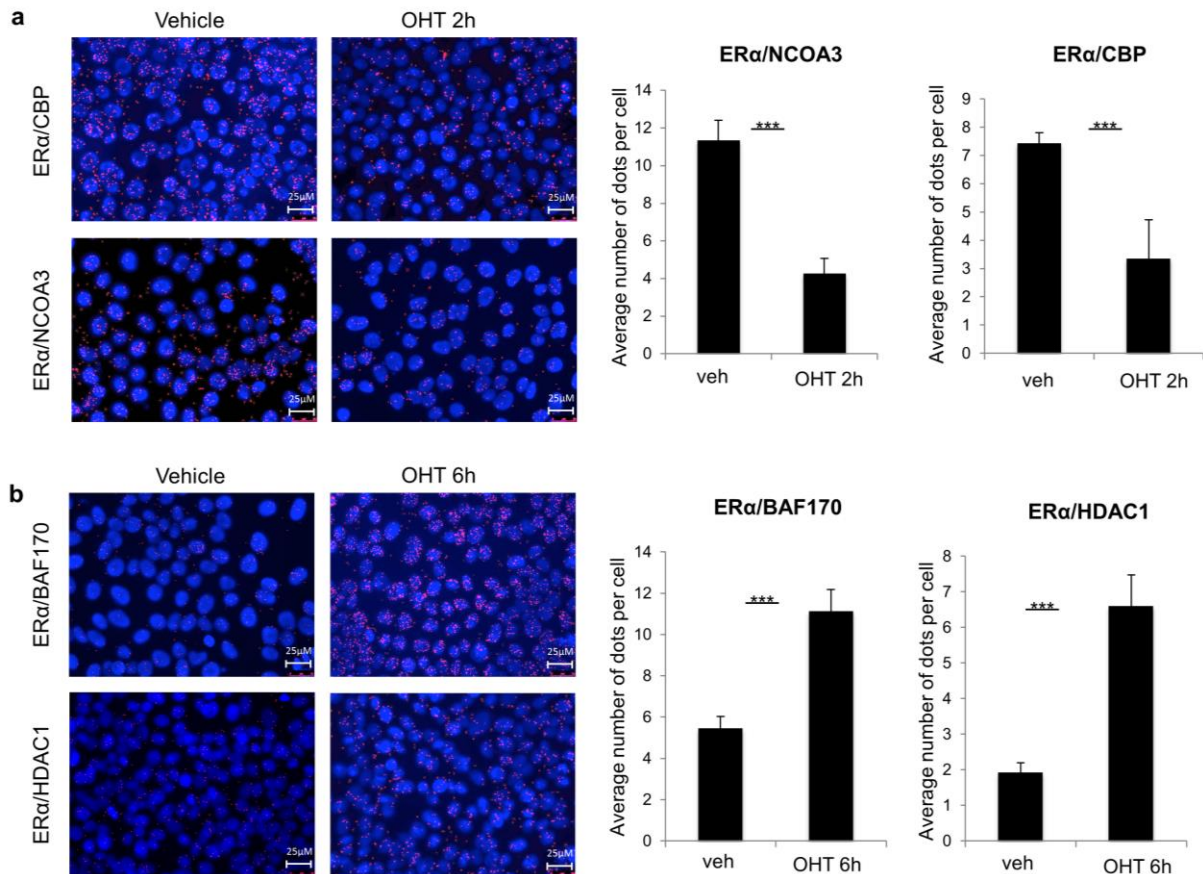

Supplementary Figure 6. Validation of temporal changes in the ER α complex upon OHT treatment. **a)** PLA assay showing the loss of NCOA3 and CBP from the ER α complex at 2h treatment with OHT compared to the respective control vehicle treatments (left panel). The experiment was performed in duplicate, and the graphs are representative of one of the experiments. Bar plots showing the quantification of the number of red PLA dots per cell normalized to ER α counts (single recognition PLA assay) using Image J software (***Student's t-test p-value < 0.001) (right panel). The error bars indicate standard deviation (SD). **b)** PLA assay showing the enrichment of BAF170 and HDAC1 from the ER α complex at 6h treatment with OHT compared to the respective control vehicle treatments (left panel). The experiment was performed in duplicate and the graphs are representative of one of the experiments. Bar plots showing the quantification of the number of red PLA dots per cell normalized to ER α counts (single recognition PLA assay) using Image J software (***Student's t-test p-value < 0.001) (right panel). The error bars indicate standard deviation (SD).

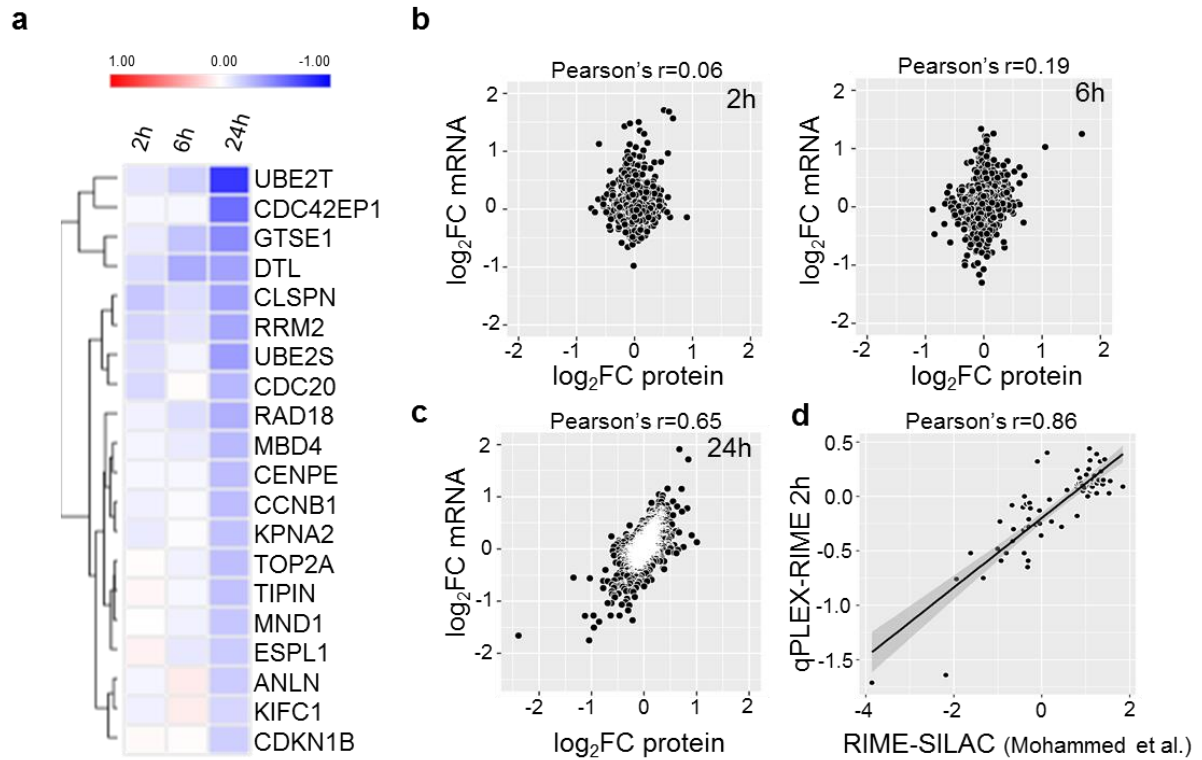

Supplementary Figure 7. Differentially regulated proteins and correlation with gene expression. **a)** Hierarchical clustering of down-regulated proteins involved in cell cycle at 24h using total proteome measurements. The scale bars represents $\log_2$ ratios versus the vehicle treatment. **b)** Scatter plots of mRNA versus total protein at 2h and 6h treatment with OHT. **c)** Scatter plot of mRNA versus total protein after 24h treatment with OHT. **d)** Comparison of the time course qPLEX-RIME data at 2h OHT treatment with published RIME-SILAC data where MCF7 cells were treated with OHT for 3h showed a good correlation between the two datasets.

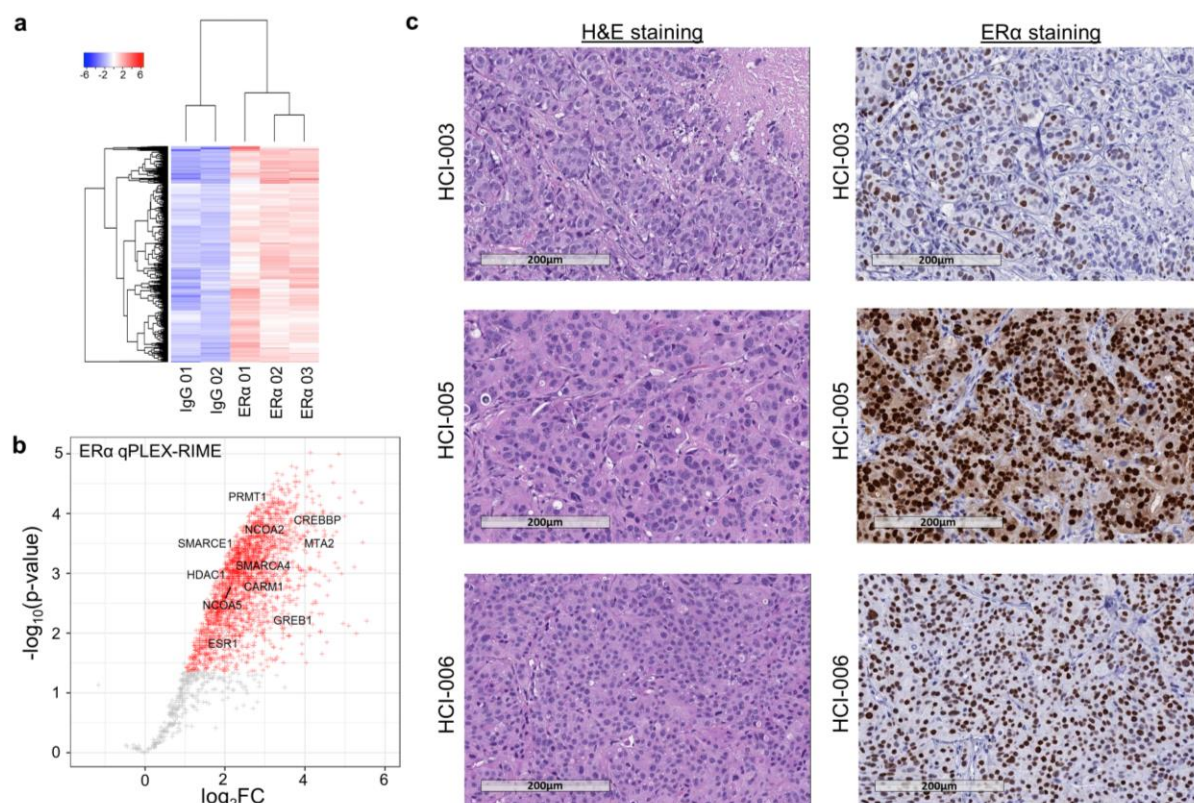

Supplementary Figure 8. ERα qPLEX-RIME application in PDX tissues. **a)** Hierarchical clustering of the qPLEX-RIME quantified ERα-enriched proteins in PDX tissues. The scale bar represents row-mean scaled $\log_2$ values. **b)** Volcano plot summarising the quantitative results of qPLEX-RIME application in PDX tissues. Statistically significant proteins ($\log_2\text{Fold-Change} > 1$, $\text{adj. p-value} < 0.05$) are shown in red color and several well-known ERα interactors are labelled. **c)** H&E (Haematoxylin and Eosin) staining and ERα staining for the three independent ER-positive human Patient Derived Xenograft (PDX) tumours (HCI-003, HCI-005, HCI-006) that were used in the qPLEX-RIME experiment (magnification=20x, scale bar=200 μm).

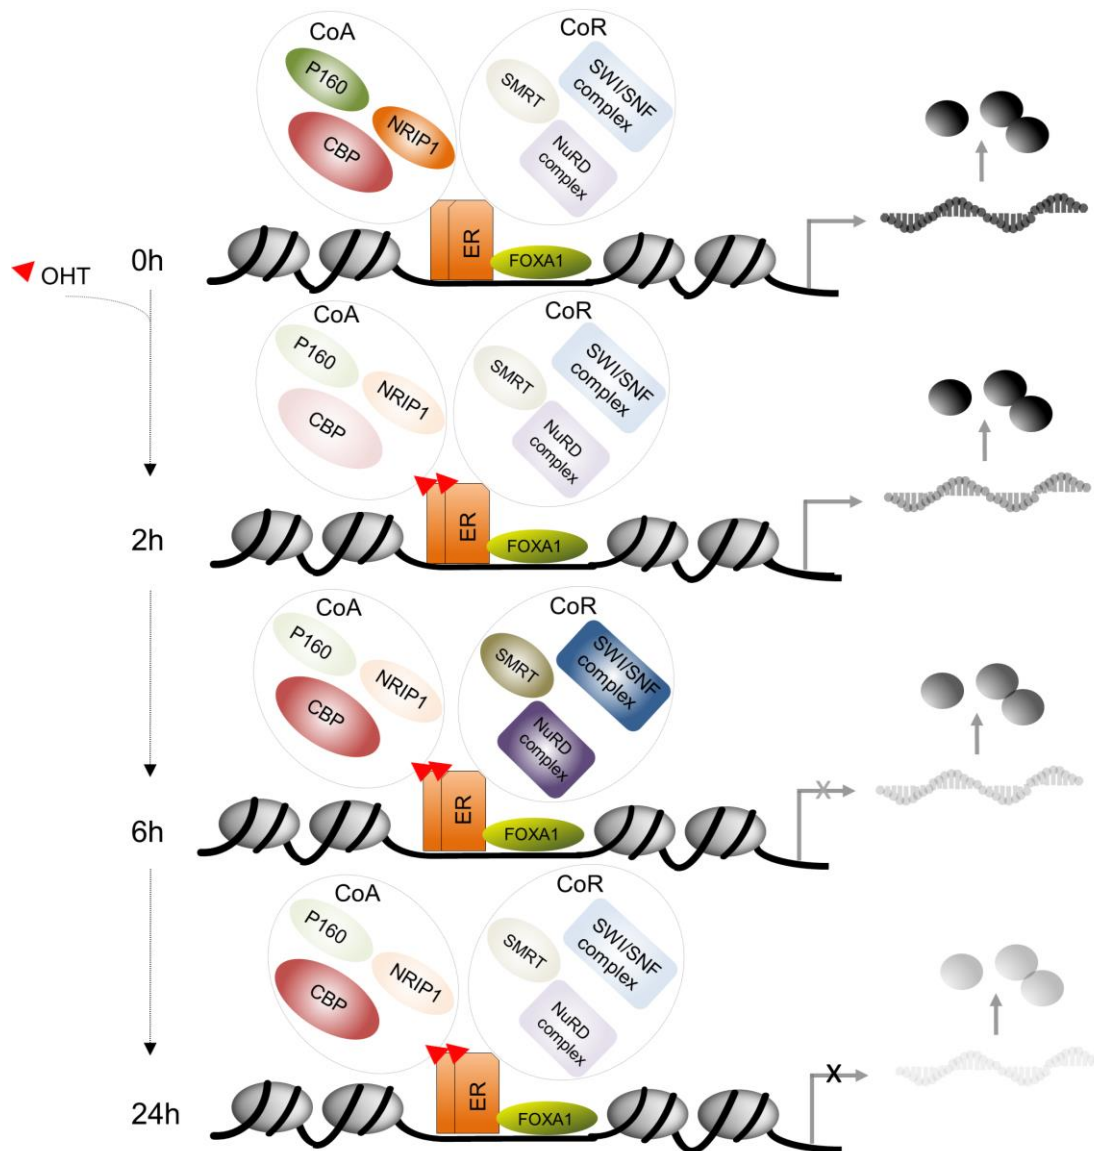

Supplementary Figure 9. A proposed model of 4-hydroxytamoxifen (OHT) mechanism.

In untreated conditions (0h), both co-activators (CoA) and co-repressors (CoR) are interacting with ERα in the chromatin. The pioneer factor FOXA1 is on chromatin as well. After 2h treatment, a loss of co-activators such as NCOA3 and CBP takes place. At 6h, an enhanced recruitment of the NuRD and SWI/SNF complexes is observed coinciding with the enrichment of the NCOR2 corepressor. The proteins NCOA3 and NRIP1 remain at low levels in the interactome. At 24h, we observed a full restoration of the ERα complex with the exception of the NCOA3 and NRIP1 proteins, which were maintained at decreased amounts in the complex. After 24h treatment, a downregulation of ERα target genes at transcript and protein level is observed. In the cartoon, intense and faint colours indicate enrichment or loss respectively.

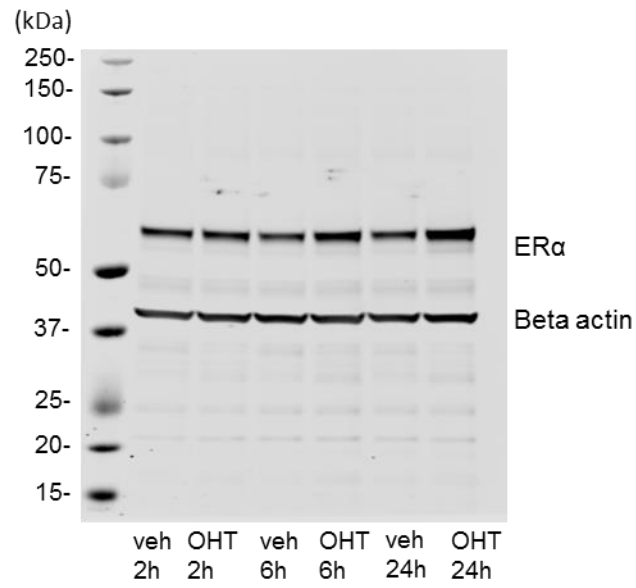

Supplementary Figure 10. ERα total protein levels upon OHT treatment. Uncropped scan of the western blot, showing the temporal changes of ERα upon OHT treatment in whole cell lysate (MCF7).

Supplementary Note 1: qPLEXanalyzer

Contents

**1**	**Overview**	**1**
**2**	**Import quantitative dataset**	**2**
**3**	**Quality control**	**2**
**4**	**Data normalization**	**8**
**5**	**Aggregation of peptide intensities into protein intensities**	**11**
**6**	**Regression Analysis**	**12**
**7**	**Differential statistical analysis**	**13**

1 Overview

This document provides brief tutorial of the *qPLEXanalyzer* package, a toolkit with multiple functionalities, for statistical analysis of qPLEX-RIME proteomics data (see ?qPLEXanalyzer at the R prompt for a brief overview). The qPLEX-RIME approach combines the RIME method with multiplex TMT chemical isobaric labelling to study the dynamics of chromatin-associated protein complexes. The package can also be used for isobaric labelling (TMT or iTRAQ) based total proteome analysis.

- Import quantitative dataset: A pre-processed quantitative dataset generated from MaxQuant, Proteome Discoverer or any other proteomic software consisting of peptide intensities with associated features along with sample meta-data information can be imported by *qPLEXanalyzer*.
- Quality control: Computes and displays quality control statistics plots of the quantitative dataset.
- Data normalization: Quantile normalization, central tendencies scaling and linear regression based normalization.
- Aggregation of peptide intensities into protein intensities
- Differential statistical analysis: *limma* based analysis to identify differentially abundant proteins.

```
library(qPLEXanalyzer)
library(grid)
data(human_anno)
data(exp2_Xlink)
```

2 Import quantitative dataset

MSnbase package by Laurent Gatto provides methods to facilitate reproducible analysis of MS-based proteomics data. *MSnSet* class of *MSnbase* provides architecture for storing quantitative MS proteomics data and the experimental meta-data. In *qPLEXanalyzer*, we store pre-processed quantitative proteomics data within this standardized object. The `convertToMSnset` function creates an *MSnSet* object from the quantitative dataset of peptides/protein intensities. This dataset must consist (or derived) of peptides identified with high confidence in all the samples.

The default input dataset is the pre-processed peptide intensities from MaxQuant, Proteome Discoverer or any other proteomic software (see `?convertToMSnset` at the R prompt for more details). Only peptides uniquely matching to a protein should be used as an input. However, the protein level quantification by the aggregation of the peptide TMT intensities can also be used as input. Peptides/Protein intensities with missing values in one or more samples can either be excluded or included in the *MSnSet* object. If the missing values are kept in the *MSnSet* object, these must be imputed either by user defined methods or by those provided in *MSnbase* package. The downstream functions of *qPLEXanalyzer* expects no missing values in the *MSnSet* object.

The example dataset shown below is from an ER qPLEX-RIME experiment in MCF7 cells that was performed to compare two different ways of cell crosslinking: DSG/formaldehyde (double) or with formaldehyde alone (single). It consists of four biological replicates for each condition along with two IgG samples pooled from replicates of each group.

```
MSnset_data <- convertToMSnset(exp2_Xlink$intensities,  
                              metadata=exp2_Xlink$metadata,  
                              indExpData=c(7:16), Sequences=2, Accessions=6)
```

3 Quality control

Once an *MSnSet* object has been created, various descriptive statistics methods can be used to check the quality of the dataset. The `intensityPlot` function generates a peptide intensity distribution plot that helps in identifying samples with outlier distributions. Figure 1 shows the distribution of the log-intensity of peptides/proteins for each sample. An outlier sample DSG.FA.rep01 can be identified from this plot. IgG control samples representing low background intensities will have shifted/distinct intensity distribution curve as compared to other samples and should not be treated as an outlier.

```
intensityPlot(MSnset_data, title = "Peptide intensity distribution")
```

The intensities can also be viewed in the form of boxplots by `intensityPlot`. Figure 2 shows the distribution of peptides intensities for each sample. `rliPlot` can be used to visualise unwanted variation in a data set. It is similar to the relative log expression plot developed for microarray analysis - see Gandolfo and Speed (2018). Rather than examining gene expression, the RLI plot (Figure 3) uses the MS intensities for each peptide or the summarised protein intensities.

```
intensityBoxplot(MSnset_data, title = "Peptide intensity distribution")
```

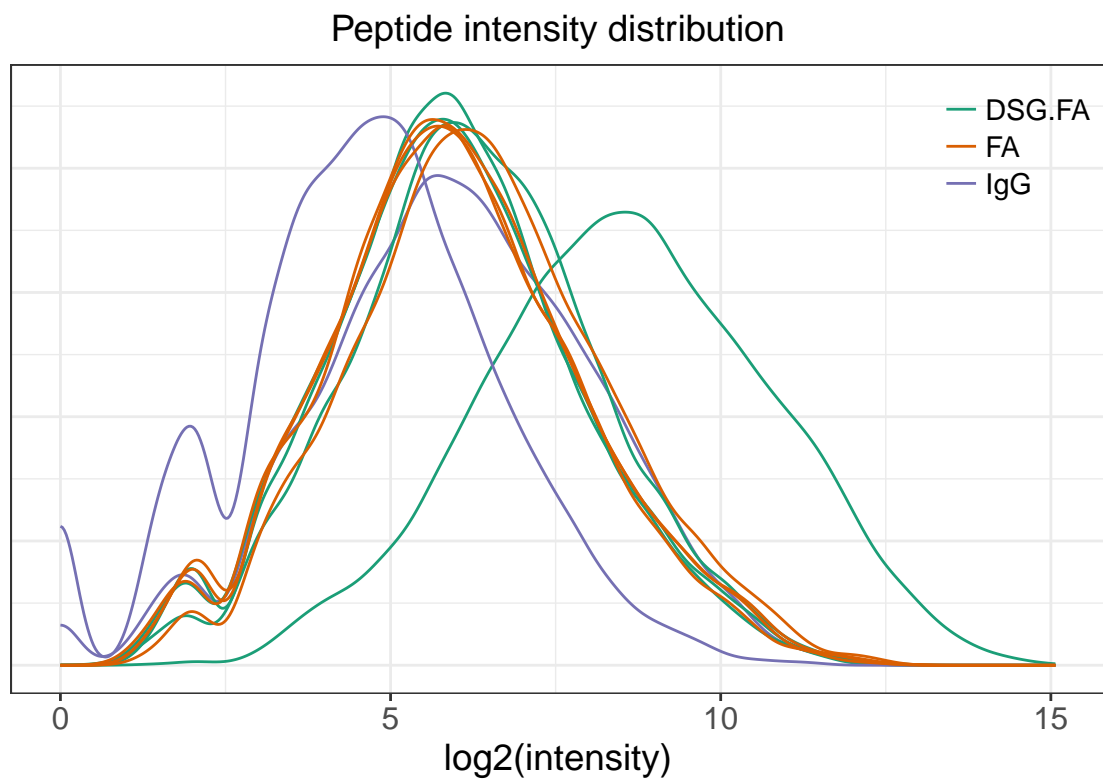

Figure 1: Density plots of raw intensities for TMT-10plex experiment.

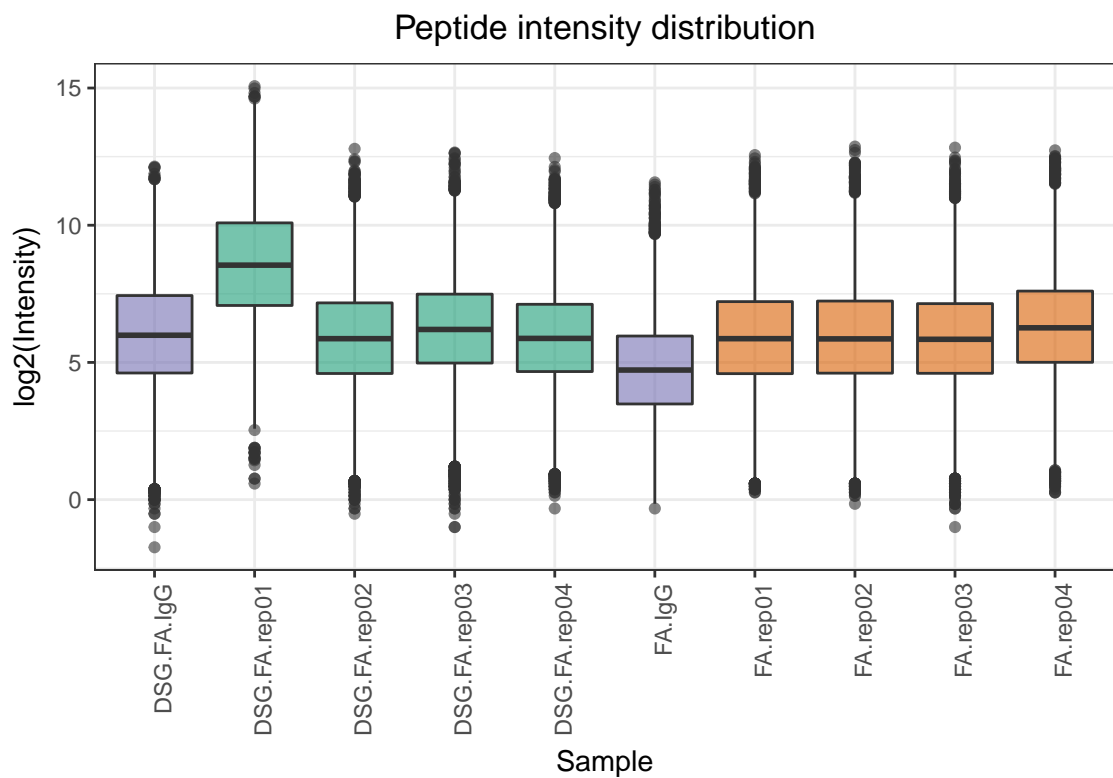

Figure 2: Boxplot of raw intensities for TMT-10plex experiment.

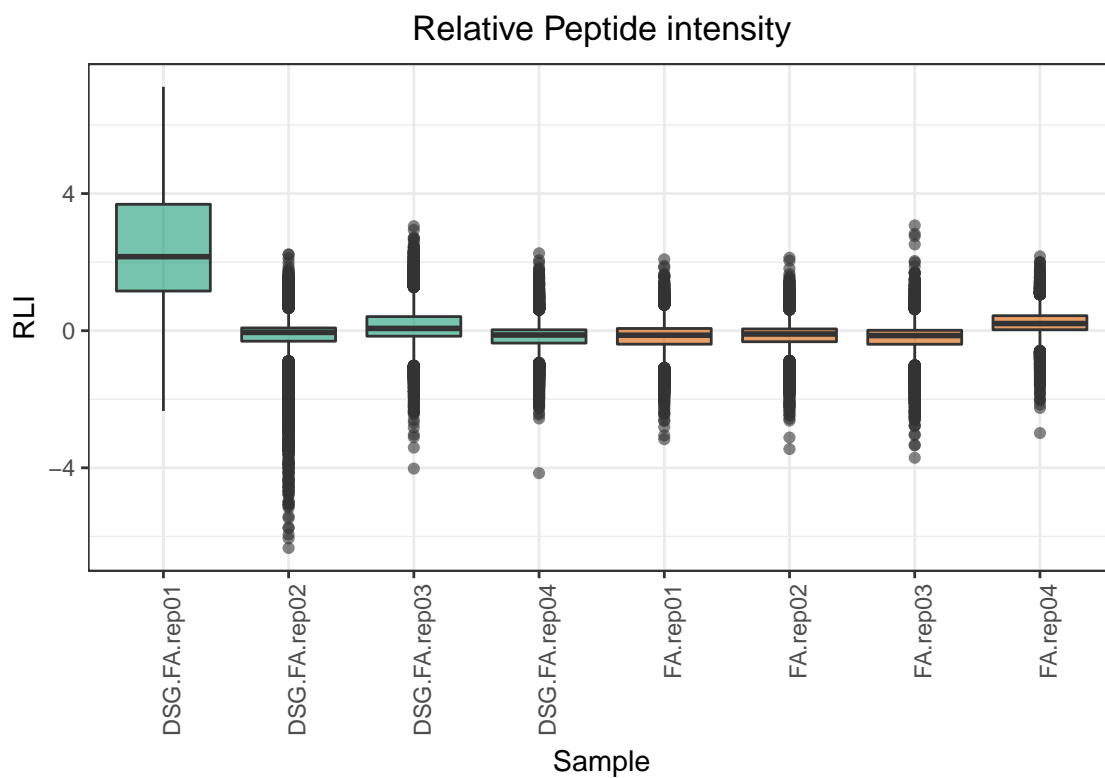

Figure 3: RLI of raw intensities for TMT-10plex experiment.

```
rliPlot(MSnset_data, title = "Relative Peptide intensity")
```

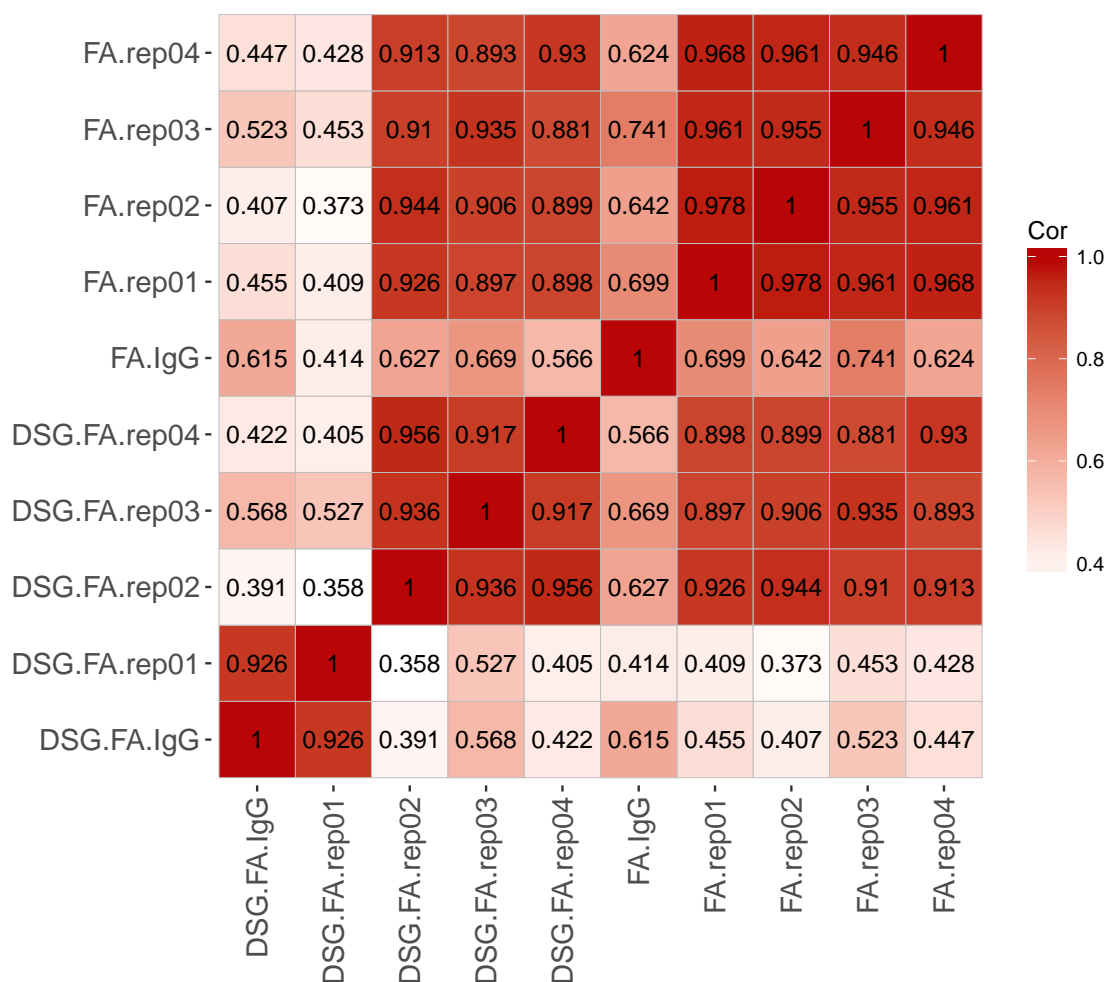

Figure 4: Correlation plot of peptide intensities

A Correlation plot can be generated by `corrPlot` to visualize the level of linear association of samples within and between groups. The plot in Figure 4 displays high correlation among samples within each group, however an outlier sample is also identified in one of the groups (DSG.FA).

```
corrPlot(MSnset_data)
```

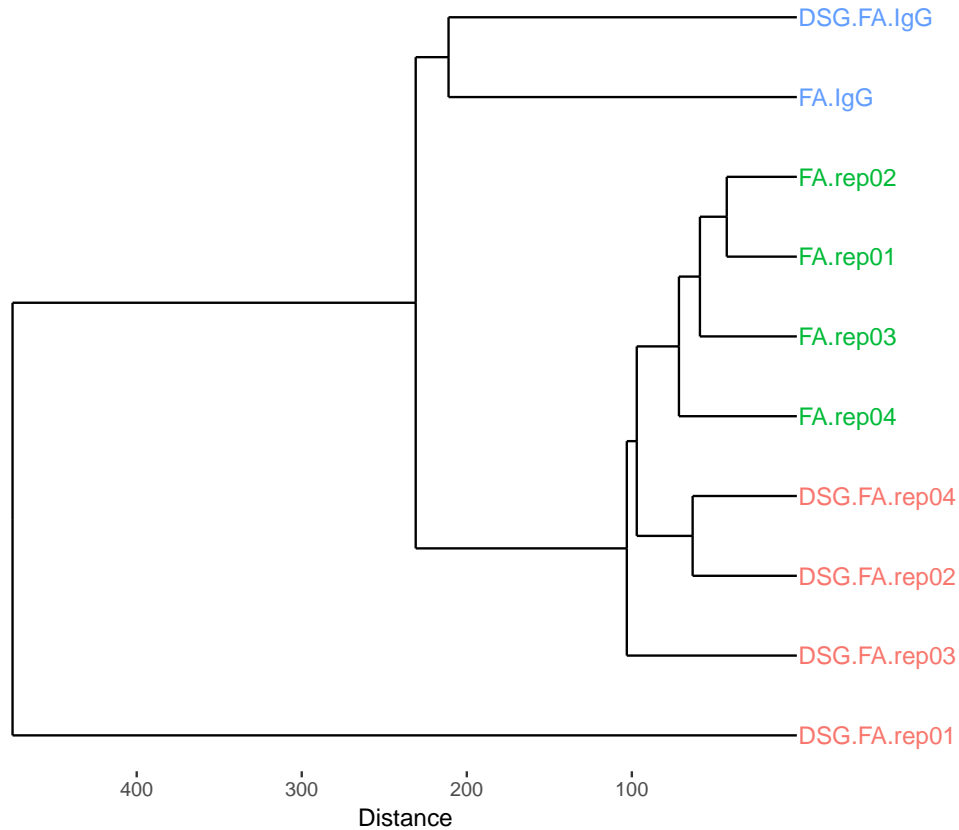

Figure 5: Clustering plot of peptide intensities

Hierarchical clustering can be performed by `hierarchicalPlot` to produce a dendrogram displaying the hierarchical relationship among samples (Figure 5). The vertical axis shows the dissimilarity (measured by means of the Euclidean distance) between samples: similar samples appear on the same branches. Colors correspond to groups. To avoid error while generating hierarchical plot due to zero values in the dataset, a minimum value is added to the intensity data.

```
exprs(MSnset_data) <- exprs(MSnset_data)+0.01
suppressWarnings(hierarchicalPlot(MSnset_data))
```

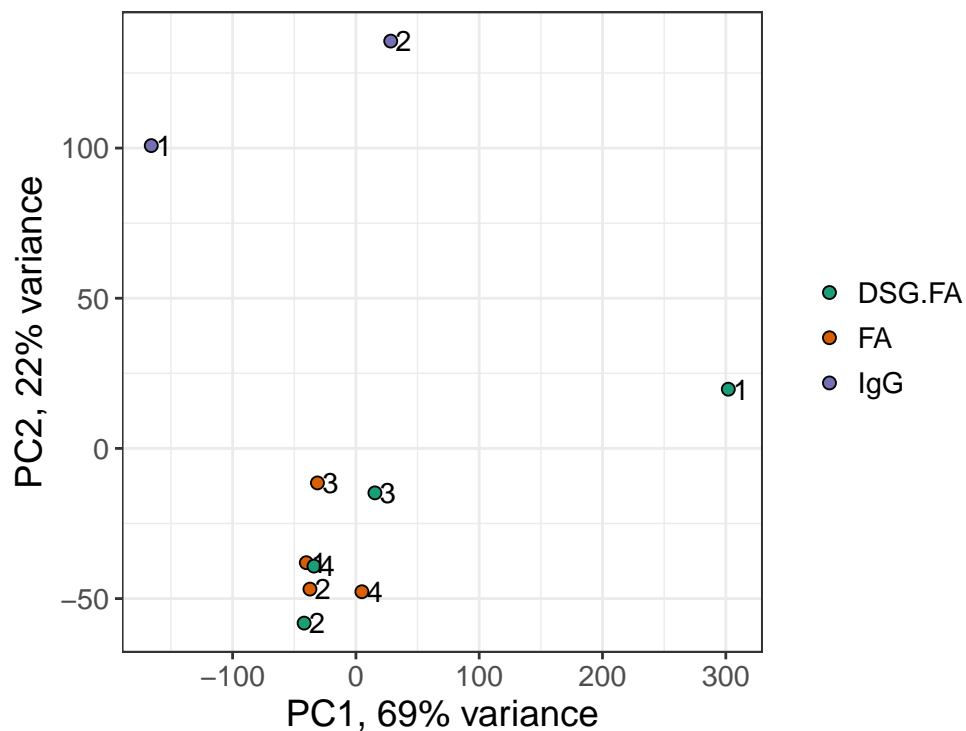

Figure 6: PCA plot of peptide intensities

A visual representation of the scaled loading of the first two dimensions of a PCA analysis can be obtained by `pcaPlot` (Figure 6). Co-variances between samples are approximated by the inner product between samples. Highly correlated samples will appear close to each other. The samples could be labeled by name, replicate, group or experiment run allowing for identification of potential batch effects.

```
pcaPlot(MSnset_data, labelColumn="BioRep", pointsize=2)
```

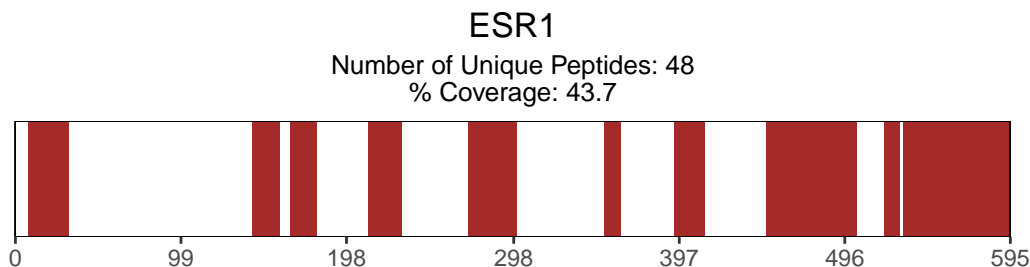

Figure 7: Peptide sequence coverage plot

To check the efficiency of the immunoprecipitation approach in the qPLEX-RIME method, a plot with the peptide sequence coverage of the bait protein can be illustrated. `coveragePlot` allows to plot peptide sequence coverage for the bait protein (Figure 7). The plot shows the location of peptides that have been identified with high confidence across the protein sequence and the corresponding percentage of the coverage. For a better evaluation of the pull down assay we can compare the observed bait protein coverage with the theoretical coverage.

```
mySequenceFile <- system.file('extdata', "P03372.fasta", package="qPLEXanalyzer")
coveragePlot(MSnset_data, ProteinID="P03372", ProteinName="ESR1",
             fastaFile=mySequenceFile)
```

4 Data normalization

The data can be normalized to remove experimental artifacts (e.g. differences in sample loading variability, systemic variation) in order to separate biological variations from those introduced during the experimental process. This would improve downstream statistical analysis to obtain more accurate comparisons. Different normalization methods can be used depending on the data.

- **Quantiles:** The peptide intensities are roughly replaced by the order statistics on their abundance. The key assumption underneath is that there are only few changes between different groups. This normalization technique has the effect of making the distributions of intensities from the different samples identical in terms of their statistical properties. It is the strongest normalization method and should be used carefully as it erases most of the difference between the samples. We would recommend using it only for total proteome but not for qPLEX-RIME data.
- **Mean / median scaling:** In this normalization method the central tendencies (mean or median) of the samples are aligned. The central tendency for each sample is computed and log transformed. A scaling factor is determined by subtracting from each central tendency the mean of all the central tendencies. The raw intensities are then divided by the scaling factor to get normalized ones.
- **Row scaling:** In this normalization method each peptide/protein intensity is divided by the mean/median of its intensity across all samples and log2 transformed.

It is imperative to check the intensity distribution plot and PCA plot before and after normalization to verify its effect on the dataset. In qPLEX-RIME data, the IgG (or control samples) should be normalized separately from the bait protein pull-down samples. As IgG samples represent the low background intensity, their intensity distribution profile is different from bait pull-downs. Hence, normalizing the

two together would result in over-correction of the IgG intensity resulting in inaccurate computation of differences among groups. However, if no normalization is necessary, skip this step and move to aggregation of peptides. For this dataset, an outlier sample was identified by quality control plots and removed from further analysis. Figure 8 displays the effect of various normalization methods on the peptide intensities distribution.

```
MSnset_data <- MSnset_data[, -5]
p1 <- intensityPlot(MSnset_data, title = "No normalization")
MSnset_norm_q <- normalizeQuantiles(MSnset_data)
p2 <- intensityPlot(MSnset_norm_q, title = "Quantile")
MSnset_norm_ns <- normalizeScaling(MSnset_data, func=median)
p3 <- intensityPlot(MSnset_norm_ns, title = "Scaling")
MSnset_norm_gs <- groupScaling(MSnset_data, func=median, Grp="SampleGroup")
p4 <- intensityPlot(MSnset_norm_gs, title = "WithinGrp Scaling")
grid.newpage()
pushViewport(viewport(layout = grid.layout(nrow = 2, ncol = 2)))
  define_region <- function(row, col){
    viewport(layout.pos.row = row, layout.pos.col = col)
  }
print(p1, vp = define_region(row = 1, col = 1))
print(p2, vp = define_region(row = 1, col = 2))
print(p3, vp = define_region(row = 2, col = 1))
print(p4, vp = define_region(row = 2, col = 2))
```

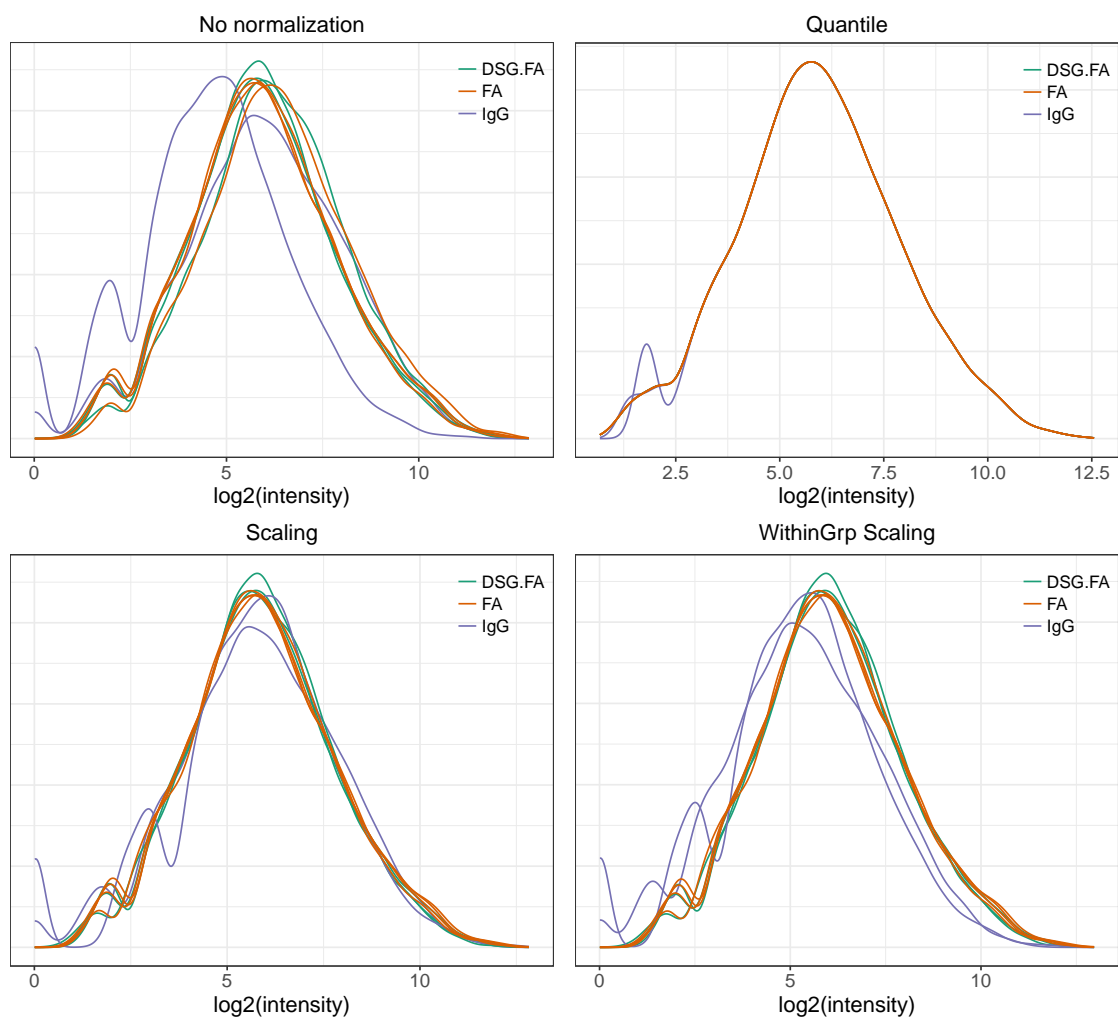

Figure 8: Peptide intensity distribution with various normalization methods

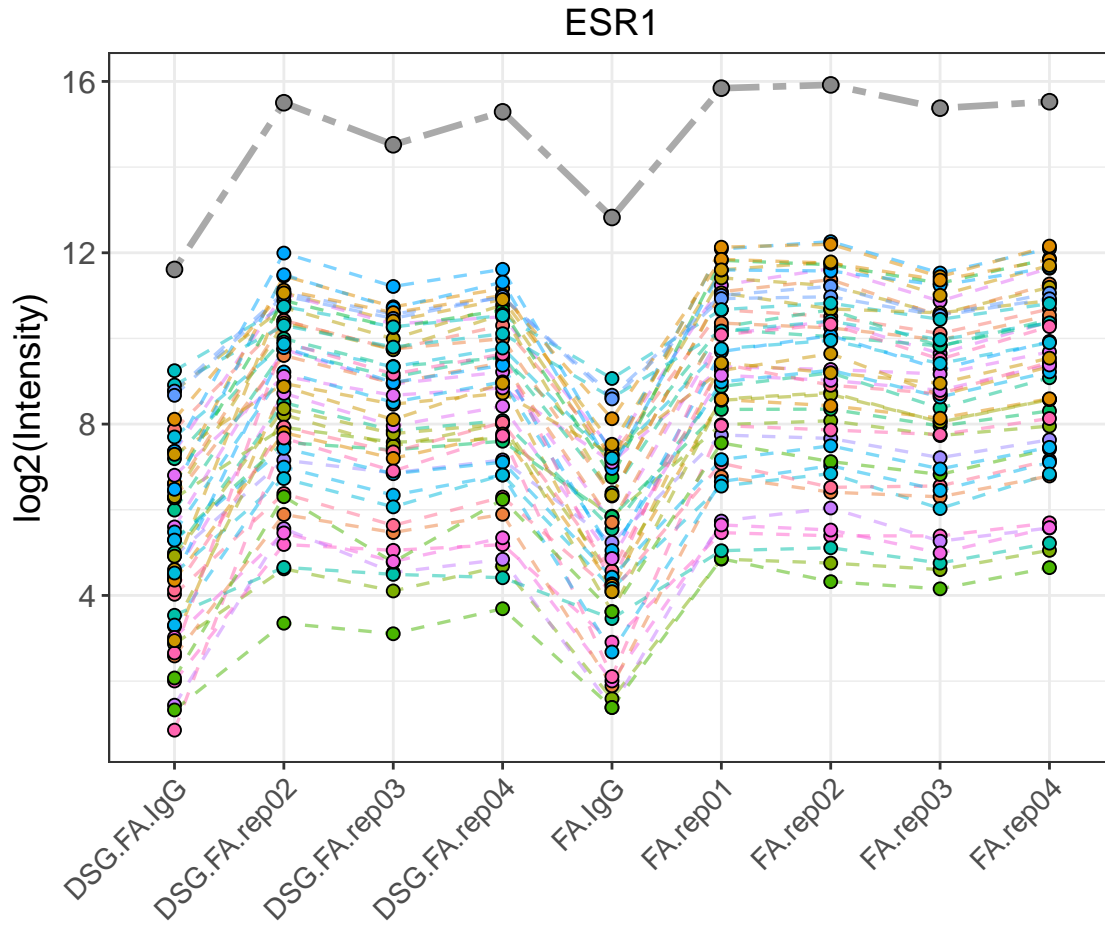

Figure 9: Summarized protein intensity

5 Aggregation of peptide intensities into protein intensities

The quantitative dataset could consist of peptide or protein intensities. If the dataset consists of peptide information, they can be aggregated to protein intensities for further analysis. For this, an annotation file consisting of proteins with unique ID must be provided. An example file can be found with the package corresponding to uniprot annotation of human and mouse proteins. It consists of four columns: "Protein", "Gene", "Description" and "GeneSymbol". The `summarizeIntensities` function expects an annotation file in this format. The aggregation can be performed by sum, mean or median of the raw or normalized peptide intensities. The summarized intensity for a selected protein could be visualized using `peptideIntensityPlot`. It plots all peptides intensities for a selected protein along with summarized intensity across all the samples (Figure 9).

```
MSnset_Pnorm <- summarizeIntensities(MSnset_norm_gs, sum, human_anno)
```

```
peptideIntensityPlot(MSnset_data, combinedIntensities=MSnset_Pnorm,  
  ProteinID="P03372", ProteinName= "ESR1")
```

6 Regression Analysis

To correct for the potential dependency of immunoprecipitated proteins (in qPLEX-RIME) on the bait protein, a linear regression method is available in *qPLEXanalyzer*. The **regressIntensity** function performs a regression analysis in which bait protein levels is the independent variable (x) and the profile of any other protein is the dependent variable (y). The residuals of the $y=ax+b$ linear model represent the protein quantification profiles that are not driven by the amount of the bait protein.

The advantage of this approach is that proteins with strong dependency on the target protein are subjected to significant correction, whereas proteins with small dependency on the target protein are slightly corrected as opposed to the use of a standard correction factor, which would have the same effect to all proteins. The control samples (such as IgG) should be excluded from the regression analysis. The **regressIntensity** function also generates the plot displaying the correlation between bait and other protein before and after applying this method (Figure 10).

The example dataset shown below is from ER qPLEX-RIME experiments in MCF7 cells to investigate the dynamics of the ER complex assembly upon 4-hydroxytamoxifen (OHT) treatment at 2h, 6h and 24h or at 24h post-treatment with the vehicle alone (ethanol). It consists of six biological replicates for each condition spanned over three TMT experimental along with two IgG mock pull down samples in each experiment.

```
data(exp3_OHT_ESR1)
MSnset_reg <- convertToMSnset(exp3_OHT_ESR1$intensities_qPLEX2,
                             metadata=exp3_OHT_ESR1$metadata_qPLEX2,
                             indExpData=c(7:16), Sequences=2, Accessions=6)
MSnset_P <- summarizeIntensities(MSnset_reg, sum, human_anno)
MSnset_P <- rowScaling(MSnset_P, mean)
IgG_ind <- which(pData(MSnset_P)$SampleGroup == "IgG")
Reg_data <- regressIntensity(MSnset_P, controlInd=IgG_ind, ProteinId="P03372")
```

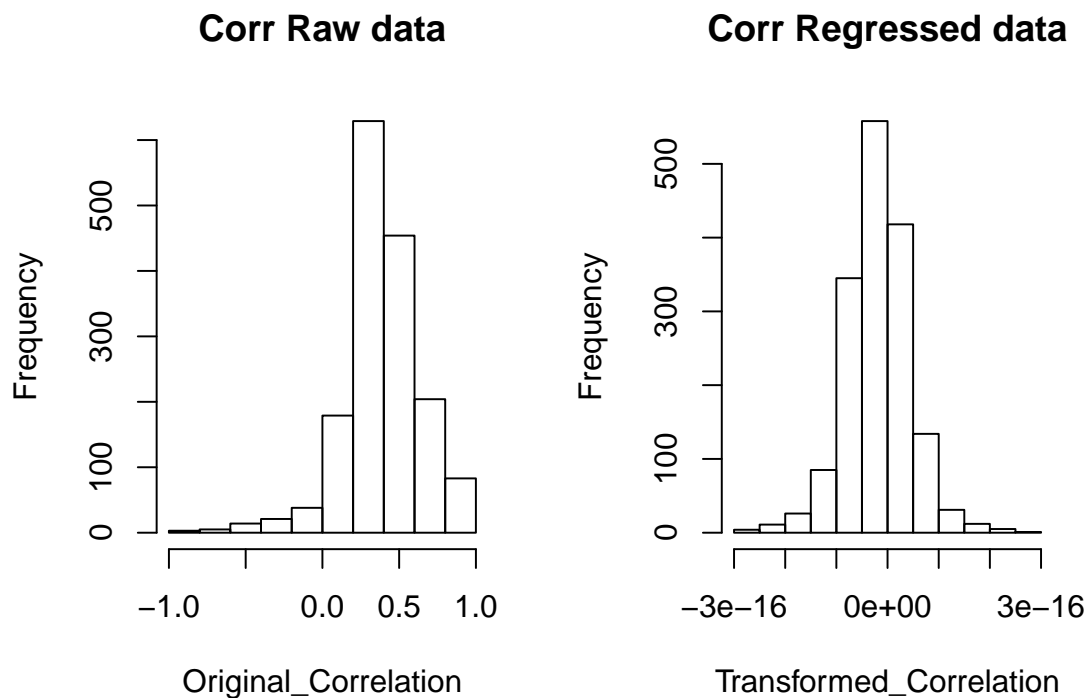

Figure 10: Correlation between bait protein and enriched proteins before and after regression

7 Differential statistical analysis

A statistical analysis for the identification of differentially regulated or bound proteins is carried out using *limma* based analysis. It uses linear models to assess differential expression in the context of multifactor designed experiments. Firstly, a linear model is fitted for each protein where the model includes variables for each group and MS run. Then, log2 fold changes between comparisons are estimated using `computeDiffStats`. Multiple testing correction of p-values are applied using the Benjamini-Hochberg method to control the false discovery rate (FDR). Finally, `getContrastResults` is used to get contrast specific results.

The qPLEX-RIME experiment can consist of IgG mock samples to discriminate non-specific binding. The `controlGroup` argument within `getContrastResults` function allows you to specify this group (such as IgG). It then uses the mean intensities from the fitted linear model to compute log2 fold change between IgG and each of the groups. The maximum log2 fold change over IgG control from the two groups being compared is reported in the `controlLogFoldChange` column. This information can be used to filter non-specific binding. A `controlLogFoldChange` more than 1 can be used as a filter to discover specific interactors.

The results of the differential protein analysis can be visualized using `maVolPlot` function. It plots average log2 protein intensity to log2 fold change between groups compared. This enables quick visualization (Figure 11) of significantly abundant proteins between groups. `maVolPlot` could also be used to view differential protein results in a volcano plot (Figure 12) to compare the size of the fold change to the statistical significance level.

```
contrasts <- c(DSG.FA_vs_FA = "DSG.FA - FA")
diffstats <- computeDiffStats(MSnset_Pnorm, contrasts=contrasts)
```

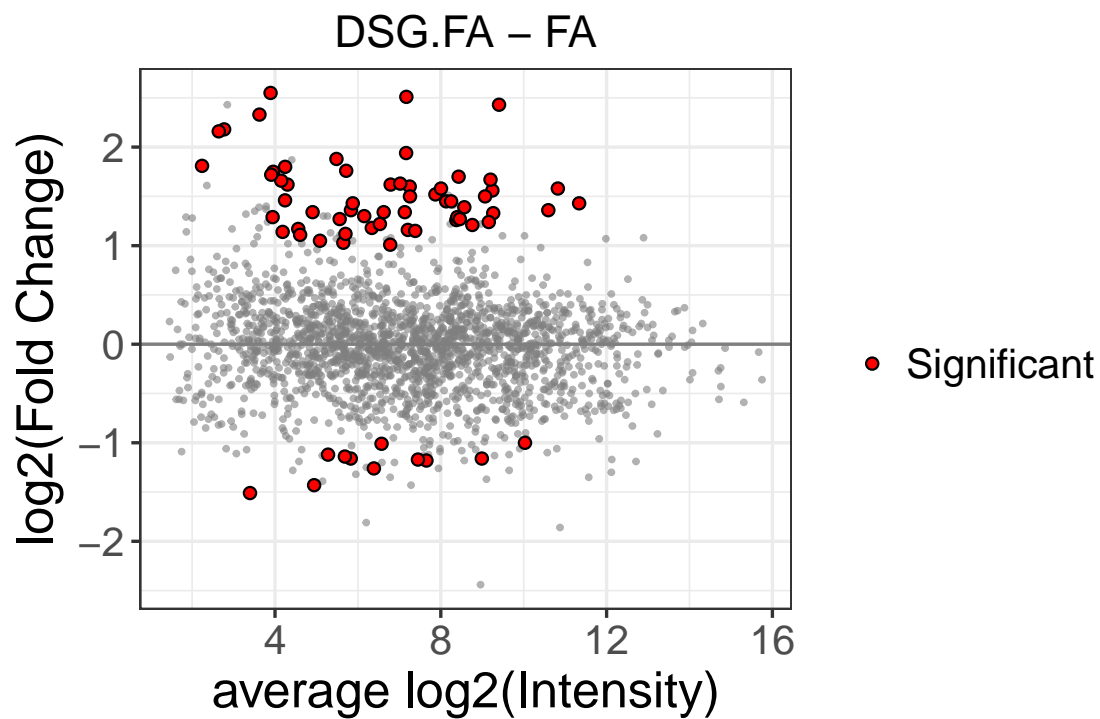

Figure 11: MA plot of the quantified proteins

```
diffexp <- getContrastResults(diffstats=diffstats, contrast=contrasts,
                             controlGroup = "IgG")
maVolPlot(diffstats, contrast = contrasts, plotType="MA", title= contrasts)
```

```
maVolPlot(diffstats, contrast = contrasts, plotType="Volcano", title= contrasts)
```

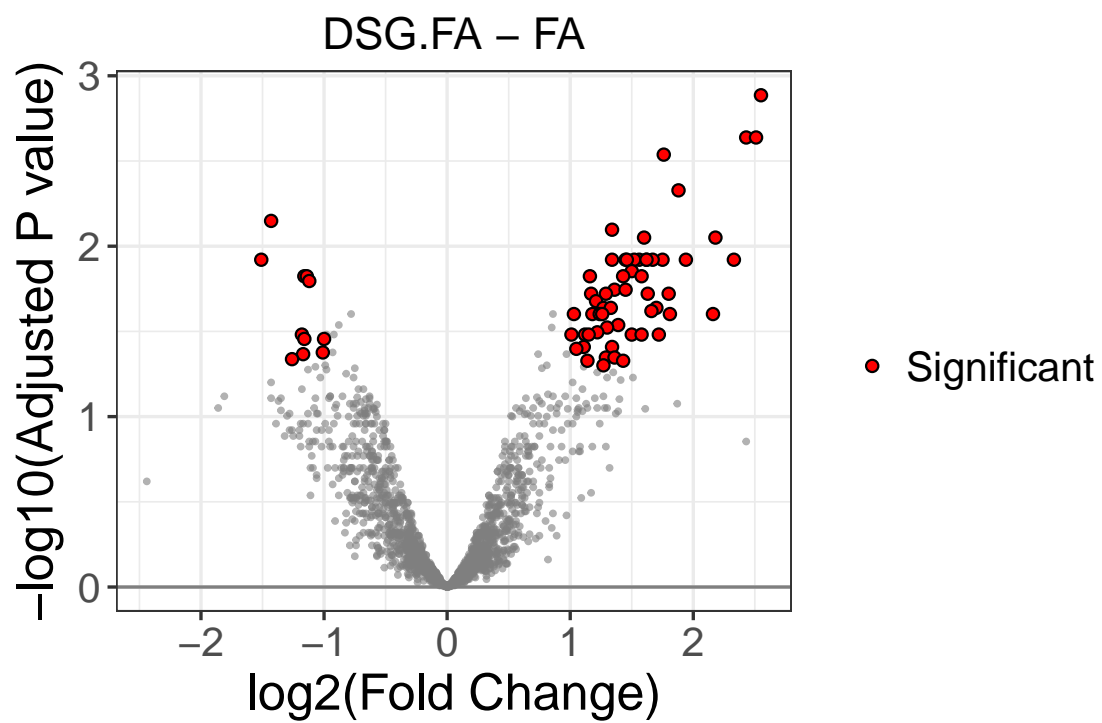

Figure 12: Volcano plot of the quantified proteins

Supplementary Note 2: qPLEXdata

(Analysis of qPLEX-RIME data and Total proteome data)

Contents

**1**	**Description**	**1**
**2**	**Usage**	**1**
**3**	**Experiment 1: ER interactome in MCF7 cells**	**2**
**4**	**Experiment 2: Crosslinking comparison**	**2**
**5**	**Experiment 3: ER complex upon OHT treatment**	**3**
**6**	**Experiment 4: Total proteome upon OHT treatment**	**7**
**7**	**Experiment 5: ER interactome in PDX tumours**	**8**
**8**	**Experiment 6: ER interactome in human breast cancer tumours**	**9**
**9**	**Experiment 7: NCOA3 interactome in MCF7 cells**	**10**
**10**	**Experiment 8: CBP interactome in MCF7 cells**	**10**
**11**	**Experiment 9: POLR2A (RNA polymerase II) interactome in MCF7 cells**	**11**

1 Description

The report outlines the steps for the statistical analysis of the datasets generated from the application of the qPLEX-RIME approach in breast cancer cells and clinical tumour material (PDX and human breast cancer tumours). In addition, it also contains statistical analysis of total proteome data in breast cancer cells.

2 Usage

```
suppressWarnings(library(qPLEXdata))
library(dplyr)
suppressWarnings(library(qPLEXanalyzer))
data(human_anno)
```

3 Experiment 1: ER interactome in MCF7 cells

In this experiment we have used the qPLEX-RIME approach to identify ER-associated proteins. We performed replicate ER RIME pull-downs in five independent biological replicates and an equal number of matched IgG mock samples was included. As IgG samples represent the low background intensity, their intensity distribution profile is different from ER samples. Hence, normalizing the two together would have resulted in over-correction of the IgG intensity resulting in inaccurate computation of differences between the two groups. Therefore, the peptide intensities were normalized by median scaling within each group separately. The normalized peptide intensities were aggregated (by summing) to protein intensities. Thereafter, differential protein expression was performed using *limma* based analysis.

```
## load data
data(exp1_specificity)

## create MSnSet object
MSnset_data <- convertToMSnset(exp1_specificity$intensities,
                               metadata=exp1_specificity$metadata,
                               indExpData=c(6:15),Sequences=1,Accessions=5)

## Normalization
MSnset_norm <- groupScaling(MSnset_data, median)

## Summation of peptide to protein intensity
MSnset_Pnorm <- summarizeIntensities(MSnset_norm, sum, human_anno)

## Differential analysis
contrasts <- c(ER_vs_IgG = "ER - IgG")
diffstats <- computeDiffStats(MSnSetObj=MSnset_Pnorm, contrasts=contrasts)
diffexp <- getContrastResults(diffstats=diffstats, contrast=contrasts)
diffexp <- diffexp[which(diffexp$adj.P.Val < 0.01 & diffexp$log2FC >1),]
```

4 Experiment 2: Crosslinking comparison

An ER qPLEX-RIME experiment was performed to compare two different ways of cell crosslinking. MCF7 cells were crosslinked with DSG/formaldehyde (double) or with formaldehyde alone (single). Four biological replicates were obtained for each condition along with two IgG samples pooled from replicates of each group. One of the outlier sample was removed from the analysis. The peptide intensities were normalized using median scaling within the group, treating ER pull downs as one group and IgG pull downs as another. The normalized peptide intensities were aggregated (by summing) to protein intensities. Thereafter, differential protein expression was performed using *limma* based analysis.

```
## load data
data(exp2_Xlink)

## create MSnSet object
MSnset_data <- convertToMSnset(exp2_Xlink$intensities,
                               metadata=exp2_Xlink$metadata,
                               indExpData=c(7:16),Sequences=2,Accessions=6)
exprs(MSnset_data) <- exprs(MSnset_data)+0.01
```

```

MSnset_data <- MSnset_data[,-5]

## Normalization
MSnset_norm <- groupScaling(MSnset_data, median)

## Summation of peptide to protein intensity
MSnset_Pnorm <- summarizeIntensities(MSnset_norm, sum, human_anno)

## Differential analysis
contrasts <- c(DSG.FA_vs_FA = "DSG.FA - FA")
diffstats <- computeDiffStats(MSnSetObj=MSnset_Pnorm, contrasts=contrasts)
diffexp <- getContrastResults(diffstats=diffstats, contrast=contrasts,
                             controlGroup = "IgG")
diffexp <- diffexp[which(diffexp$adj.P.Val < 0.05 & abs(diffexp$log2FC) > 0.5),]

```

5 Experiment 3: ER complex upon OHT treatment

Three ER qPLEX-RIME experiments were performed to investigate the dynamics of the ER complex assembly upon 4-hydroxytamoxifen (OHT) treatment at 2h, 6h and 24h or at 24h post-treatment with the vehicle alone (ethanol). Two biological replicates of each condition were included in each experiment to finally consider a total of six replicates per time point. Additionally, MCF7 cells were treated with OHT or ethanol and cross-linked at 24h post-treatment in each experiment to be used for mock IgG pull-downs and to enable discrimination of non-specific binding.

The peptide intensities in each 10plex experiment were aggregated (by summing) to protein intensities. Thereafter, protein intensity in each sample was divided by its average intensity across all the samples and log2 transformed. The scaled protein intensities from each 10plex experiment were then combined and only proteins identified in all the experiments were kept for further analysis. To filter non-specific proteins, a *limma* based differential analysis was performed comparing ER and IgG pull-downs. This step filtered out non-specific binding. Further, a subset of dataset was created excluding IgG pull-down samples.

A linear regression method was applied on proteins (of this dataset) that were identified across all three replicate experiments to correct for the ER dependency. Finally, *limma* based statistical was applied on the regressed intensities for the identification of differentially bound proteins.

```

## load data
data(exp3_OHT_ESR1)

## create MSnSet object
MSnset_data1 <- convertToMSnset(exp3_OHT_ESR1$intensities_qPLEX1,
                               metadata=exp3_OHT_ESR1$metadata_qPLEX1,
                               indExpData=c(7:16),Sequences=2,Accessions=6)
pData(MSnset_data1)$Run <- 1
MSnset_data2 <- convertToMSnset(exp3_OHT_ESR1$intensities_qPLEX2,
                               metadata=exp3_OHT_ESR1$metadata_qPLEX2,
                               indExpData=c(7:16),Sequences=2,Accessions=6)
pData(MSnset_data2)$Run <- 2
MSnset_data3 <- convertToMSnset(exp3_OHT_ESR1$intensities_qPLEX3,
                               metadata=exp3_OHT_ESR1$metadata_qPLEX3,

```

```

indExpData=c(7:16),Sequences=2,Accessions=6)
pData(MSnset_data3)$Run <- 3

## Summation of peptide to protein intensity
MSnset_P1 <- summarizeIntensities(MSnset_data1, sum, human_anno)
MSnset_P2 <- summarizeIntensities(MSnset_data2, sum, human_anno)
MSnset_P3 <- summarizeIntensities(MSnset_data3, sum, human_anno)

## Normalization
MSnset_P1 <- rowScaling(MSnset_P1,mean)
MSnset_P2 <- rowScaling(MSnset_P2,mean)
MSnset_P3 <- rowScaling(MSnset_P3,mean)

##### Compute common unique peptides
features1 <- fData(MSnset_data1)
features1 <- as.data.frame(features1[, c("Sequences",
                                         "Accessions")],
                           stringsAsFactors = F)
features2 <- fData(MSnset_data2)
features2 <- as.data.frame(features2[, c("Sequences",
                                         "Accessions")],
                           stringsAsFactors = F)
features3 <- fData(MSnset_data3)
features3 <- as.data.frame(features3[, c("Sequences",
                                         "Accessions")],
                           stringsAsFactors = F)
features <- rbind(features1,features2,features3)
features <- unique(features)
features$Sequences <- as.character(features$Sequences)
features$Accessions <- as.character(features$Accessions)
counts <- features %>% count(Accessions) %>%
  rename(Protein = Accessions, Count = n)

##### create combine MSnSet object

MSnset_P1 <- updateFvarLabels(MSnset_P1)
MSnset_P2 <- updateFvarLabels(MSnset_P2)
MSnset_P3 <- updateFvarLabels(MSnset_P3)

MSnset_P1 <- updateSampleNames(MSnset_P1)
MSnset_P2 <- updateSampleNames(MSnset_P2)
MSnset_P3 <- updateSampleNames(MSnset_P3)

suppressWarnings(MSnset_comb <- combine(MSnset_P1, MSnset_P2, MSnset_P3))
tokeep <- which(complete.cases(fData(MSnset_comb))==TRUE)
MSnset_comb <- MSnset_comb[tokeep,]
sampleNames(MSnset_comb) <- pData(MSnset_comb)$SampleName

pData(MSnset_comb)$BioRep <- c(rep(1,4),rep(2,4),c(1,2),rep(3,4),rep(4,4),c(3,4),

```

```

                                rep(5,4),rep(6,4),c(5,6))
fData(MSnset_comb) <- fData(MSnset_comb)[,c(1:4)]
colnames(fData(MSnset_comb)) <- c("Protein", "Gene", "Description",
                                "GeneSymbol")
ind <- match(fData(MSnset_comb)$Protein, counts$Protein)
fData(MSnset_comb)$Count <- counts$Count[ind]

### create separate MSnSet for IgG comparision
pheno <- pData(MSnset_comb)
pheno$SampleGroup <- c(rep(c(rep("Exp",8),rep("IgG",2)),3))
pheno$SampleGroup <- factor(pheno$SampleGroup)
MSnset_IgG <- MSnset_comb
pData(MSnset_IgG) <- pheno

### Differential analysis to find ER specific interactors
contrasts <- c(
  Exp_vs_IgG = "Exp - IgG"
)

diffstats <- computeDiffStats(MSnSetObj=MSnset_IgG, contrasts=contrasts,
                             transform = FALSE)
results <- getContrastResults(diffstats=diffstats, contrast=contrasts,
                             transform = FALSE)

### create subset of protein filtering non-specific IgG
ind <- which(results$adj.P.Val < 0.01 & results$log2FC > 1)
diff_IgG <- results[ind,]
ind <- match(diff_IgG$Protein, fData(MSnset_comb)$Protein)
MSnset_subset <- MSnset_comb[ind]
IgG_ind <- which(pData(MSnset_subset)$SampleGroup == "IgG")

### perform regression analysis on dataset
MSnset_reg <- regressIntensity(MSnset_subset, controlInd=IgG_ind, ProteinId="P03372")

```

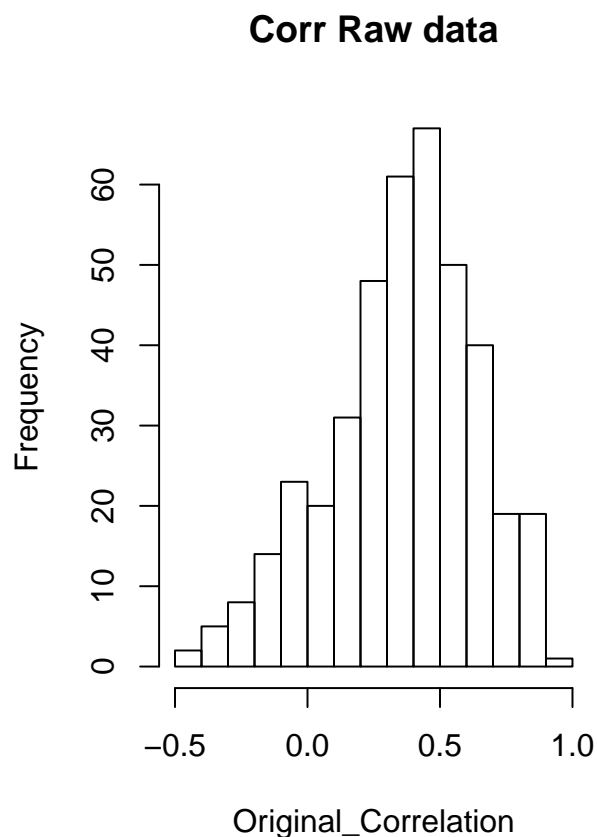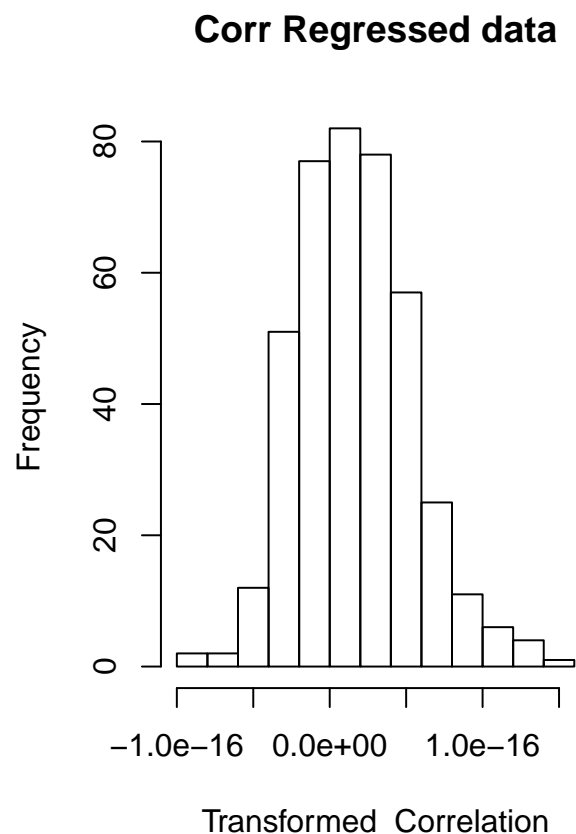

```
### Differential analysis
contrasts <- c(
  tam.2h_vs_vehicle = "tam.2h - vehicle",
  tam.6h_vs_vehicle = "tam.6h - vehicle",
  tam.24h_vs_vehicle = "tam.24h - vehicle"
)

suppressWarnings(diffstats <- computeDiffStats(MSnSetObj=MSnset_reg, contrasts=contrasts,
  transform = FALSE))

diffexp1 <- getContrastResults(diffstats=diffstats, contrast=contrasts[1],
  transform = FALSE)
diffexp1 <- diffexp1[which(diffexp1$adj.P.Val < 0.05 & abs(diffexp1$log2FC) > 0.5),]
diffexp2 <- getContrastResults(diffstats=diffstats, contrast=contrasts[2],
  transform = FALSE)
diffexp2 <- diffexp2[which(diffexp2$adj.P.Val < 0.05 & abs(diffexp2$log2FC) > 0.5),]
diffexp3 <- getContrastResults(diffstats=diffstats, contrast=contrasts[3],
  transform = FALSE)
diffexp3 <- diffexp3[which(diffexp3$adj.P.Val < 0.05 & abs(diffexp3$log2FC) > 0.5),]
```

6 Experiment 4: Total proteome upon OHT treatment

We performed two 10plex-TMT time-course experiments to study the effect of OHT on total protein levels. MCF7 cells were treated with OHT for 2h, 6h, 24h or for 24h with the vehicle alone (ethanol) and a total number of four biological replicates was obtained. The peptide intensities in each 10plex experiment were aggregated (by summing) to protein intensities and only proteins that were identified in both experiments were used for further analysis. The protein intensities were then normalized using median scaling to account for sample loading variability. Thereafter, differential protein expression was performed using *limma* based analysis.

```
## load data
data(exp4_OHT_FP)

## create MSnSet object
MSnset_data1 <- convertToMSnset(exp4_OHT_FP$FP_1,
                               metadata=exp4_OHT_FP$metadata_FP1,
                               indExpData=c(7:14),Sequences=2,Accessions=6)
pData(MSnset_data1)$Run <- 1
MSnset_data2 <- convertToMSnset(exp4_OHT_FP$FP_2,
                               metadata=exp4_OHT_FP$metadata_FP2,
                               indExpData=c(7:14),Sequences=2,Accessions=6)
pData(MSnset_data2)$Run <- 2

## Summation of peptide to protein intensity
MSnset_P1 <- summarizeIntensities(MSnset_data1, sum, human_anno)
MSnset_P2 <- summarizeIntensities(MSnset_data2, sum, human_anno)

### Computing common unique peptides
features1 <- fData(MSnset_data1)
features1 <- as.data.frame(features1[, c("Sequences","Accessions")],
                           stringsAsFactors = F)
features2 <- fData(MSnset_data2)
features2 <- as.data.frame(features2[, c("Sequences","Accessions")],
                           stringsAsFactors = F)
features <- rbind(features1,features2)
features <- unique(features)
features$Sequences <- as.character(features$Sequences)
features$Accessions <- as.character(features$Accessions)
counts <- features %>% count(Accessions) %>%
  rename(Protein = Accessions, Count = n)

##### create combine MSnSet object

MSnset_P1 <- updateFvarLabels(MSnset_P1)
MSnset_P2 <- updateFvarLabels(MSnset_P2)
MSnset_P1 <- updateSampleNames(MSnset_P1)
MSnset_P2 <- updateSampleNames(MSnset_P2)

suppressWarnings(MSnset_comb <- combine(MSnset_P1, MSnset_P2))
```

```

tokeep <- which(complete.cases(fData(MSnset_comb))==TRUE)
MSnset_comb <- MSnset_comb[tokeep,]
sampleNames(MSnset_comb) <- pData(MSnset_comb)$SampleName
fData(MSnset_comb) <- fData(MSnset_comb)[,c(1:4)]
colnames(fData(MSnset_comb)) <- c("Protein", "Gene", "Description",
                                "GeneSymbol")
ind <- match(fData(MSnset_comb)$Protein, counts$Protein)
fData(MSnset_comb)$Count <- counts$Count[ind]

## Normalization
MSnset_Pnorm <- normalizeScaling(MSnset_comb, median)

## Differential analysis
contrasts <- c(
  tam.2h_vs_vehicle = "tam.2h - vehicle",
  tam.6h_vs_vehicle = "tam.6h - vehicle",
  tam.24h_vs_vehicle = "tam.24h - vehicle"
)
batchEffect <- c("Run", "BioRep")

diffstats <- computeDiffStats(MSnset_Pnorm, contrasts=contrasts,
                              batchEffect=batchEffect)

diffexp1 <- getContrastResults(diffstats=diffstats, contrast=contrasts[1])
diffexp1 <- diffexp1[which(diffexp1$adj.P.Val < 0.05 & abs(diffexp1$log2FC) > 0.5),]
diffexp2 <- getContrastResults(diffstats=diffstats, contrast=contrasts[2])
diffexp2 <- diffexp2[which(diffexp2$adj.P.Val < 0.05 & abs(diffexp2$log2FC) > 0.5),]
diffexp3 <- getContrastResults(diffstats=diffstats, contrast=contrasts[3])
diffexp3 <- diffexp3[which(diffexp3$adj.P.Val < 0.05 & abs(diffexp3$log2FC) > 0.5),]

```

7 Experiment 5: ER interactome in PDX tumours

An ER qPLEX-RIME experiment was performed using three independent ER+ human Patient Derived Xenograft (PDX) tumours. Cryosections of each tumour were double-crosslinked and each tumour was split in two parts that were used for ER and IgG RIME pull-down assays. One of the tumours was split in three different parts to be used as ER or IgG qPLEX-RIME in order to assess technical variability. The peptide intensities were normalized by median scaling within each group separately. The normalized peptide intensities were aggregated (by summing) to protein intensities. Thereafter, differential protein expression was performed using *limma* based analysis.

```

## load data
data(exp5_PDX)

## create MSnSet object
MSnset_data <- convertToMSnset(exp5_PDX$intensities, metadata=exp5_PDX$metadata,
                              indExpData=c(7:16), Sequences=2, Accessions=6)

## Exclude outlier and techical replicate samples

```

```

MSnset_data <- MSnset_data[,-c(7:10)]

## Normalization
MSnset_norm <- groupScaling(MSnset_data, median)

## Summation of peptide to protein intensity
MSnset_Pnorm <- summarizeIntensities(MSnset_norm, sum, human_anno)

## Differential analysis
contrasts <- c(PDX_vs_IgG = "PDX - IgG")

diffstats <- computeDiffStats(MSnset_Pnorm, contrasts=contrasts)
diffexp <- getContrastResults(diffstats=diffstats, contrast=contrasts)
diffexp <- diffexp[which(diffexp$adj.P.Val < 0.05 & diffexp$log2FC > 1),]

```

8 Experiment 6: ER interactome in human breast cancer tumours

An ER qPLEX-RIME experiment was performed using five independent ER-positive human breast cancer tumours. Cryosections of each tumour were double-crosslinked and each tumour was split in two parts that were used for ER and IgG RIME pull-down assays. The peptide intensities were normalized by median scaling within each group separately. The normalized peptide intensities were aggregated (by summing) to protein intensities followed by differential protein expression using *limma* based analysis.

```

## load data
data(exp6_ER)

## create MSnSet object
MSnset_data <- convertToMSnset(exp6_ER$intensities, metadata=exp6_ER$metadata,
                              indExpData=c(6:15), Sequences=2, Accessions=5,
                              rmMissing=FALSE)
exprs(MSnset_data)[is.na(exprs(MSnset_data))] <- 0
exprs(MSnset_data) <- exprs(MSnset_data)+0.01

## Normalization
MSnset_norm <- groupScaling(MSnset_data, median, Grp="SampleGroup")

## Summation of peptide to protein intensity
MSnset_Pnorm <- summarizeIntensities(MSnset_norm, sum, human_anno)

## Differential analysis
contrasts <- c(ER_vs_IgG = "ER - IgG")
diffstats <- computeDiffStats(MSnset_Pnorm, contrasts=contrasts)
diffexp <- getContrastResults(diffstats=diffstats, contrast=contrasts)
diffexp <- diffexp[which(diffexp$adj.P.Val < 0.01 & diffexp$log2FC > 1),]

```

9 Experiment 7: NCOA3 interactome in MCF7 cells

In this experiment we have used the qPLEX-RIME method to identify and characterize NCOA3 (SRC-3) associated proteins. We performed NCOA3 RIME pull-downs in five independent biological replicates and in five matched IgG mock samples. The peptide intensities were normalized by median scaling within each group separately. The normalized peptide intensities were aggregated (by summing) to protein intensities followed by differential protein expression using *limma* based analysis.

```
## load data
data(exp7_NCOA3)

## create MSnSet object
MSnset_data <- convertToMSnset(exp7_NCOA3$intensities, metadata=exp7_NCOA3$metadata,
                              indExpData=c(7:16), Sequences=2, Accessions=6,
                              rmMissing=FALSE)
exprs(MSnset_data)[is.na(exprs(MSnset_data))] <- 0
exprs(MSnset_data) <- exprs(MSnset_data)+0.01

## Normalization
MSnset_norm <- groupScaling(MSnset_data, median, Grp="SampleGroup")

## Summation of peptide to protein intensity
MSnset_Pnorm <- summarizeIntensities(MSnset_norm, sum, human_anno)

## Differential analysis
contrasts <- c(NCOA3_vs_IgG = "NCOA3 - IgG")
diffstats <- computeDiffStats(MSnset_Pnorm, contrasts=contrasts)
diffexp <- getContrastResults(diffstats=diffstats, contrast=contrasts)
diffexp <- diffexp[which(diffexp$adj.P.Val < 0.01 & diffexp$log2FC > 1),]
```

10 Experiment 8: CBP interactome in MCF7 cells

A qPLEX-RIME experiment was designed for the characterization of the CBP (CREB-binding protein) interactome. Five independent biological replicates of CBP RIME pull-downs and five IgG RIME pull-downs were prepared for this experiment. The peptide intensities were normalized by median scaling within each group separately. The normalized peptide intensities were aggregated (by summing) to protein intensities followed by differential protein expression using *limma* based analysis.

```
## load data
data(exp8_CBP)

## create MSnSet object
MSnset_data <- convertToMSnset(exp8_CBP$intensities, metadata=exp8_CBP$metadata,
                              indExpData=c(7:16), Sequences=2, Accessions=6,
                              rmMissing=FALSE)
exprs(MSnset_data)[is.na(exprs(MSnset_data))] <- 0
exprs(MSnset_data) <- exprs(MSnset_data)+0.01

## Normalization
```

```

MSnset_norm <- groupScaling(MSnset_data, median, Grp="SampleGroup")

## Summation of peptide to protein intensity
MSnset_Pnorm <- summarizeIntensities(MSnset_norm, sum, human_anno)

## Differential analysis
contrasts <- c(CREBBP_vs_IgG = "CREBBP - IgG")
diffstats <- computeDiffStats(MSnset_Pnorm, contrasts=contrasts)
diffexp <- getContrastResults(diffstats=diffstats, contrast=contrasts)
diffexp <- diffexp[which(diffexp$adj.P.Val < 0.01 & diffexp$log2FC >1),]

```

11 Experiment 9: POLR2A (RNA polymerase II) interactome in MCF7 cells

The qPLEX-RIME method was applied for the characterization of the largest and catalytic component of RNA polymerase II (RPB1). Particularly, the phosphorylated form at Serine 5 in the C-terminal domain (CTD) was used as the bait protein. Five biological replicates of RNA polymerase II RIME pull-downs and five IgG pull-downs were included for the identification and characterization of RNA polymerase II-associated proteins. The peptide intensities were normalized by median scaling within each group separately. The normalized peptide intensities were aggregated (by summing) to protein intensities followed by differential protein expression using *limma* based analysis.

```

## load data
data(exp9_PolIII)

## create MSnSet object
MSnset_data <- convertToMSnset(exp9_PolIII$intensities, metadata=exp9_PolIII$metadata,
                              indExpData=c(7:16), Sequences=2, Accessions=6,
                              rmMissing=FALSE)
exprs(MSnset_data)[is.na(exprs(MSnset_data))] <- 0
exprs(MSnset_data) <- exprs(MSnset_data)+0.01

## Normalization
MSnset_norm <- groupScaling(MSnset_data, median, Grp="SampleGroup")

## Summation of peptide to protein intensity
MSnset_Pnorm <- summarizeIntensities(MSnset_norm, sum, human_anno)

## Differential analysis
contrasts <- c(POLR2A_vs_IgG = "POLR2A - IgG")
diffstats <- computeDiffStats(MSnset_Pnorm, contrasts=contrasts)
diffexp <- getContrastResults(diffstats=diffstats, contrast=contrasts)
diffexp <- diffexp[which(diffexp$adj.P.Val < 0.01 & diffexp$log2FC >1),]

```

# Supplementary material for: A quantitative mass spectrometry-based approach to monitor the dynamics of endogenous chromatin-associated protein complexes
**Source:** Nat Commun. 2018 Jun 13;9:2311. doi: 10.1038/s41467-018-04619-5
**Supplement:** Supplementary file 14 — Description of Additional Supplementary files

Description of Additional Supplementary files

File Name: Supplementary Data Set 1.

Description: Result table for the duplicate non-quantitative ER α and IgG RIME experiments to identify ER α -associated interactors at peptide FDR<1%. The presence or absence of a particular protein in each sample is shown in the binary matrix as 1 or 0 respectively. As specific ER α interactors we consider proteins with presence in both ER α RIME samples and absence in both IgG RIME samples.

File Name: Supplementary Data Set 2.

Description: The qPLEXanalyzer output results from an ER α qPLEX-RIME experiment, where we included five ER α qPLEX-RIME pull-downs in five independent biological replicates with the respective number of matched IgG control samples. Samples were single crosslinked with formaldehyde and the qPLEX-RIME raw data processing quantified 2,955 proteins across all samples at FDR<1%. For the calculation of log2FC, the ER α samples were compared to IgG controls.

File Name: Supplementary Data Set 3.

Description: The qPLEXanalyzer output obtained from an ER α qPLEX-RIME experiment that was performed to compare two different ways of cell crosslinking. MCF7 cells were double crosslinked with DSG/formaldehyde (double) or with formaldehyde (FA) alone (single). Biological replicates were obtained for each condition with the respective IgG pooled samples from each replicate. All samples were compared to IgG controls for the discrimination of unspecific binding (controlLog2FC). Double crosslinked samples were compared with the single crosslinked ones for the identification of proteins with higher or lower enrichment after the double crosslinking (log2FC).

File Name: Supplementary Data Set 4.

Description: The qPLEXanalyzer output results from a CBP (CREB-binding protein) qPLEX-RIME experiment, where we included five CBP qPLEX-RIME pull-downs in five independent biological replicates with the respective number of matched IgG control samples. Samples were double crosslinked using DSG and formaldehyde and the qPLEX-RIME raw data processing quantified 1,437 proteins across all samples at FDR<1%. For the calculation of log2FC the CBP samples were compared to IgG controls.

File Name: Supplementary Data Set 5.

Description: The qPLEXanalyzer output contains the results from a NCOA3 (SRC-3) qPLEX-RIME experiment. In this experiment, five biological replicates of NCOA3 qPLEX-RIME pull-downs with the respective number of matched IgG control samples were included. Samples were double crosslinked and 1,135 proteins were quantified across all samples (FDR<1%). For the calculation of log2FC the NCOA3 samples were compared to IgG controls.

File Name: Supplementary Data Set 6.

Description: The qPLEXanalyzer output results from a phospho-RNA

polymerase II (POLR2A) qPLEX-RIME experiment, where we included five POLR2A independent biological replicates and an equal number of matched IgG controls. Samples were double crosslinked and the qPLEX-RIME raw data processing quantified 1,442 proteins across all samples at FDR<1%. For the calculation of log2FC the POLR2A samples were compared to IgG controls.

File Name: Supplementary Data Set 7.

Description: The results from the RNA-seq analysis of MCF7 cells treated with 100nM OHT for 2h, 6h and 24h or 24h with vehicle alone (ethanol). Six biological replicates of each time point were included in the analysis. 

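Many genes passed the paper's thresholds at a single time, which does not show that they responded at no other. At these thresholds 212 genes were called at 2 h and at no other time, 202 at 6 h alone and 487 at 24 h alone. All 3 times called 28 genes, 17 of them higher and 10 lower at each. At 2 h, 299 of the 368 called genes were higher and 69 lower, and without the fold threshold 877 were higher and 701 lower.

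By the deposited, shrunken log2 fold change the highest gene at 2 h was RASD1, a Ras-related gene, which was 7.30-fold higher (log2 ratio 2.87, 95% interval 2.42 to 3.32). BIRC3 (7.10-fold, log2 ratio 2.83, 95% interval 2.37 to 3.28) and TNFAIP3 (5.82-fold, log2 ratio 2.54, 95% interval 2.12 to 2.96), both targets of NF-κB, and the cytokine gene LIF (7.33-fold, log2 ratio 2.87, 95% interval 2.34 to 3.40) were also among the 10 highest by that value, with TUFT1 at 2.03, NEDD9 at 1.81, ATF3 at 2.00, CTGF at 3.34 and MAFF at 2.64. By the deposited value the lowest was SGK1, a kinase, at a log2 ratio of −1.68 (95% interval −1.99 to −1.37), then CISH, a suppressor of cytokine signalling, at −1.18 (95% interval −1.37 to −0.99). RAB3A was at −1.09, IGDCC3 at −1.32, SALL2 at −1.01, HOXC6 at −0.86, and KCNK5 at −0.89. SOX18 was 2.00-fold lower.

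Of 17 genes of the unfolded protein and amino acid stress responses, 3 were higher and 1 lower at 2 h, 2 higher at 6 h, and 1 higher and 2 lower at 24 h at an adjusted p under 0.05 in the authors' deposited table (3 lower at 24 h and otherwise the same counts when adjusted over the list alone). The adjusted p of this set was 0.013 at 2 h (limma's cameraPR), 0.067 at a correlation of 0.05 and 0.24 on ranks, and it did not pass at 6 h or 24 h. At 2 h it was 0.0096 among genes with a base mean of at least 100 (16 members). Among genes with a vehicle mean of at least 100, a filter chosen after the results were seen, it was 0.39 (16 members). ATF3 belongs to this list and to the immediate-early list, and whether the call at 2 h rests on ATF3 was not tested. Of 7 basal and mesenchymal markers, 2 were higher at 2 h and 3 at 6 h, among them SNAI2 at 1.19 (95% interval 0.79 to 1.58) at 2 h and KRT17, which had 4.29 normalized counts in the vehicle (the authors' mean). At 24 h, 1 was higher and VIM was 2.01-fold lower (the same counts when adjusted over the list alone). The set was higher at 2 h and 6 h (adjusted p = 0.0039 and 0.013 from limma's cameraPR), and 0.28 and 0.38 among genes with a base mean of at least 100. Genes called higher at 2 h and at 6 h overlapped in 124, and those called lower in 16. For 6 h and 24 h the overlap was 69 higher genes and 85 lower genes. All comparisons share the vehicle samples, so the calls at different times are not independent of each other, and no overlap expected by chance is given.

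Without the fold threshold 5369 genes passed at 1 or more times, and with it on the unshrunken log2 ratio 1803. In 27 genes the deposited table held a date in place of the symbol, and these were named from their gene ID.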

We have identified 27,520 genes of which 1,187 were significantly regulated in at least one time point compared to the vehicle.

File Name: Supplementary Data Set 8.

Description: The qPLEXanalyzer output results from three ER α qPLEX-RIME experiments (3 $\times$ 10plex) using independently prepared biological replicates. MCF7 cells were treated with 100nM OHT for 2h, 6h and 24h or after 24h treatment with the vehicle alone (ethanol). Two biological replicates of each condition were included in each experiment, resulting in a total of six replicates per time point. This table contains only the ER α specific proteins filtered based on IgG pull-downs included in the same experiment. The quantification values represent the log2 row-mean scaled intensities after regression correction.

File Name: Supplementary Data Set 9.

Description: The qPLEXanalyzer output of two 10plex-TMT time-course experiments that were performed to study the effect of OHT on total protein levels. MCF7 cells were treated with OHT for 2h, 6h and 24h or for 24h with the vehicle alone (ethanol) and a total number of four biological replicates were obtained. This table contains 7,943 proteins quantified in both TMT experiments.

File Name: Supplementary Data Set 10.

Description: The qPLEXanalyzer output results from an ER α qPLEX-RIME experiment using three independent ER+ human Patient Derived Xenograft tumours. Each tumour was split in two parts, for ER α and matched IgG pull-downs. All ER α samples were compared to IgG controls for the identification of ER α -associated interactors.

File Name: Supplementary Data Set 11.

Description: The qPLEXanalyzer output results from an ER α qPLEX-RIME experiment in five independent ER α positive human breast cancer tumours. Each tumour was split in two parts, for ER α and matched IgG pull-downs. The ER α samples were compared to IgG controls for the identification of ER α -associated interactors.

How the deposited data were processed for this re-analysis (not part of the article)

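MCF7 cells, an ERα-positive breast cancer cell line, were treated with 100 nM OHT for 2 h, 6 h or 24 h or with ethanol for 24 h, and RNA of 24 samples, 6 in each of 4 groups, was sequenced. Each OHT group was compared with the single vehicle group, giving 3 comparisons. The paper states 6 biological replicates for each group; the samples carry replicate numbers, but the tables hold group values only, so the numbers were not used.

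Per the paper's methods, the authors made stranded mRNA libraries, aligned single-end reads to GRCh37 with TopHat2 2.1.0, counted reads in genes with featureCounts of Subread 1.5.2, and normalized and tested the counts with DESeq2, whose version the paper's text does not name. Beside their sentence on target genes the authors name the moderated test of limma, while the paper's methods name DESeq2 for RNA-seq. The signal values in the deposited tables are counts per gene that the authors normalized with DESeq2's size factors and averaged over the samples of a group. The log2 fold changes in the deposited tables compare each OHT group with the vehicle and were shrunken towards 0 by the authors' fit. The score in the deposited tables is the authors' Wald statistic, the deposited log2 fold change over its standard error. The p-value in the deposited tables is the authors' two-sided Wald p, and the adjusted p is its Benjamini-Hochberg adjustment by the authors after filtering on low means. The deposited tables give an adjusted p for 20584 genes at 2 h, 19517 at 6 h and 18983 at 24 h, down to base means of 2.83, 3.98 and 4.74, and for 31 genes they give no p-value.

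The tables hold no count per sample. The reads behind each sample are therefore unknown, no counting interval was computed, and precision comes from the authors' standard errors, of which the largest is 0.16. Base mean, the authors' mean over all samples, equals the mean of the 4 group means to within 0.0074%. Of 27520 genes, 26429 carry a symbol, 27 symbols had turned into dates and were restored from the gene ID, and 26476 gene IDs were found in the GENCODE annotation mapped to GRCh37, from which gene positions were taken.

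For each gene with a base mean of at least 10 (16919 genes) the log2 ratio of the OHT and vehicle group means was computed without a pseudocount. Its standard error was taken as the ratio divided by the authors' Wald statistic where that statistic exceeds 0.5 in size, and the 95% interval from the normal distribution. The width of the prior behind the shrinkage was computed from the largest standard error (0.226). Genes were called at a deposited log2 fold change over 0.5 in size and an adjusted p under 0.05, the paper's thresholds, which call 1187 genes at any time. The difference between time points was tested by a z test on the authors' deposited log2 fold changes and standard errors, two-sided, with Benjamini-Hochberg adjustment over 16919 genes; it leaves out the covariance from the shared vehicle.

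Lists of genes were tested with cameraPR of limma 3.58.1 in R 4.3.3 on the authors' Wald statistics, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 78 tests, 26 lists at 3 times. The lists were the ERα target genes that the paper names, estrogen-induced, estrogen-repressed, DNA replication, mitosis, cell cycle proteins of Supplementary Fig. 7a, cholesterol synthesis, immediate-early, unfolded protein and amino acid stress, aryl hydrocarbon receptor targets, p53 targets, interferon-stimulated, hypoxia, glycolysis, BCL2 family, NuRD, SWI/SNF, co-regulators and pioneer factors, luminal, basal and mesenchymal, fibroblast, immune, endothelial, mitochondrially encoded, ribosomal protein and histone genes. A list of targets of serum response factor was added later, and its p-values were adjusted over its own tests. Cell type lists overlap with genes that MCF7 cells express, and only members with a base mean of at least 10 were tested.

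Named genes were chosen by a rule set in advance: the genes the paper names for this time course, the members of the lists, the 10 highest and 10 lowest deposited log2 fold changes among the called genes with a symbol at each time, and the 5 interactors with the highest and the 5 with the lowest mRNA log2 fold change at 24 h. The paper's table of these results (Supplementary Data 7) was at hand for its first 1236 genes, so values of those had partly been seen. CHST1, TRIM29, SDK2 and THEG were named after their values were seen.

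The mRNA of ERα interactors was compared with that of 18074 other genes of at least the lowest interactor base mean (5.67) by Fisher's exact test, two-sided, and with 10000 random lists matched in 20 bins of base mean. Pearson's r and Spearman's rho between mRNA and total protein log2 fold changes were computed across genes for the 1491 proteins of Supplementary Data 9 at hand, each with its own SD from 2000 bootstrap draws. Overlaps of calls between times were counted, and correlations of log2 fold changes between times beside those of simulated unchanged groups with a shared vehicle. Random numbers used the seed 20180613. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

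The set test was tested on simulated data of 16000 genes: 10 of 10 moved lists were called in the right direction and 0 of 30 unmoved lists. The z test between times was tested on 200 simulated changes among 16919 genes, added in full on the scale of the deposited log2 fold changes. It recovered 53.6% of changes of 0.5 and 100% of changes of 1 on that scale, and called 0 unchanged genes. The deposited values are shrunken towards 0, so these shares do not apply to log2 ratios of that size.

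The alternatives tried were no fold threshold, the fold threshold on the unshrunken ratio, a fold threshold of 1, an adjusted p under 0.01, adjustment over genes with a base mean of at least 10 or over every gene with a p-value, leaving out 2 h, a pseudocount of 1, the deposited log2 fold change in place of the ratio, set tests at a correlation of 0.05, on ranks, on the ratio, on genes with a base mean of at least 100 and without a filter, time differences with the covariance of the shared vehicle, interactors limited to those changed in qPLEX-RIME or matched on base mean, and correlations by rank, on the ratio or on genes with an adjusted p under 0.05. Models that need counts per sample were left out, since the tables hold none.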

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

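The tests of depth and normalization, of time and handling, of low counts and of shrinkage below were chosen only after the results were seen. As sets, immediate-early genes, cholesterol synthesis genes and targets of the aryl hydrocarbon receptor, which the paper does not discuss, were higher than the vehicle early in OHT. The immediate-early genes were higher at 2 h (adjusted p = 1.494e-32, limma's cameraPR), with a median log2 ratio of 0.77. The cholesterol synthesis genes were higher at 2 h (5.857e-12, median log2 ratio 0.17) and at 24 h (0.003391, 0.11), where the call ended when ranked on the unshrunken ratio. The aryl hydrocarbon receptor targets were higher at 2 h (1.396e-06, 0.84) and at 6 h (5.738e-08, 1.80), and CYP1A1 was 161.1-fold higher at 6 h.

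Changes from the vehicle differed between times by limma's cameraPR on the differences between time points. Without a vehicle at 2 h and 6 h, such differences cannot be told apart from effects of time in culture or handling. Each adjusted p is followed by the median log2 ratios to the vehicle at the earlier and the later time. From 2 h to 6 h the ERα target genes that the paper names (adjusted p = 2.824e-09; −0.22 to −0.72), the estrogen-induced genes (5.488e-12; −0.07 to −0.28), the DNA replication genes (1.64e-07; −0.04 to −0.17), the cholesterol synthesis genes (4.407e-18; 0.17 to −0.05), the immediate-early genes (5.889e-24; 0.77 to 0.19), the stress response genes (0.01229; 0.06 to −0.06), the co-regulators and pioneer factors (0.001448; 0.00 to −0.11) and the ribosomal protein genes (0.003532; 0.04 to −0.01) moved down, and the interferon-stimulated genes moved up (0.01099; 0.02 to 0.26). From 6 h to 24 h the ERα target genes (0.0002004; −0.72 to −1.14), the cell cycle genes of Supplementary Fig. 7a (0.0167; −0.09 to −0.19), the immediate-early genes (0.01362; 0.19 to −0.03), the aryl hydrocarbon receptor targets (0.0002063; 1.80 to 0.20), the basal and mesenchymal markers (0.01336; 0.21 to 0.10) and the ribosomal protein genes (0.002839; −0.01 to −0.09) moved down. The estrogen-repressed genes (0.0003033; 0.21 to 0.54), the cholesterol synthesis genes (2.359e-05; −0.05 to 0.11), the p53 targets (0.04129; 0.09 to 0.08) and the co-regulators and pioneer factors (0.00525; −0.11 to 0.05) moved up. The direction of a set is relative to the other genes, and the median of the p53 targets itself did not rise. The paper named its ERα target genes for being lower at 24 h in these data. Their fall from 6 h to 24 h is therefore not independent evidence.

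Of these differences, 8 ended at a preset correlation of 0.05, given here with the adjusted p there and the range over the alternatives (limma's cameraPR). From 2 h to 6 h they were those of the stress response genes (0.071; 0.0037 to 0.071), the ribosomal protein genes (0.12; 3.9e-05 to 0.12) and the interferon-stimulated genes (0.056; 0.0012 to 0.098). From 6 h to 24 h they were those of the cell cycle genes of Supplementary Fig. 7a (0.10; 0.0037 to 0.10), the immediate-early genes (0.091; 0.0020 to 0.091), the ribosomal protein genes (0.11; 2.1e-05 to 0.11), the p53 targets (0.13; 0.0078 to 0.18) and the co-regulators and pioneer factors (0.055; 3.4e-04 to 0.055). On ranks the differences of the stress response genes from 2 h to 6 h (0.063) and of the p53 targets (0.18) and basal and mesenchymal markers (0.074) from 6 h to 24 h ended. Among genes with a base mean of at least 100 those of the interferon-stimulated genes (0.098), the p53 targets (0.079) and the basal and mesenchymal markers (0.87; 0.0029 to 0.87 over the alternatives) ended.

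For 4 genes the calls at 6 h and 24 h had opposite signs and the z test of the difference passed. CHST1 went from a log2 ratio of −0.75 at 6 h to 0.77 at 24 h (z of the difference 6.718), and SDK2 from below the vehicle at 6 h to 0.95 at 24 h (4.909). TRIM29 went from 0.82 to −1.27 (−7.12), and THEG from 0.75 to −1.18 (−6.241).

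The rise of immediate-early genes at 2 h was set against technical explanations. A factor of depth or normalization, the same for every gene or changing with abundance, would move genes of the same abundance alike. The median log2 ratio of the whole list at 2 h lay 0.7719 above that of 10000 random lists matched on base mean (central 95% −0.07 to 0.06), which argues against such a factor. The 13 members called higher at 2 h had a median log2 ratio of 1.69 at 2 h and 0.03645 at 24 h, and 1 of them, IER3, was still called higher at 24 h. Since the vehicle was taken at 24 h only, an effect of OHT at 2 h and an effect of time in culture or handling cannot be told apart.

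The rise of aryl hydrocarbon receptor targets was weighed in the same way. Among genes with a vehicle mean of at least 100 normalized counts, which holds 4 members of the list, the set was higher at 2 h and 6 h (the larger adjusted p was 0.0002197, limma's cameraPR), which argues against a few low counts as the source of their rise. The test leaves out CYP1A1 and ALDH3A1, which lie below that mean in the vehicle. The 5 members called higher at 2 h or 6 h had a median log2 ratio of 0.98 at 2 h, 2.03 at 6 h and 0.08522 at 24 h. An effect of OHT and one of time in culture or handling cannot be told apart here either, for want of a vehicle at 2 h and 6 h.

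The deposited log2 fold changes lie well below the ratios of group means, as for CYP1A1. Shrinkage with a single prior width for every gene predicts the same width from each gene, and 97.58% of 3179 pairs of gene and time gave a width within 10% of that from the largest standard error. CYP1A1 itself lay outside that 10% at 2 h and 6 h, with a larger width. Low counts alone would leave abundant genes near their ratio, but 19 pairs with a base mean of at least 1000 had a deposited value under 0.6 of the ratio. No biological explanation was tested, since the pattern lies in how the values were made.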

How the results depend on the processing

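Counting called interactors against lists matched on base mean and leaving out 2 h were chosen after the data were seen. The other alternatives were planned, as was the median size of interactor changes against matched lists. The cause of the changes was not tested, except that a changed threshold or gene set changes counts by construction. Without a fold threshold 1578 genes were called at 2 h, 2149 at 6 h, 3350 at 24 h and 5369 at any time. With it on the unshrunken ratio 743 were called at 6 h, 1040 at 24 h and 1803 at any time, and with a fold threshold of 1 the counts were 52, 44, 67 and 140. Adjusting over other sets of genes, an adjusted p under 0.01 and leaving out 2 h kept the counts within 1.5 times.

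At a correlation of 0.05, 20 of 78 set tests passed. The ERα target genes at 2 h ended on ranks (adjusted p = 0.1272, limma's cameraPR; 3.8e-04 to 0.13 over the alternatives). The estrogen-induced genes at 2 h ended at a correlation of 0.05 (0.2003), on the ratio (0.3493) and at a base mean of at least 100 (0.05076; 0.0072 to 0.35). The estrogen-repressed genes at 6 h ended at 0.05 (0.0665), on the ratio (0.1981) and on ranks (0.103; 0.0097 to 0.20). At 6 h and 24 h the estrogen-induced and named target genes passed under every alternative run. The paper named the latter for being lower at 24 h in these data, so their call there is not independent evidence. Of the tests of other lists, 12 ended at a correlation of 0.05, 3 on ranks, 13 on the ratio, 4 at a base mean of at least 100 and 1 without a filter, while 1 on ranks, 4 on the ratio and 1 without a filter newly passed. The calls that ended on the ratio were those of the DNA replication, cholesterol synthesis, BCL2 family, p53 target and histone genes at 24 h, of mitosis at 6 h and 24 h, of NuRD and SWI/SNF at 6 h, of ribosomal protein genes at 2 h and 24 h and of the cell cycle genes of Supplementary Fig. 7a at 2 h and 6 h. Newly passed on the ratio were the aryl hydrocarbon receptor targets and the mitochondrially encoded genes at 24 h and the endothelial markers at 2 h and 6 h. The calls that ended on ranks were those of the stress response genes at 2 h, the basal and mesenchymal markers at 6 h and the p53 targets at 24 h, and those at a base mean of at least 100 were the basal and mesenchymal markers at 2 h and 6 h and NuRD and SWI/SNF at 6 h. Without a filter the histone genes at 24 h ended, and the glycolysis genes at 24 h newly passed there and on ranks. Of the differences of lists between times, 8 ended at a correlation of 0.05, 3 on ranks and 3 at a base mean of at least 100, while 5 on ranks and 5 without a filter newly passed.

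With the covariance of the shared vehicle 1630 genes differed between 2 h and 6 h and 3537 between 6 h and 24 h. Without a fold threshold the overlap of 2 h and 6 h was 403 higher and 213 lower genes, and of 6 h and 24 h 416 and 410. On the unshrunken ratio it was 35 lower genes (2 h and 6 h) and 137 higher genes (6 h and 24 h).

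Without a fold threshold the share of interactors called turned from below to above that of other genes: 12.96% at 2 h, 17.11% at 6 h and 22.74% at 24 h. Among interactors changed in qPLEX-RIME the share at 2 h was 0.403% (Fisher's exact test, p = 0.098). On the unshrunken ratio the share at 6 h was 1.467% and passed (Fisher's exact test, p = 0.0063). Against lists matched on base mean the counts lay at the percentile 5.075 at 2 h and 11.225 at 24 h, so the lower share called did not hold. The median size of the deposited log2 fold change lay low against such lists at 24 h (0.077 against 0.091, percentile 0.525). At 2 h and 6 h it lay at the percentile 7.46 and 64.1.

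The correlation with total protein at 2 h was 0.0345 by rank and −0.2808 for genes with an adjusted p under 0.05. At 24 h it was 0.703 by rank, 0.7339 on the ratio and 0.8832 for genes with an adjusted p under 0.05.

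No paired analysis was possible because the tables hold no values per sample. For the same reason a replicate block, DESeq2, edgeR with DESeq2's size factors, no filter on low counts, pairwise fits, leaving out samples and other splits of the samples were not run. Depth per sample is unknown, so what it limits could not be measured.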

Differences from the paper's values

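The paper's Pearson's r between mRNA and total protein is about 0.06 at 2 h, about 0.19 at 6 h and about 0.65 at 24 h in Supplementary Fig. 7b and c, read by eye. The values here are −0.041, 0.032 and 0.762. They cover 1470 genes, from the 1491 most intense of the paper's 7943 proteins, so the groups of genes differ. At 2 h Spearman's rho (0.0345) lies within its own bootstrap SD (0.0276) of the paper's value. It is another measure than the paper's r, so it does not account for the difference. The unshrunken ratio (−0.038) and genes with an adjusted p under 0.05 (−0.281) do not. At 6 h no alternative set before the data were examined comes within its own bootstrap SD (0.033 by rank, 0.031 on the ratio, and 0.048, SD 0.0999, for 195 genes with an adjusted p under 0.05), nor does any at 24 h (0.703, 0.734 and 0.883). The low correlation at 2 h and 6 h and the strong one at 24 h that the paper states hold in these values too.

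The paper's log2 fold change of GREB1 mRNA is about −1.0 at 6 h and about −1.7 at 24 h in Fig. 5a, read by eye, and the log2 ratio of group means is −1.80 and −3.42. The authors' deposited log2 fold change, shrunken towards 0, is −1.0 at 6 h and −1.66 at 24 h (the authors' deposited table) and lies within the error of the paper's values. A pseudocount of 1 on both means leaves the ratios at −1.80 and −3.42.

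The counts of genes match the paper's at its thresholds, 27520 in all and 1187 at any time. The 11 target genes that the paper states as inhibited at 24 h are all lower here. The counts and these genes come from the authors' own deposited test results, so the match does not test the paper's values. The paper states that GREB1 was the sole interactor with lower mRNA and total protein at 24 h, and by mRNA alone TET2 (−1.40), ZNF703 (−0.62) and TFAP2C (−0.77) were also called lower (log2 ratios). The paper also states that the mRNA of changed interactors stayed unchanged, and of 248 such genes 1 was called at 2 h, 4 at 6 h and 2 at 24 h.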

Other observations

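The list of serum response factor targets and its tests were chosen after actin cytoskeleton genes had been seen to rise. Part of this list was higher at 2 h and 6 h in OHT. It holds 26 tested genes taken as targets of serum response factor or its actin-regulated cofactors. Of these, 10 were higher and 0 lower at 2 h (12 of the list at an unadjusted p under 0.05), 13 higher and 1 lower at 6 h, and 3 higher and 4 lower at 24 h, at an adjusted p under 0.05 in the authors' deposited table (12 and 0, 15 and 2, and 3 and 4 when adjusted over the list alone). ACTB was at a log2 ratio of 0.28 (95% interval 0.16 to 0.40) at 2 h and 0.43 (95% interval 0.31 to 0.56) at 6 h, TAGLN at 0.97 (95% interval 0.54 to 1.40) and 1.13 (95% interval 0.70 to 1.55), and TPM1 at 0.55 (95% interval 0.38 to 0.72) and 0.62 (95% interval 0.45 to 0.79). As a set the list was higher at 2 h and 6 h (adjusted p = 6.4e-09 and 8.7e-07, limma's cameraPR), did not pass at 24 h (0.95) and was lower at 24 h than at 6 h (1.9e-05). These values were adjusted over the tests of this list alone and not over those of the other lists. Since the list holds the kind of gene that had been seen to rise, it does not test serum response factor as the source. The vehicle was taken at 24 h only, so time in culture or handling stays open.

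Some cell cycle genes were lower in OHT. Of 20 genes whose proteins Supplementary Fig. 7a names for lower protein, 5 were lower and 1 higher at 2 h, 4 lower at 6 h and 12 lower at 24 h, at an adjusted p under 0.05 in the authors' deposited table (6 and 1, 6 and 14 when adjusted over the list alone). The study chose these genes on matched cells, so the list is not independent evidence. The adjusted p of the set was 0.018 at 2 h, 0.0035 at 6 h and 1.8e-07 at 24 h (limma's cameraPR), and the call at 2 h ended at a correlation of 0.05 (adjusted p = 0.094) and on the ratio (0.36), and that at 6 h on the ratio (0.086). Over the alternatives the adjusted p ranged over 0.0033 to 0.36 at 2 h and 1.7e-04 to 0.086 at 6 h, and the median log2 ratio at 24 h was −0.19. CDC42EP1 (−1.15, 95% interval −1.48 to −0.82) and UBE2T (−0.65, 95% interval −0.81 to −0.50) had the lowest log2 ratios at 24 h. Of 36 genes of mitosis, 7 were lower and 1 higher at 2 h, 3 lower at 6 h and 9 lower at 24 h (10 and 1, 3 and 10 when adjusted over the list alone). That set had an adjusted p of 1.4e-06, 0.011 and 0.0035 (limma's cameraPR), and the calls at 6 h and 24 h ended at a correlation of 0.05 (adjusted p = 0.11 and 0.062) and on the ratio (0.16 and 0.16). Over the alternatives the adjusted p ranged over 7.6e-04 to 0.16 at 6 h and 1.9e-04 to 0.16 at 24 h, and the median log2 ratio was −0.13 at 2 h and −0.09 at 24 h. ESPL1 was at −0.43 (95% interval −0.57 to −0.30) at 2 h, PTTG1 at −0.35 (95% interval −0.49 to −0.20) at 24 h, and the inhibitor gene CDKN1B at 0.24 (95% interval 0.13 to 0.35) at 2 h and −0.24 (95% interval −0.35 to −0.13) at 24 h.

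Across genes the deposited log2 fold changes of 2 h and 6 h had a Pearson's r of 0.560, against 0.504 in simulated unchanged groups with a shared vehicle. Those of 6 h and 24 h had 0.473 against 0.501. The simulated r follows from the shared vehicle by construction, so an r at or below it cannot show whether changes were shared. Genes are not independent replicates, so no p-value is given. The covariance was 0.0194 and 0.0199, against 0.00627 and 0.00614 in the simulation.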
